# Intersection of Immunity, Metabolism, and Muscle Regeneration in an Autoimmune‐Prone MRL Mouse Model

**DOI:** 10.1002/advs.202306961

**Published:** 2024-01-08

**Authors:** Tran B. Ngo, Aditya Josyula, Sabrina DeStefano, Daphna Fertil, Mondreakest Faust, Ravi Lokwani, Kaitlyn Sadtler

**Keywords:** adipogenesis, autoimmunity, biomaterials, immunology, regeneration

## Abstract

Due to the limited capacity of mammals to regenerate complex tissues, researchers have worked to understand the mechanisms of tissue regeneration in organisms that maintain that capacity. One example is the MRL/MpJ mouse strain with unique regenerative capacity in ear pinnae that is absent from other strains, such as the common C57BL/6 strain. The MRL/MpJ mouse has also been associated with an autoimmune phenotype even in the absence of the mutant *Fas* gene described in its parent strain MRL/lpr. Due to these findings, the differences between the responses of MRL/MpJ versus C57BL/6 strain are evaluated in volumetric muscle injury and subsequent material implantation. One salient feature of the MRL/MpJ response to injury is robust adipogenesis within the muscle. This is associated with a decrease in M2‐like polarization in response to biologically derived extracellular matrix scaffolds. In pro‐fibrotic materials, such as polyethylene, there are fewer foreign body giant cells in the MRL/MpJ mice. As there are reports of both positive and negative influences of adipose tissue and adipogenesis on wound healing, this model can provide an important lens to investigate the interplay between stem cells, adipose tissue, and immune responses in trauma and material implantation.

## 1 Introduction

Tissue regeneration is a complex biological process to repair and renew injured tissue by replacing it with functional tissue. This restoration can be either partial, resulting in the recovery of a portion of the original structure and function, or complete, reflecting the process seen during development. However, complete tissue regeneration, such as limb regeneration in salamanders, is rare among mammals, with notable instances found in the regrowth of fingertips in children and digital tips in fetal mice.^[^ ^1^ ^]^ These regenerative processes heavily depend on forming a specialized structure called a blastema, particularly associated with the keratinized ectodermal appendage found exclusively at the tips of digits.^[^ ^2^ ^]^ In addition to digit regeneration, the Hedgehog signaling pathway, a well‐studied regulator of embryonic development, is also critical in controlling the fate of fibro/adipogenic progenitors during skeletal muscle regeneration in adult mice.^[^ ^3^ ^]^

Among mouse species, complete regeneration is observed in response to whole‐thickness skin injuries in the African spiny mice.^[^ ^4^ ^]^ Another well‐studied model in the context of healing and regeneration is the Murphy Roths Large mouse strain (MRL/MpJ or MRL), also being investigated for its autoimmune‐prone characteristics.^[^ ^5^ ^]^ The MRL/MpJ mouse strain, which has an altered response to injuries, can offer insights into the barriers hindering human scar‐free healing. The MRL mouse was bred from C57BL/6 (B6), Large (LG), AKR, and C3H backgrounds, with most of its genome coming from the LG mouse (Figure S1, Supporting Information). It is worth noting that diverse laboratory mouse strains exhibit distinct wound‐healing capacities and varying tendencies toward immune system activation. Therefore, direct comparisons with routinely used laboratory mouse strains such as B6 are warranted.

The MRL mouse has an interesting capacity to fully regenerate ear punches compared to a B6 mouse, which results in scarring.^[^ ^6^ ^]^ This healing capacity does appear limited as other studies evaluating myocardial infarction and full‐thickness skin wounds still result in scarring in the MRL mice.^[^ ^7^ ^]^ During ear punch wound healing, the MRL mouse develops a blastema‐like structure and a layer of white adipose on the wound edge, which ultimately closes without extensive collagen deposition.^[^ ^7^, ^8^ ^]^ White fat is an immunologically active organ, and fat pads, such as the omentum, have been shown to migrate to the site of injury in humans.^[^ ^9^ ^]^ Additionally, type‐2 immune signals have been associated with wound healing, white fat homeostasis, and metabolism.^[^ ^10^ ^]^ Regarding metabolism, the MRL/MpJ mouse strain has been reported as the first naturally occurring mouse strain resistant to high‐fat diet‐induced metabolic changes.^[^ ^11^ ^]^ For example, the MRL adults and neonatal mice share characteristic transcription patterns, such as the up‐regulation of genes engaged in PPAR signaling and retinol metabolism and the repression of immune response genes.^[^ ^12^ ^]^ These metabolic differences may contribute to the MRL/MpJ mouse strain's unique immune profile and “super‐healing” characteristics.

There are many immunological factors that have been implicated in metabolic‐related pathways, such as white fat homeostasis, including interleukin‐33 (IL‐33) and type‐2 innate lymphoid cells (ILC2s) that express ST2 (the receptor for IL33), IL‐5 and eosinophils, as well as IL‐4 and IL‐10 along with M2 macrophages and Th2/regulatory T cells,^[^ ^13^ ^]^ which are important regulators for adipocyte proliferation, differentiation, and adipokine release. MRL mice with a *Fas* mutation (MRL/lpr) have shown resistance to obesity triggered by a high‐fat diet. This resistance is attributed to elevated levels of IL‐4 and IL‐10; this effect could be linked to STAT6 activation, potentially promoting M2 polarization by enhancing IL‐4 and IL‐10 levels.^[^ ^14^ ^]^ In wound healing, type‐2 immune signals regulate collagen deposition to close wounds and assist in the proliferation and differentiation of progenitor cells. These signals are important in fibro‐adipogenic lineage commitment and can directly affect the amount of fat, muscle, or scar tissue deposited during recovery from physical trauma.^[^ ^3^ ^]^

Inflammatory processes associated with wound healing that result in collagen deposition occur after biomedical material implantation. Decellularized extracellular matrix (ECM) is used clinically in various applications, including dural repair, hernia repair, skin wounds, and diabetic ulcers. In this study, ECM was used as the pro‐regenerative material applied to the wound site of the murine volumetric muscle loss model (VML).^[^ ^15^ ^]^ ECM is being tested with success in larger volume defects such as muscle trauma, though research is still ongoing.^[^ ^16^ ^]^ On the other hand, polyethylene (PE) is a hydrophobic polymer used widely in medical device implants due to its durable and moldable nature; however, when wear particles are generated and embedded into surrounding tissue, this leads to excessive inflammation and scar tissue deposition.^[^ ^17^ ^]^ Utilizing a murine volumetric muscle loss model, we also applied PE as the pro‐inflammatory/pro‐fibrotic material to the wound site.^[^ ^15^ ^]^ In this work, we sought to evaluate the differential immunologic and resulting tissue structure outcomes in trauma and different material implantation in B6 versus MRL mice and determine if the white fat accumulation during ear punch healing was also prevalent during the response to biomaterial implants. This study shows that MRL mice exhibit ectopic adipogenesis at the muscle injury site following VML and pro‐fibrotic material implantation through histological examination and bulk RNA sequencing compared to B6 mice. Flow cytometry analysis confirmed the enrichment of CD68+F4/80‐ M1 macrophages in all MRL mice, notably more pronounced in PE‐treated mice compared to their B6 counterparts. Additionally, MRL mice displayed dampened local B and T cell responses following traumatic muscle injury and biomaterial implantation. From this study, the identified cell profiles, along with their atypical phenotypic presentation and associations with gene expression, offer a framework for comprehending immune responses and tissue mechanics to different biomaterial types, offering potential therapeutic targets for repairing and regenerating damaged muscle tissue.

## 2 Results

### 2.1 Immunologic Differences in Response to Muscle Injury In C57BL/6 and MRL/MpJ Strain

To model traumatic injury, we employed the VML model, creating an injury site in the mouse's quadriceps muscle group, followed by treatments of the saline vehicle control, and implantation of a pro‐regenerative (ECM) or pro‐fibrotic (PE) material. Muscle tissue morphology was evaluated at 7‐, 21‐, and 42 days post‐injury via histopathology, and the tissue response and immune microenvironment to implanted materials were evaluated at 21 days post‐injury with flow cytometry and bulk RNA sequencing (**Figure** **1**a, Figures S2–S5, Supporting Information). 

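Bulk RNA sequencing covered 24 libraries of quadriceps muscle, with 3 libraries in each of 8 groups, and injured muscle was collected 21 days post-injury. MRL/MpJ (MRL), an inbred strain that heals some wounds with little scar, was compared with C57BL/6 (B6), and each strain was left uninjured or received a volumetric muscle loss injury filled with saline (the control injury), decellularized extracellular matrix (ECM) or polyethylene particles (PE). The authors quantified transcripts with kallisto against the Ensembl mouse cDNA and summed them to genes with tximport. They kept genes above 1 CPM (counts relative to the size of the library) in at least 3 libraries, scaled the libraries with edgeR's TMM method and deposited the log2 CPM of each gene symbol in each library. The matrix held 14159 genes with a symbol, and 1 row without a symbol was left out. The paper's Table S1 gives between 23341152 and 41136587 reads per library, with a median of 30620476. Group medians ranged from 26235642 reads in ECM-treated MRL mice to 39984070 reads in uninjured MRL mice. A count of 0 stood at a log2 CPM of -3.65 in every library. At the mean effective library size, a count of 0 allows a level of up to 3 counts, or 0.119 CPM (a log2 CPM of -2.33), which covers counting error only. Levels are given as the mean log2 CPM ± SD of the 3 libraries of a group. Groups were compared with limma across all 24 libraries, 1 coefficient per group, with the prior variance allowed to follow the mean level. Its 2-sided p-values were adjusted by the Benjamini-Hochberg method over all genes of a comparison, and a gene was called when its adjusted p was under 0.05. Log2 fold changes between strains are MRL minus B6, so a positive value is higher in MRL mice. A 2-sided exact permutation test of 3 libraries against 3 cannot go below p = 0.10. Positions are on GRCm39. Pearson's correlation of log2 CPM between libraries of 1 group, across genes, was lowest at 0.812, between replicates 1 and 2 of PE-treated MRL mice. Genes are not independent replicates. For each comparison named, the fit was repeated with each library left out in turn, and a library is named, or the number of fits with a call is given, where leaving it out changed a call, a direction or the size of a list's change.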

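Between the quadriceps muscles of uninjured MRL and B6 mice, 368 genes were called by limma, of which 191 were higher and 177 lower in MRL mice. Without adjustment, 1549 genes had a p under 0.05, where chance alone would give 708. The levels of the 3 MRL libraries lay entirely above or below those of the 3 B6 libraries for 3093 of the 14159 genes, where chance alone gives 10%. Weighting the libraries by their quality moved the count furthest, to 878. Testing only genes with a mean log2 CPM of at least 1 gave 223 called genes, and leaving out replicate 3 of uninjured MRL mice gave 224. Tpsb2, a mast cell tryptase gene on chromosome 17 from 25585170 to 25588079, had no counts in any uninjured B6 library and was at least 29.0-fold higher in MRL mice. Gvin1, an interferon-inducible GTPase gene on chromosome 7 from 105755763 to 105814533, was among the genes furthest lower in MRL mice, with a log2 fold change of -6.87 (standard error 0.62, adjusted p = 3.9e-07).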

Even without injury, we found differences in gene expression in the quadriceps muscles of B6 and MRL mice (Figure 1b). These differences were primarily pseudogenes and unknown transcripts (Data S1, Supporting Information). 

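Annotated pseudogenes made up 16.8% of the genes called between uninjured MRL and B6 mice and 1.63% of all genes in the matrix. Protein-coding genes made up 77.4% of the called genes and 95.5% of all genes. Symbols of predicted genes or pseudogenes made up 26.4% of the calls and 5.92% of all genes. Many of the called genes had a near-identical copy elsewhere in the genome, defined as another gene in the matrix whose transcript matched at 90% identity or more over at least 50% of the shorter transcript. Of 62 called pseudogenes, 60 had a protein-coding copy, and 51 of these 60 were higher in MRL mice. Of the protein-coding copies of these pseudogenes, 25 were themselves called, 4 higher and 21 lower in MRL mice. Rps2, a ribosomal protein gene on chromosome 17 from 24937080 to 24940904 with 3 copies, was at 2.65 ± 1.05 (SD, n = 3) in MRL mice and 9.37 ± 0.17 (SD, n = 3) in B6 mice. Its log2 fold change was -6.72 (standard error 0.56, adjusted p = 1.1e-07), and that of the summed CPM of Rps2 and its copies was -0.57. Vcp-rs, a processed pseudogene of Vcp on chromosome X from 103389435 to 103391840, was at 8.61 ± 0.08 (SD, n = 3) in MRL mice and 2.36 ± 0.13 (SD, n = 3) in B6 mice. The log2 fold change was 6.25 alone (standard error 0.33, adjusted p = 4.7e-10) and 0.39 for the sum of Vcp-rs and Vcp. Rplp0 kept most of its change in the sum, at -4.47 alone and -3.62 with its copies. Over the 123 called genes with a copy, the median size of the log2 fold change was 3.55 for the gene alone and 0.75 for its summed family. The summed family changed by less than 1 on the log2 scale for 78 of them (63.4%). Adding a more abundant copy can shrink a change whether or not reads were divided between copies, so the sums do not tell these apart. Of 84 pairs of copies in which both genes were called, 39 moved in opposite directions and 45 in the same direction.

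**Figure D1:**
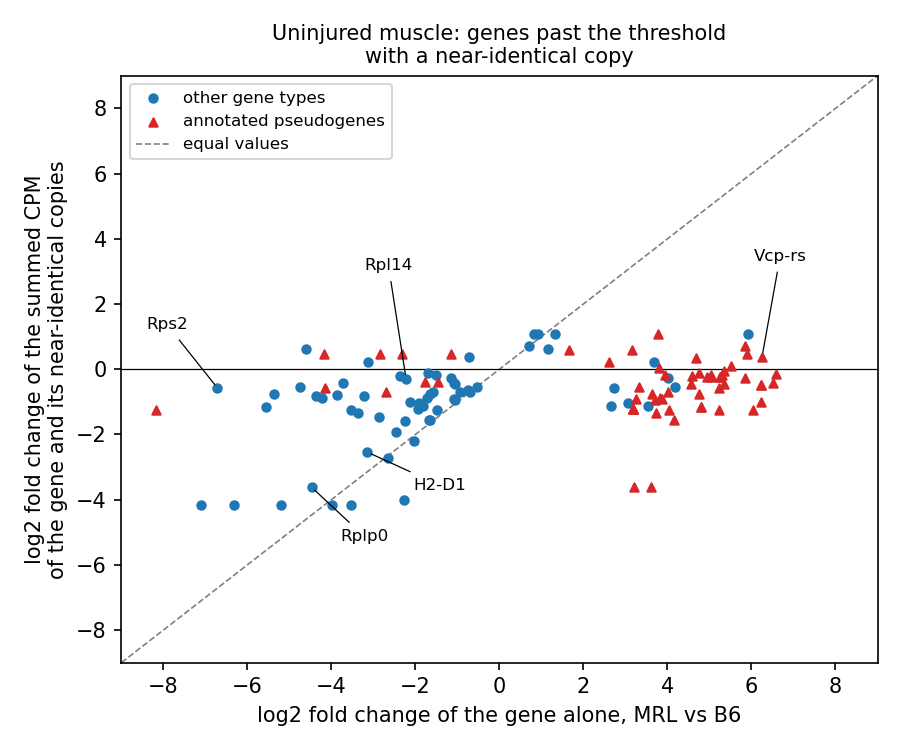
Log2 fold change between uninjured MRL and B6 mice of each called gene that has a near-identical copy, alone (horizontal axis) and for the summed CPM of the gene and its copies (vertical axis). Red triangles are annotated pseudogenes, blue points are other gene types and the dashed line marks equal values. Rps2 moves from -6.72 alone to -0.57 in the sum and Vcp-rs from 6.25 to 0.39.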

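After the saline-treated control injury, 356 genes were called between MRL and B6 mice, 151 higher and 205 lower in MRL mice, and 1880 genes had an unadjusted p under 0.05. The number of calls depended on the fit. It rose to 2303 with library weights and to 613 without replicate 2 of the saline-treated B6 mice. It fell to 216 when genes with a mean log2 CPM under 1 were left out, to 152 when only the libraries of the compared groups were fitted, and to 230 without replicate 3 of the saline-treated MRL mice. Of the called genes, 234 were also called between the uninjured mice, all in the same direction. Among the other 122, 71 had an unadjusted p under 0.05 between the uninjured mice. A direct test of whether the strain difference changed with the control injury called 0 genes, and 570 genes had an unadjusted p under 0.05 in that test. Alad, which encodes a heme synthesis enzyme on chromosome 4 from 62423283 to 62438587, was at 5.65 ± 0.27 (SD, n = 3) in MRL mice and 3.66 ± 0.39 (SD, n = 3) in B6 mice after the control injury. This is a log2 fold change of 1.99 (standard error 0.27, adjusted p = 6.9e-05).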

The patterning of these differences shifted but was still significantly present, with new differences in transcriptomes appearing after a VML control injury treated with a saline vehicle control (Figure 1c, Figure S6, Supporting Information). When focusing on the standard B6 model, we could isolate strongly changed genes with known protein‐coding transcripts modulated with injury (Figure 1d). These included a robust increase in *Ly86* (associated with TLR4 signaling and response to bacteria), *Ccl8* (encoding MCP‐2, a chemokine receptor for mast cells, eosinophils, and basophils), *Cd74* (involved in MHCII antigen presentation), several complement genes (*C1qb*, *C1qa*, *C3ar1*), muscle‐associated *Myh8*, *Col19a1* (an uncharacterized, but likely fibril‐forming collagen), and *Itgax* (encoding CD11c, which is expressed on dendritic cells and macrophages), among others. 

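In B6 mice, limma called 0 genes between the saline-treated control injury and uninjured muscle, and 1751 genes had an unadjusted p under 0.05. Leaving out replicate 2 of the saline-treated B6 mice raised the number of calls to 456, and library weights raised it to 1076. Fitting the compared groups alone gave 2 calls and a prior variance held constant gave 3. All of the 41 genes labelled as increased in Figure 1d were higher after injury, with a median log2 fold change of 1.88. Of these, 0 were called over all genes, 26 had an unadjusted p under 0.05, and 20 were called when adjusted over the list alone. Of the genes labelled as decreased, 10 were in the matrix and all 10 were lower after injury, with a median log2 fold change of -3.34. All 10 were called when adjusted over the list alone and 0 over all genes. Both lists were chosen on these samples, so the counts adjusted over the list alone are not independent evidence. In MRL mice, 0 genes were called after the control injury and 439 had an unadjusted p under 0.05.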

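Ly86 (chromosome 13, 37529184 to 37603012) was at 2.75 ± 0.16 (SD, n = 3) in saline-treated B6 mice and 1.14 ± 0.28 (SD, n = 3) in uninjured B6 mice. Its log2 fold change was 1.61 (standard error 0.77, adjusted p = 0.403). Ccl8 (chromosome 11, 82006007 to 82007625) rose from -0.92 ± 0.19 (SD, n = 3) to 1.66 ± 0.29 (SD, n = 3), a log2 fold change of 2.58 with an adjusted p of 0.303. With library weights, Ccl8 was called at an adjusted p of 0.0403 and Cd74 at 0.00938. The increase of Cd74 was 1.54 (standard error 0.51). The increases of C1qb, C1qa and C3ar1 were 1.31, 1.15 and 1.27, and that of Itgax was 1.81 with a standard error of 1.61. The largest increase among these genes was that of Myh8, from 2.98 ± 0.27 (SD, n = 3) to 7.21 ± 3.50 (SD, n = 3), and the spread came from replicate 2 of the saline-treated B6 mice. Without that replicate, the log2 fold change of Myh8 was 6.24 (adjusted p = 0.00328) and that of Col19a1 was 4.70 (adjusted p = 0.00884). With it, they were 4.22 and 3.40 and neither was called.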

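Of the genes that were lower in the saline-treated injury than in uninjured B6 muscle, Acsm3 (chromosome 7, 119360137 to 119386736) was at 0.60 ± 0.81 (SD, n = 3) after injury and 4.44 ± 1.49 (SD, n = 3) without it. This was a log2 fold change of -3.84 (standard error 1.28, adjusted p = 0.303). The log2 fold change of Cnn1 (chromosome 9, 22010512 to 22020926) was -2.28 (adjusted p = 0.333). For Plin5 (chromosome 17, 56418446 to 56424610) it was -2.13 (adjusted p = 0.320). In all 3 genes the injured libraries lay below the uninjured libraries (exact permutation test, 2-sided, p = 0.10). With library weights, the adjusted p of Acsm3 was 0.0266 and that of Plin5 was 0.0282.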

Several genes were significantly lower (p‐adj < 0.05) in injured tissues, including *Acsm3* (involved in acyl‐CoA metabolic processes, suggesting differences in metabolism), *Cnn1* (inhibitor of vascular smooth muscle cell proliferation), and *Plin5* (white fat), among others.

**Figure 1:**
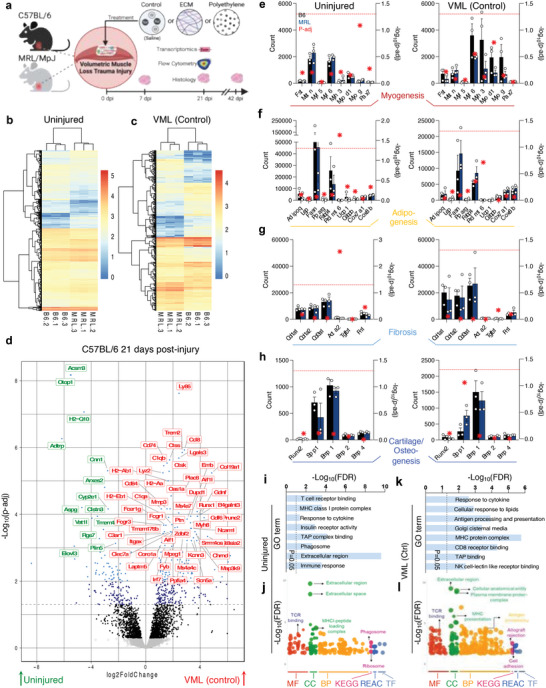
Baseline and injury‐associated differences in the skeletal muscle transcriptome of C57BL/6 and autoimmune MRL/MpJ mice. a) Schematic of study design. b, c) Transcriptome differences in b) uninjured and c) volumetric muscle loss (VML) control injury mouse quadriceps muscles, data are log‐normalized counts. d) Significantly altered genes in C57BL/6 mice after VML injury. Red = upregulated in injury, Gree*n =* downregulated in injury, dashed lined = adjusted p‐value (p‐adj) 0.05. e–h) Gene counts of selected e) myogenesis, f) adipogenesis, g) fibrosis, h) cartilage/osteogenesis associated genes. Gene counts on the left y‐axis, Black = C57BL/6, Blue = MRL/MpJ, red stars = – log10p‐adj (right y‐axis), dashed line = adjusted p‐value 0.05. Data are means ± SEM, *n =* 3. i) Gene ontology (GO) enrichment in MRL uninjured mice versus C57BL/6. j) GO and pathway enrichment in uninjured MRL mice versus C57BL/6. k) Gene ontology enrichment in MRL control injured mice versus C57BL/6. l) GO and pathway enrichment in control injured MRL mice versus C57BL/6. MF = Molecular function, CC = Cellular compartment, BP = biological process, KEGG = Kyoto Encyclopedia of Genes and Genomes, REAC = Reactome, TF = Transfac database. The Red dashed line indicates p‐adj = 0.05 in (e – h) plotted on the right y‐axis.

Focusing on genes linked with different tissue development pathways, we saw general increases in myogenesis‐associated genes after injury in both B6 and MRL mice (Figure 1e), with decreases in *Mstn* encoding the inhibitory protein myostatin. 

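Of the 7 myogenesis genes of Figure 1e that the matrix holds, 6 were higher in saline-treated than in uninjured B6 mice, with a median log2 fold change of 1.10. In MRL mice all 7 were higher, with a median of 0.79. As a list, these genes moved up relative to all other genes in B6 mice (adjusted p = 1.3e-04 in limma's camera test with a preset correlation of 0.01) and in MRL mice (adjusted p = 2.2e-04). Neither was past the threshold under fry, which keeps the correlation between genes (adjusted p = 0.0640 and 0.183). Adjustment was over 22 tests of gene lists. Of the list results past the threshold under camera, those that also passed under fry were the adipogenic and immune genes in PE-treated mice, the HGF genes in ECM-treated mice, and the lipid-associated macrophage genes and neutrophil markers in B6 mice that received PE. The median in B6 mice moved furthest without replicate 2 of the saline-treated mice, to 1.89, and was 1.75 with library weights. Over all genes, 0 of the 7 were called in either strain. When adjusted over the list alone, 4 were called in B6 mice and 0 in MRL mice. The list was chosen by the study on these samples, so neither these counts nor the camera and fry results are independent evidence. Myog (chromosome 1, 134217707 to 134220287) rose from 2.49 ± 0.47 (SD, n = 3) to 5.50 ± 2.50 (SD, n = 3) in B6 mice, a log2 fold change of 3.01 (adjusted p = 0.250). Without replicate 2 of the saline-treated B6 mice its log2 fold change was 4.44 (adjusted p = 0.00314), and that of Myh3 was 5.80 (adjusted p = 0.0125). Mstn (chromosome 1, 53100799 to 53107240) had a log2 fold change of -1.33 in B6 mice (adjusted p = 0.327, or 0.0185 with library weights). In MRL mice it was -1.16. A test of whether injury changed Myog differently in the 2 strains gave a log2 difference of -1.63 with an adjusted p of 1.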

In uninjured mice, the MRL/MpJ strain had significantly higher (p‐adj < 0.05) transcript levels of *Prdm16* associated with brown fat, with *Fasn* and *Fabp4* (white‐fat associated) trending lower in MRL mice pre‐injury (in comparison to uninjured B6 group) and lower in B6 mice (in comparison to MRL group) post‐injury, albeit not significantly due to the variability in transcript counts (Figure 1f). 

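Prdm16 (chromosome 4, 154400581 to 154721625) was at 2.31 ± 0.07 (SD, n = 3) in uninjured MRL mice and 3.73 ± 0.24 (SD, n = 3) in uninjured B6 mice. Its log2 fold change was -1.42 (standard error 0.67, adjusted p = 0.449). The 3 MRL libraries lay below the 3 B6 libraries (exact permutation test, 2-sided, p = 0.10, the smallest possible). In a fit of these 6 libraries alone, Prdm16 was called lower in MRL mice (adjusted p = 0.0126). Fasn (chromosome 11, 120696672 to 120715995) differed by -0.29 (standard error 1.26) in uninjured mice, with an SD of 2.25 in MRL libraries and 2.62 in B6 libraries. The direction of Fasn turned to 0.73 with library weights, 0.98 without replicate 2 of the uninjured B6 mice and 0.89 without replicate 1 of the uninjured MRL mice. After the control injury Fasn differed by 0.10. That direction turned to -0.29 without replicate 3 of the saline-treated B6 mice and -0.25 without replicate 1 of the saline-treated MRL mice. It was -0.01 with libraries scaled to equal totals and -0.15 with library weights. Fabp4 (chromosome 3, 10268785 to 10273737) differed by -1.03 in uninjured mice (standard error 0.85, adjusted p = 0.765) and by 0.62 after the control injury (adjusted p = 0.816).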

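Acta2 (chromosome 19, 34217737 to 34232990) was at 4.70 ± 0.45 (SD, n = 3) in uninjured MRL mice and 5.72 ± 0.25 (SD, n = 3) in uninjured B6 mice, a log2 fold change of -1.02 (standard error 0.35, adjusted p = 0.192). Of the 6 fibrosis genes of Figure 1g, 5 were higher after the control injury in B6 mice, with a median log2 fold change of 1.14 (camera adjusted p = 0.0925). Library weights and a fit of the compared groups alone moved this list past the threshold, with medians of 1.21 and 1.14. In MRL mice all 6 were higher, with a median of 0.71 (camera adjusted p = 0.0142). Without replicate 1 of the saline-treated MRL mice the median was 0.03, and without replicate 3 of the uninjured MRL mice it was 0.47. Neither of these passed the threshold, and neither did library weights (0.22), equal totals (0.85) or a term for the second sequencing index (0.45). Over all genes 0 of the 6 were called in either strain, and 0 were called when adjusted over the list alone. Col3a1 (chromosome 1, 45350698 to 45395840) rose by 1.30 in B6 mice (adjusted p = 0.419, or 0.0307 with library weights) and by 0.64 in MRL mice. The rise in MRL mice was -0.02 without replicate 1 of the saline-treated MRL mice. Col1a1 rose by 1.29 in B6 mice and 0.71 in MRL mice, and the latter turned to -0.11 without the same replicate.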

There was a general increase in fibrillar collagens associated with scar tissue deposition after injury (Figure 1g), with MRL mice having lower *Acta2* (encoding alpha‐smooth muscle actin, a myofibroblast marker) than B6 mice before injury. There were fewer differences in cartilage development and osteogenesis markers after injury except in B6 mice, where an increase in *Spp1* was observed (Figure 1h).

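Spp1 (chromosome 5, 104582165 to 104589235) was at 3.33 ± 0.94 (SD, n = 3) in saline-treated B6 mice and 4.82 ± 0.34 (SD, n = 3) in uninjured B6 mice, a log2 fold change of -1.49 (standard error 1.64, adjusted p = 0.708). In MRL mice Spp1 was at 4.93 ± 0.55 (SD, n = 3) after injury and 3.60 ± 1.50 (SD, n = 3) without it, a log2 fold change of 1.33. Between the strains the responses differed by 2.83 (standard error 2.32, adjusted p = 1). Spp1 was lower in the libraries with 2 of the 8 second index sequences, though it was not called for a term for them. Its CPM was 0.579 to 8.33 in the 6 libraries with 2 of the 8 second indexes and at least 18.0 in the other 18 libraries. With a term for these indexes, the log2 fold change of Spp1 was 1.00 in B6 mice, -1.16 in MRL mice and -2.16 for their difference, each with its direction turned. Of the 5 osteogenesis genes of Figure 1h in the matrix, 4 were higher after injury in B6 mice, with a median log2 fold change of 0.32.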

When comparing gene ontology enrichment in uninjured (Figure 1i,j) and VML control injury (Figure 1k,l) in B6 and MRL mice, several patterns emerged. MRL mice enriched GO‐associated pathways strongly in the extracellular region, T cell receptor binding, and the MHCI protein complex (FDR < 0.05, Figure 1i). 

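Among the 24 genes in the matrix whose symbols start with H2-, taken as the MHC genes, 15 were lower and 9 higher in uninjured MRL mice than in uninjured B6 mice, with a median log2 fold change of -0.39 (camera adjusted p = 0.00314). Of these, 8 were called over all genes and 8 when adjusted over the list alone, 2 higher and 6 lower in MRL mice. With each library left out in turn the median stayed between -0.60 and -0.08. H2-D1 (chromosome 17, 35481691 to 35486475) was at 4.60 ± 0.48 (SD, n = 3) in MRL mice and 7.75 ± 0.63 (SD, n = 3) in B6 mice. Its log2 fold change was -3.15 (standard error 0.42, adjusted p = 6.7e-05). H2-D1 has a near-identical copy, H2-K1, and the log2 fold change of their summed CPM was -2.54. H2-Ea-ps (chromosome 17, 34560926 to 34563618) was at 2.62 ± 0.68 (SD, n = 3) in MRL mice and -1.86 ± 0.46 (SD, n = 3) in B6 mice, a log2 fold change of 4.48 (standard error 0.64, adjusted p = 1.7e-04). For the MHC genes, a strain variant that changes how reads match the reference transcripts cannot be told apart from a difference in expression. Summing copies does not remove this limit.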

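Of 80 ribosomal protein genes in the matrix, 33 were higher and 47 lower in uninjured MRL mice, and their median log2 fold change was -0.03. Over all genes 13 were called, 1 higher and 12 lower in MRL mice, and 14 were called when adjusted over the list alone. The list moved down under camera (adjusted p = 1.5e-05) and was not past the threshold under fry (adjusted p = 0.136). Its median turned to 0.06 with a term for the second sequencing index and to 0.02 without replicate 1 of the uninjured MRL mice. The matrix also holds 20 genes with symbols of ribosomal protein pseudogenes. Of these, 17 were higher in MRL mice, with a median log2 fold change of 3.17, and 10 were called higher and 1 lower. Rpl14 (chromosome 9, 120400489 to 120403866) was at 4.79 ± 0.04 (SD, n = 3) in MRL mice and 7.02 ± 0.17 (SD, n = 3) in B6 mice, a log2 fold change of -2.23 (standard error 0.19, adjusted p = 2.3e-07). Its near-identical pseudogene copy Rpl14-ps1 (chromosome 7, 44974389 to 44975041) went the other way, with 6.44 ± 0.14 (SD, n = 3) in MRL mice and 3.13 ± 0.84 (SD, n = 3) in B6 mice. The log2 fold change of Rpl14-ps1 was 3.31 (standard error 1.11, adjusted p = 0.174). It was called on a log2(CPM + 1) scale (adjusted p = 0.00449). The summed CPM of both genes changed by -0.29.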

Regarding KEGG pathway enrichment, there were increases in the phagosome and ribosome pathways (Figure 1j). 

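After the control injury, the median log2 fold change of the MHC genes between MRL and B6 mice was -0.86, with 7 of the 24 genes higher and 17 lower in MRL mice (camera adjusted p = 3.0e-04). Over all genes 7 were called, 2 higher and 5 lower, and 9 were called when adjusted over the list alone. With each library left out in turn, the median stayed at -0.53 or lower. H2-D1 was at 4.83 ± 0.38 (SD, n = 3) in saline-treated MRL mice and 7.82 ± 0.22 (SD, n = 3) in saline-treated B6 mice, a log2 fold change of -2.99 (adjusted p = 1.1e-04). Its sum with H2-K1, the near-identical copy, changed by -2.50. A strain variant in how reads match the reference transcripts stays open here too.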

After injury, the MHC protein complex was still enriched with antigen processing, presentation, and CD8 receptor binding (Figure 1k). There was also a significant increase in allograft rejection pathways in MRL mice (FDR < 0.05, Figure 1l), correlating with the known propensity of MRL mice to autoimmune phenotypes.

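H2-Ea-ps was at 3.75 ± 1.33 (SD, n = 3) in saline-treated MRL mice and -2.46 ± 1.15 (SD, n = 3) in saline-treated B6 mice, a log2 fold change of 6.21 (standard error 0.64, adjusted p = 1.9e-06). The invariant chain gene Cd74 (chromosome 18, 60936899 to 60945731) was at 6.02 ± 1.11 (SD, n = 3) in MRL mice and 7.23 ± 0.38 (SD, n = 3) in B6 mice after the control injury. Its log2 fold change was -1.21 (standard error 0.51, adjusted p = 0.308). Cd74 was called lower in MRL mice with library weights (adjusted p = 0.00285) and without replicate 1 of the saline-treated MRL mice (-1.84, adjusted p = 0.0488).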

### 2.2 Injury and Biomaterial Implantation Result In White Adipogenesis In MRL/MpJ Strain

During injury recovery, several differences between MRL and B6 mice were observed via histopathology (**Figure** **2**a,b). Early on, at 7 days post‐injury, the pathologic evaluation looked similar between B6 and MRL treated with both ECM (Figure 2a) and PE (Figure 2b). While some adipogenesis is observed in B6 mice in agreement with prior studies, there was a robust increase in white fat in MRL mice by 21 days post‐injury.^[^ ^18^ ^]^ This adipogenesis was present around materials but also within the injured skeletal muscle. While fat pad migration into an injury site can occur, the morphology of this adipogenesis suggested de‐novo white fat formation, given its integration with muscle fibers. There was some evidence for a slight increase in hemosiderin deposition (brown color in H&E‐stained section) associated with differences in debris clearance and an inability to phagocytose hemoglobin and red blood cell debris properly.

**Figure 2:**
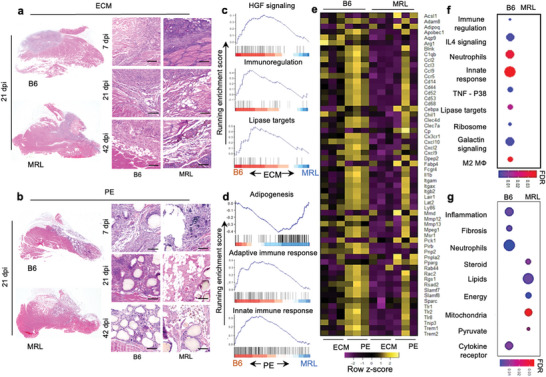
Hypertrophic intramuscular adipogenesis with divergent immune responses in MRL mice after volumetric muscle loss injury and biomaterial implantation compared to B6 mice. H&E images of muscle at 7 days, 21 days, and 42 days post‐injury (dpi) of B6 and MRL mice with a) decellularized ECM versus b) PE, scale bars = 100 µm, representative of *n =* 5 mice. GSEA representation of select enriched adipogenic, lipid metabolic, and immune response pathways (FDR<0.05) in differentially expressed genes in B6 and MRL mice 21 dpi in response to b) ECM and e) PE material implantation. (c, f) Running enrichment scores for gene sets associated with metabolic and immune response pathways in mice that received ECM and PE implants, respectively. g) Heatmap of leading‐edge genes obtained from enriched gene sets. Color gradient scale bars in f and g represent false discovery rate (q‐value), *n =* 3.

In ECM‐treated wounds, B6 mice had a stronger HGF signaling response (inducing angiogenesis and organogenesis) and immunoregulatory response (FDR < 0.001) (Figure 2c). 

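Between ECM-treated MRL and B6 mice, 376 genes were called, 180 higher and 196 lower in MRL mice, and 1901 had an unadjusted p under 0.05. Library weights raised the count to 2164, and testing only genes with a mean log2 CPM of at least 1 lowered it to 235. All 13 of the genes of Figure 3c, which the study chose for HGF signaling, were lower in MRL mice, with a median log2 fold change of -2.34 (camera adjusted p = 5.4e-07, fry adjusted p = 0.0148). Over all genes 2 of the 13 were called, and 6 were called when adjusted over the list alone. The study chose these genes on the same samples, so neither the count of 6 nor the camera and fry results are independent evidence.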

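The 13 adipogenic genes of Figure 3b were not past the threshold as a list between ECM-treated MRL and B6 mice. Their median log2 fold change was 0.33, with 9 of the 13 higher in MRL mice (camera adjusted p = 0.345, fry adjusted p = 0.734) and 0 called. The direction of the median rested on single libraries. It was -0.18 without replicate 1 of the ECM-treated B6 mice, -0.19 without replicate 1 of the ECM-treated MRL mice and 0.99 without replicate 3 of the ECM-treated B6 mice, where the list passed the threshold (camera adjusted p = 0.00154). A term for the second sequencing index gave -0.10.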

Correlated with the outcomes in histology, where we saw increased white fat in MRL mice, we observed increased lipase target genes (Lian_Lipa_3 M gene set; FDR < 0.001) in B6 mice treated with ECM. Next,

we performed gene set enrichment analysis on injured muscle tissue that received ECM and PE materials. Comparing PE‐treated mice, we found an increase in adipogenesis genes and an overall enrichment in multiple adipogenesis gene sets (Burton‐ Adipogenesis; FDR < 0.001) in MRL mice, supporting histopathology of the wound area (Figure 2d). 

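In PE-treated mice, all 13 of the adipogenic genes of Figure 3b were higher in MRL than in B6 mice, with a median log2 fold change of 2.31. The list moved up under camera (adjusted p = 2.7e-08) and under fry (adjusted p = 0.0278). Over all genes 1 of the 13 was called, and 12 were called when adjusted over the list alone. The study chose the list on these samples, so neither the count of 12 nor the camera and fry results are independent evidence. With each library left out in turn the median lay between 1.75 and 3.16. The same 13 genes had a median of -1.02 in uninjured mice, where all were lower in MRL mice, and 0.55 after the control injury, where 11 were higher. The strain difference in the response to PE over the control injury was higher in MRL mice for all 13, with a median of 1.93, and 0 of the 13 were called in that test, also when adjusted over the list alone. The paper states that adipogenesis genes increased and adipogenesis gene sets were enriched in MRL mice that received PE, and sets this beside the histopathology of the wound area.

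**Figure D2:**
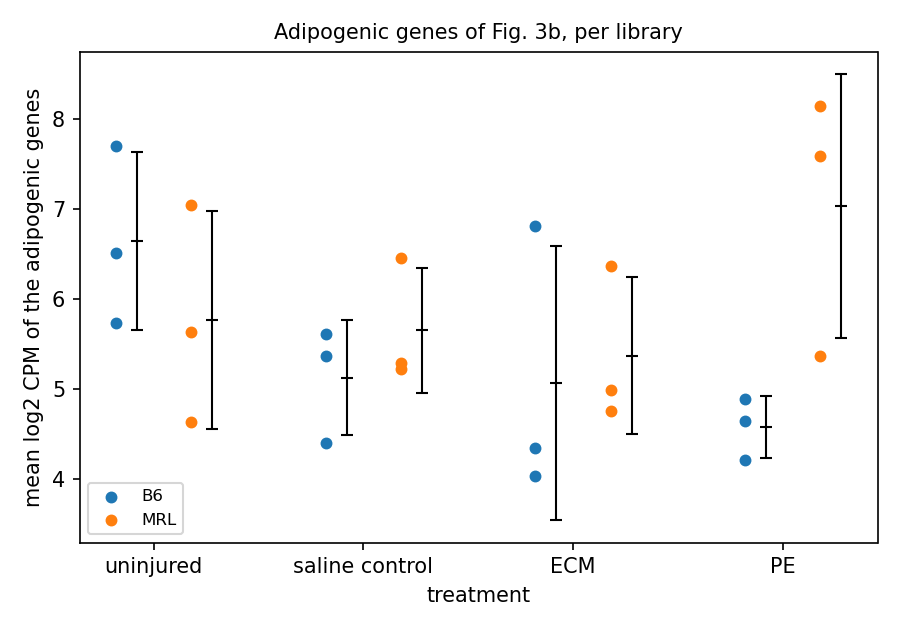
Mean log2 CPM of the 13 adipogenic genes of Figure 3b in each of the 24 libraries (points), by treatment and strain, with the mean ± SD of the 3 libraries of each group. In PE-treated mice all 3 MRL libraries sit above all 3 B6 libraries, and replicate 2 of the PE-treated MRL mice is the lowest of its group at 5.36.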

Interestingly, in the B6 background, PE enriched the gene sets “Reactome‐Adaptive immune system” and “Reactome‐Innate immune system” at 3 weeks post‐injury (FDR < 0.001). 

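Between PE-treated MRL and B6 mice, 474 genes were called, 227 higher and 247 lower in MRL mice, and 2709 had an unadjusted p under 0.05. This count depended on replicate 2 of the PE-treated MRL mice, without which 3490 genes were called. It was 6477 with library weights, 242 for genes with a mean log2 CPM of at least 1, and 113 in a fit of the 6 PE libraries alone. Leaving out another of the 6 libraries gave between 234 calls (without replicate 1 of the MRL mice) and 316 (without replicate 3 of the B6 mice). All 37 immune genes of Figures 2e and S7, without those of Figures 3b and 3c, were lower in MRL mice, with a median log2 fold change of -2.60. The camera adjusted p was 4.1e-16 and the fry adjusted p was 0.0278. The median was -4.21 without replicate 2 of the PE-treated MRL mice and at its smallest -1.80 with another library left out. Over all genes 6 were called, and 33 were called when adjusted over the list alone. The study chose the list on these samples, so neither the count of 33 nor the camera and fry results are independent evidence. Irg1 had a log2 fold change of -6.45 (adjusted p = 0.00718) and Cxcl2 of -5.94 (adjusted p = 0.0173). Irg1 was not called without replicate 1 (adjusted p = 0.0639) or replicate 3 (0.0555) of the PE-treated MRL mice. Cxcl2 was not called without the same replicates (0.145 and 0.0905) or without replicate 1 (0.0572) or replicate 2 (0.0923) of the PE-treated B6 mice. In a fit of the PE libraries alone neither was called (0.299 and 0.305). Both encode products of activated myeloid cells, and both were lower in MRL mice.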

In ECM‐treated mice, we saw enrichment of multiple immune‐related gene sets in B6 mice, including IL‐4 signaling (FDR<0.001) (associated with M2 macrophages and a Th2 polarized immune response), neutrophil degranulation (FDR < 0.001) (associated with early granulocytic infiltration to degrade debris and fight infection), innate response (which includes granulocytes as well as macrophages), and M2 macrophages (which correlates with the IL‐4 signaling enrichment, Figure 2f). Furthermore, PE enriched several metabolic function gene sets, including lipid, steroid, and pyruvate metabolism and mitochondrial function; a heatmap of select markers that were differentially expressed in PE compared to ECM in both mouse backgrounds is presented in Figure S7 (Supporting Information).

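In ECM-treated mice, 36 of the 37 immune genes were lower in MRL than in B6 mice and 1 was higher, with a median log2 fold change of -1.74. The list was past the threshold under camera (adjusted p = 1.3e-09) and not under fry (adjusted p = 0.110). Over all genes 1 was called, and 3 were called when adjusted over the list alone. Neither the count of 3 nor the camera and fry results are independent evidence. In B6 mice, the same genes were lower with ECM than with PE, with 34 of the 37 lower and a median of -2.74 (camera adjusted p = 4.6e-12, fry adjusted p = 0.0580). Of these, 2 were called over all genes and 30 when adjusted over the list alone. The same limit holds for the count of 30 and for the list tests here.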

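In PE-treated mice, the median log2 fold change between MRL and B6 mice was 0.23 for 88 oxidative phosphorylation genes, of which 76 were higher in MRL mice (camera adjusted p = 0.00176, fry adjusted p = 0.453). It was 0.61 for 18 steroid metabolism genes, with 16 higher (camera adjusted p = 2.6e-05, fry adjusted p = 0.0640), and 0.47 for 13 pyruvate metabolism genes, with 12 higher (camera adjusted p = 0.0185, fry adjusted p = 0.336). Over all genes 3 of the steroid genes were called and 0 of the others, and adjusted over the list alone these counts were 7 and 0. The median of the oxidative phosphorylation genes was -0.00280 without replicate 3 of the PE-treated MRL mice, 0.02 without replicate 2 of the PE-treated B6 mice and 0.07 without replicate 1 of the PE-treated MRL mice. That of the pyruvate genes fell to 0.19, 0.21 and 0.26 without replicates 1 and 3 of the PE-treated MRL mice and replicate 2 of the PE-treated B6 mice, and was then not past the threshold. It was 0.43, also not past it, after quantile normalization. Between ECM and PE, 32 genes were called in B6 mice, 4 higher and 28 lower with ECM, and 0 in MRL mice. Without adjustment, 2911 genes had a p under 0.05 in B6 mice and 4022 in MRL mice. The call counts depended on the fit. In B6 mice the count was 3720 with library weights, 166 in a fit of the compared groups alone, 121 on a log2(CPM + 1) scale, 3 with equal totals and 0 for genes with a mean log2 CPM of at least 1. It was 53 without replicate 3 of the PE-treated B6 mice, 1 without their replicate 2, and between 2 and 5 without any other of the 6 libraries. In MRL mice the count was 2074 with library weights, 717 with equal totals, 237 for the genes with a mean log2 CPM of at least 1 and 1740 without replicate 3 of the PE-treated MRL mice.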

### 2.3 Enrichment of Innate Immune Responses After Injury Depends on the Mouse Strain

Overall, myeloid infiltration into the wound microenvironment was characterized through immunostaining for CD11b (**Figure** **3**a). CD11b+ myeloid cells were detected within the fat pad against the injury site in B6 and MRL control injuries. In ECM‐treated mice, these cells were largely infiltrating the material with a preferential presence toward the material's more distal surface as opposed to the relatively fewer CD11b+ myeloid cells at the injury interface. MRL mice appeared to have a denser cellular infiltration than the B6 mice. With PE, a dense CD11b staining compounded with granular nuclei resembling neutrophils was found surrounding each PE particle, along with staining between particles within more fibrous areas with lower nucleic density.

**Figure 3:**
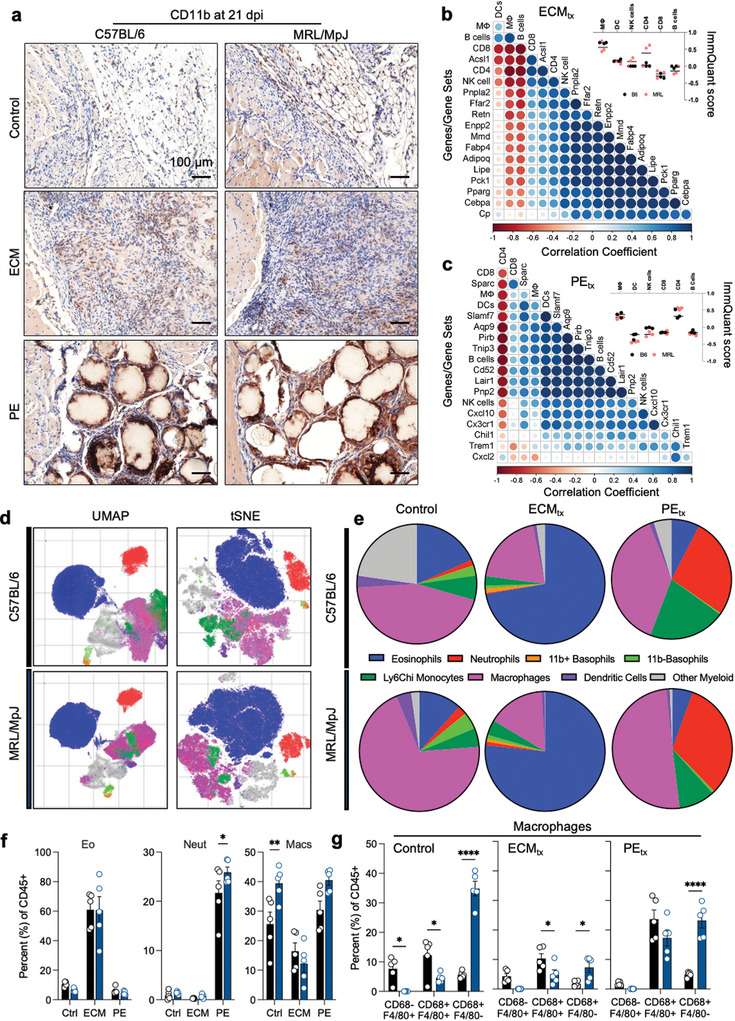
Immune response to biomaterial implants in a traumatic muscle injury. a) CD11b immunohistochemistry at 21 days post‐injury (DAB = brown, Hematoxyli*n =* purple). (b‐c) Correlation plots of b) ECM and c) PE muscle injuries. d) UMAP and tSNE projections of myeloid infiltrate determined via flow cytometry at 21 days post‐injury. e) Myeloid cell populations in C57BL/6 (top row) and MRL/MpJ (bottom row) mice. f) Top three myeloid cell populations in B6 and MRL mice. Eo = eosinophils, Neut = neutrophils, Macs = macrophages. g) Sub‐populations of macrophages as determined by CD68 and F4/80 expression. Data are means ± SEM, *n =* 5 (FACS, IHC) or 3 (RNAseq). Panels f) and g) display ANOVA with Tukey post‐hoc correction for multiple comparisons; * = *p <* 0.05, ** = *p <* 0.01, **** = *p <* 0.0001.

### 2.4 Adipogenic Gene Expression Negatively Correlates with F4/80+MHCII‐ Expressing Macrophage Gene Signature

Next, we wanted to understand which immune cell subsets were correlated with adipogenic gene expression. We compiled a list of over 14000 genes and created a gene expression matrix using log‐transformed counts per millions of transcripts across all samples. 

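The deposited matrix holds 14160 rows of log2 CPM in 24 columns, 1 of which has no gene symbol. On the scale of the matrix, 14028 of the 14159 genes with a symbol (99.07%) had more than 1 CPM in at least 3 libraries. After each library was scaled to the same total, all 14159 did. The CPM values of a library summed to between 733218 and 1262311, because the TMM factors are part of the values. The row without a symbol held between 0.00164% and 0.0254% of the CPM of a library.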

We input this matrix into ImmQuant to generate ImmQuant scores (signifying the extent of enrichment of immune cell types) of various immune cell subsets based on gene expression data in the ImmGen database.^[^ ^19^ ^]^ Having previously seen adipogenic gene sets enriched in PE by GSEA, we created a matrix of ImmQuant scores and adipogenic gene expression data within PE mice. We then calculated correlation coefficients for select adipogenic marker genes and ImmQuant scores of immune cell subsets of interest. First, we found that a macrophage subset expressing F4/80 but not CD68 or MHC II had an ImmQuant score greater than 0.2 in all samples (Figure 3b inset). Further, this subset negatively correlated with adipogenic gene expression (including *Adipoq*, *Cebpa*, *Lipe*, and *Pparg*) measured in bulk RNA sequencing analysis (Figure 3b). 

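In the 6 PE-treated mice, the transcript levels of all 4 adipogenic genes named were higher in MRL mice. Adipoq (chromosome 16, 22964106 to 22976810) was at 7.76 ± 2.01 (SD, n = 3) in MRL mice and 4.67 ± 0.67 (SD, n = 3) in B6 mice, a log2 fold change of 3.09 (standard error 1.16, adjusted p = 0.149). Without replicate 2 of the PE-treated MRL mice it was 4.23 (adjusted p = 0.0140). Lipe (chromosome 7, 25078880 to 25098135) changed by 3.30 (standard error 1.08, adjusted p = 0.100), and by 4.50 without the same replicate (adjusted p = 0.00474). Cebpa (chromosome 7, 34818718 to 34821353) was at 8.01 ± 0.80 (SD, n = 3) in MRL mice and 6.24 ± 0.64 (SD, n = 3) in B6 mice, a log2 fold change of 1.77 with an adjusted p of 0.285. Fabp4 differed by 2.55 (adjusted p = 0.104), and without the replicate by 3.54 (adjusted p = 0.00400). Pparg was at 4.90 ± 0.69 (SD, n = 3) in MRL mice and 3.22 ± 0.09 (SD, n = 3) in B6 mice. With library weights, each of these genes was called higher in MRL mice.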

Second, a CD4+ T cell signature with ImmQuant scores greater than 0.2 in most MRL samples (Figure 3c inset) positively correlated with an adipogenic gene expression (Figure 3b). Additionally, we performed a similar analysis examining the same immune cell signatures and leading‐edge genes in the HGF signaling gene set in mice that received ECM. 

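In ECM-treated mice, Pirb, Lair1, Pnp2, Cxcl10 and Cx3cr1 were lower in MRL than in B6 mice. For all 5 genes the MRL libraries lay below the B6 libraries (exact permutation test, 2-sided, p = 0.10). Pnp2 (chromosome 14, 51193449 to 51202734) was called, at -2.64 ± 0.51 (SD, n = 3) in MRL mice and -0.19 ± 0.16 (SD, n = 3) in B6 mice, a log2 fold change of -2.45 (standard error 0.52, adjusted p = 0.0090). The mean in MRL mice was under the level that a count of 0 allows. The call was lost without replicate 1 (adjusted p = 0.0501) or replicate 2 (adjusted p = 0.0562) of the ECM-treated MRL mice, on a log2(CPM + 1) scale (-0.73), after quantile normalization (-2.11) and in a fit of the compared groups alone. Pnp2 has a near-identical copy, Pnp, and the log2 fold change of their summed CPM was -1.44. Pirb (chromosome 7, 3714408 to 3723416), which has 3 near-identical copies, changed by -2.49 (standard error 0.86, adjusted p = 0.167). The changes of Cxcl10, Lair1 and Cx3cr1 were -2.85, -2.34 and -1.50. Library weights called Pirb (adjusted p = 3.4e-04), Lair1 (0.00651) and Cxcl10 (0.0167).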

Interestingly, in contrast to adipogenic gene expression, we found that the macrophage subset signature correlated positively, and the CD4+ T cell signature correlated negatively with the expression of *Pirb*, *Lair1*, *Pnp2*, *Cxcl10*, and *Cx3cr1* (Figure 3c). Further, we text‐mined the string database (string‐db.org;^[^ ^20^ ^]^) for interaction scores of various proteins encoded by leading‐edge genes in the enriched HGF signaling and adipogenesis gene sets, along with key innate and adaptive immune markers. Visualizing this data through chord diagrams (Figure S8), we found that the macrophage marker CD68 linked to the adipogenic proteins *Adipoq* and *Pparg*. Among the proteins involved in HGF signaling, the most notable interactions were *Itgb2* with the lipase target *C1qb* and *Msr1*‐*Csf2ra*.

Through a 22‐color flow cytometry panel, we could further analyze the myeloid compartment and identify several myeloid cell types and subtypes (Figure 3d). These included eosinophils (SiglecF+), neutrophils (Ly6G+), CD11b+ basophils (CD200R3+), CD11b‐ basophils, Ly6C^hi^ monocytes/macrophages (F4/80+Ly6c^hi^), macrophages (F4/80+ and/or CD68+), dendritic cells (CD11c+), and other myeloid cells (CD45+CD11b+Lin‐) that varied with treatment type and mouse strain (Figure 3e). ECM robustly increased eosinophils compared to control and PE injury in B6 and MRL mice (Figure 3f). Conversely, PE recruited a strong neutrophil presence, as noted in histopathology. MRL mice had a slightly increased presence of neutrophils compared to B6 mice, albeit overall patterns compared to control injury and ECM remained the same. A similar trending pattern for *Mpo* gene expression, another marker for neutrophils and M1‐like macrophages, was found in the PE‐treated group compared to control and ECM‐treated in both mouse strains, specifically higher in MRL mice (Figure S9, Supporting Information).

There was a significantly higher proportion of macrophages in control injuries in MRL mice compared to B6 mice. When evaluating these macrophages in more detail, we found that their phenotype was very different in MRL mice, as they had higher levels of CD68+ macrophages in all treatment groups with the most robust differences in control injuries and PE. 

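The gene lists of Figure S10 were placed by the share that each treatment held of the summed group means of a gene, which is defined only where all 3 means are above 0. In B6 mice, 8 of the 12 eosinophil genes had a defined share on the log2 CPM scale, and the largest share was with ECM for 3 and with PE for 5. In MRL mice the largest share was with ECM for 2, PE for 6 and saline for 1 of 9 genes. Of the 12 neutrophil genes, 10 were defined in each strain, and in both strains the largest share was with ECM for 2 and with PE for 8. Linear CPM moved these counts most, to 4 with ECM, 7 with PE and 1 with saline for the eosinophil genes in B6 mice. As lists against the control injury, 9 neutrophil marker genes were all higher with PE in B6 mice, with a median log2 fold change of 3.92 (camera adjusted p = 2.7e-08, fry adjusted p = 2.9e-04). Over all genes 6 were called, and 8 when adjusted over the list alone. In MRL mice 6 of the 9 were higher, with a median of 0.56 (camera adjusted p = 0.305). This turned to -0.94 with library weights and -1.17 without replicate 2 of the PE-treated MRL mice. Between the strains the responses differed by a median of -3.10, with all 9 genes lower in MRL mice, 0 called over all genes and 5 adjusted over the list alone. Only 2 of 11 eosinophil marker genes, Siglecf and Ear2, were in the matrix. Their median with ECM over the control injury was 0.62 in B6 mice (camera adjusted p = 0.133) and 0.48 in MRL mice (camera adjusted p = 0.125), or 0.75 with Siglecf, which has almost no counts there, taken at its bound. In both strains Ear2 was higher and Siglecf lower. The list passed the threshold in B6 mice without replicate 2 of the ECM-treated B6 mice (1.17) or on a log2(CPM + 1) scale (0.50), and in MRL mice without replicate 1 of the saline-treated MRL mice (0.83).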

Ternary plots of markers from the gene set “GOBP: Eosinophil mediated immunity” (Figure S10a,b, Supporting Information) and “Biocarta: Neutrophil degranulation” (Figure S10c,d, Supporting Information) showed PE and ECM skewing neutrophil and eosinophil marker expression respectively, further corroborating our flow cytometry data.

### 2.5 MRL/MpJ Mice Display a Stunted M2‐macrophage Polarization in Response To ECM Treatment

To visualize how biomaterial treatment changed gene expression in macrophages, we rescaled average log_2_(CPM) values of genes in the “Coates‐ Macrophage M1 versus M2 up” gene set across the three treatment groups and created ternary plots. 

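In B6 mice, 4 genes were called between ECM and the control injury, namely Rnase2a, Chil3, Arg1 and Mrgprg, all higher with ECM, and 565 genes had an unadjusted p under 0.05. Without replicate 3 of the saline-treated B6 mice 14 genes were called, and 1 without replicate 1 of the ECM-treated or replicate 1 or 2 of the saline-treated B6 mice. Arg1 (chromosome 10, 24791118 to 24803817) was at 6.53 ± 1.75 (SD, n = 3) with ECM and 1.07 ± 0.31 (SD, n = 3) with saline, a log2 fold change of 5.45 (standard error 0.83, adjusted p = 0.0133). Chil3 (chromosome 3, 106054870 to 106074880) was at 6.40 ± 2.31 (SD, n = 3) with ECM and 0.23 ± 0.30 (SD, n = 3) with saline, a log2 fold change of 6.17 (standard error 0.91, adjusted p = 0.0120). Both genes were called in 3 of the 6 fits that left out 1 of these libraries. Neither was called with a term for the second sequencing index (adjusted p = 0.114 for Arg1 and 0.0865 for Chil3) or in a fit of the compared groups alone. Of the summed log2 CPM of saline, ECM and PE, ECM held 64.9% for Arg1 and 80.5% for Chil3, and on linear CPM 94.5% and 97.8%. The share of Chil3 was 87.6% without replicate 2 of the PE-treated B6 mice. Pink1 (chromosome 4, 138039346 to 138053618) changed by 0.04 with ECM (standard error 0.39, adjusted p = 1), between -0.27 and 0.40 with single libraries left out, and its ECM share was 34.4%. On linear CPM, saline held the largest share of Pink1, 39.2%. Maf (chromosome 8, 116409632 to 116434579) changed by 0.29 and had an ECM share of 34.5%. Rnase2a (chromosome 14, 51492719 to 51493595) had no counts in saline-treated B6 mice and was at least 144-fold higher with ECM (adjusted p = 3.2e-05).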

We found that in B6 mice, genes that were previously ascribed to an M2 macrophage phenotype, including *Arg1*, *Pink1, Maf*, *and Chil3*, were potentiated by ECM (**Figure** **4**a). In contrast, PE resulted in an M1 macrophage phenotype typified by skewed expression of *Marco, H2‐D1*, *Myo1f*, *C1qb*, and *Thbs1* (Figure 4a); however, in MRL/MpJ mice that received ECM, the M2 macrophage signature was attenuated, most notably with reduced *Arg1* and *Chil3* expression (Figure 4b). Furthermore, PE in MRL/MpJ mice amplified the M1 macrophage signature seen in C57BL/6 mice, which received PE (Figure 4b). 

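With PE, the largest share of the summed log2 CPM in B6 mice was that of PE for Myo1f (51.5%), C1qb (39.7%), Thbs1 (39.2%) and H2-D1 (38.1%). That of Marco was not defined because its mean with saline was below 0, and on linear CPM PE held 97.0% of it. Between PE and the control injury in B6 mice, 845 genes were called, 760 higher and 85 lower with PE, and 3563 had an unadjusted p under 0.05. The count was 2 without replicate 2 and 7 without replicate 1 of the PE-treated B6 mice, between 23 and 126 without a saline-treated library, and 4 with a term for the second sequencing index. It was 3501 with library weights and 1281 without replicate 3 of the PE-treated B6 mice. Marco (chromosome 1, 120402267 to 120432753) rose by 4.02 (standard error 0.96, adjusted p = 0.0258) and Myo1f by 4.23 (adjusted p = 0.0257). C1qb rose by 1.98, Thbs1 by 1.78 and H2-D1 by 1.91, with adjusted p of 0.0336, 0.0385 and 0.0222. Each of these 5 genes was called in 1 of the 6 fits that left out a library, the fit without replicate 3 of the PE-treated B6 mice, and none was called with the index term. In ECM-treated mice, Chil3 was at -2.75 ± 1.06 (SD, n = 3) in MRL mice, under the level that a count of 0 allows, a log2 fold change between strains of -9.15 (standard error 0.91, adjusted p = 1.1e-06). Arg1 was at 1.34 ± 0.11 (SD, n = 3) in MRL mice, a log2 fold change of -5.19 (standard error 0.83, adjusted p = 6.3e-04). In MRL mice, ECM over the control injury changed Arg1 by 1.07 and Chil3 by -0.21, and the latter turned to 0.24 without replicate 1 of either group. The strain difference in the response to ECM was -6.38 for Chil3 (standard error 1.29, adjusted p = 1 by limma) and -4.39 for Arg1 (standard error 1.18). Over all genes 0 were called in that test and 320 had an unadjusted p under 0.05. Both genes were called when adjusted over the list alone, the 20 macrophage genes that the paper names in its text or labels in Figures 4a and 4b, which is not independent evidence. The strain difference in the response of Chil3 was called with library weights (adjusted p = 0.0441). In MRL mice, 1 gene was called between ECM and the control injury, Mrgprg, at least 25.3-fold higher (adjusted p = 0.0278, and called again in 1 of the 6 fits that left out a library), and 503 genes had an unadjusted p under 0.05.

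**Figure D3:**
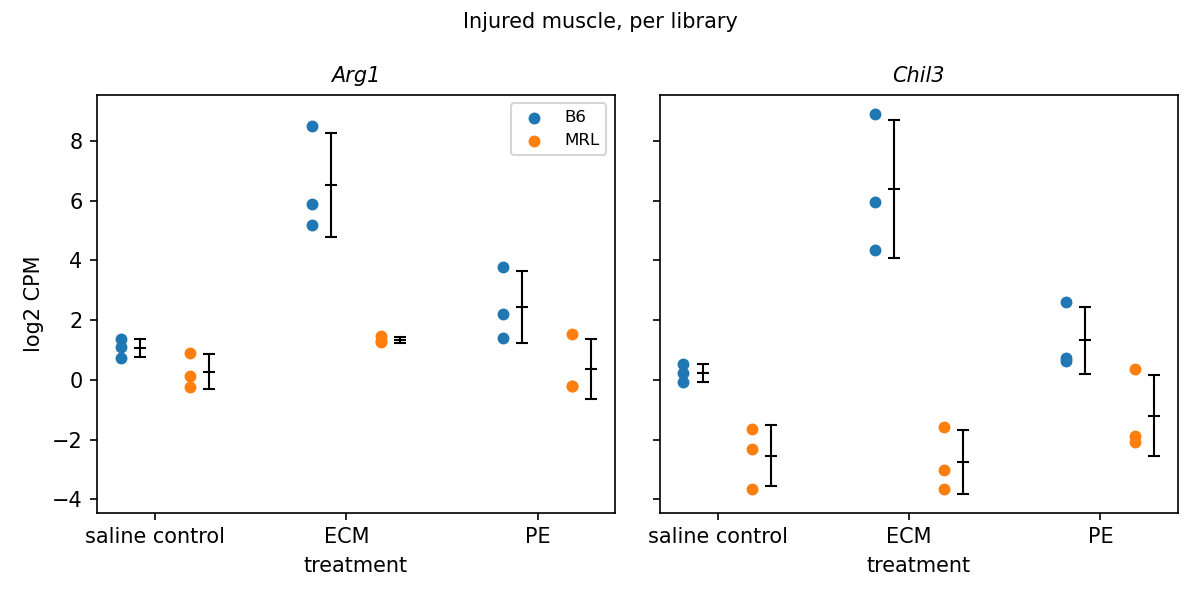
Log2 CPM of Arg1 and Chil3 in each library (points) of mice with a saline-treated control injury, ECM or PE, by strain, with the mean ± SD of 3 libraries. With ECM, all 3 B6 libraries sit above all 3 MRL libraries for both genes.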

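In MRL mice, 0 genes were called between PE and the control injury, and 3298 had an unadjusted p under 0.05. Library weights called 2818 genes, leaving out replicate 1 of the saline-treated MRL mice called 775, and leaving out replicate 3 of the PE-treated MRL mice called 121. PE held the largest share of the summed log2 CPM for Myo1f (44.7%), H2-D1 (39.2%) and C1qb (38.3%), and 34.0% for Thbs1. For Marco PE held 79.4% on linear CPM. Over the control injury, the increase in MRL mice was 1.66 for Marco, 1.83 for Myo1f, 1.06 for C1qb and 1.37 for H2-D1. Library weights called H2-D1 (adjusted p = 0.0188). Thbs1 (chromosome 2, 117941974 to 117957616) changed by 0.02 (adjusted p = 0.984), and its direction turned with quantile normalization (-0.10), with library weights (-0.10) and without replicate 2 of the PE-treated MRL mice (-0.47), replicate 2 (-0.14) or replicate 3 (-0.25) of the saline-treated MRL mice. Myo1f was at -0.08 without replicate 2 of the PE-treated MRL mice. The strain difference in the response to PE, MRL minus B6, was -2.36 for Marco, -2.40 for Myo1f and -1.76 for Thbs1, and none was called. That of Myo1f was called without replicate 2 of the PE-treated MRL mice (-4.31, adjusted p = 0.00245). Over all genes this test called 0, and 614 had an unadjusted p under 0.05. Library weights called 1909 and the fit without that replicate called 625.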

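Across the 12 B6 libraries, the log2 CPM of Arg1 and Retnla had a Pearson's r of 0.87 (permutation p = 3.6e-04, adjusted p = 7.2e-04) and a Spearman's rho of 0.71 (permutation p = 0.0134, adjusted p = 0.0259). Adjustment was over 6 relations, 3 pairs of genes in each strain, and all p-values were 2-sided. Without the 2 libraries farthest from the median of Arg1, r was 0.68 (adjusted p = 0.0636). For Gata3 and Cdh1 in B6 mice, r was 0.91 (adjusted p = 2.1e-04) and rho 0.81 (adjusted p = 0.00693), and r was 0.83 without the 2 farthest libraries. For Klf6 and Cd47 in B6 mice, r was 0.93 (adjusted p = 1.8e-04), rho 0.94, and r 0.87 without the 2 farthest libraries. Across the 12 MRL libraries, r was 0.19 for Arg1 and Retnla (adjusted p = 0.552), with a rho of 0.29. It was 0.63 without the 2 farthest libraries (adjusted p = 0.0688). Without replicate 2 of the uninjured MRL mice it was 0.64 (adjusted p = 0.0530, over the 3 relations of MRL mice alone). For Gata3 and Cdh1 it was 0.77 (adjusted p = 0.00477), with a rho of 0.69, 0.62 without the 2 farthest libraries (adjusted p = 0.0688) and 0.69 without replicate 2 of the uninjured MRL mice. For Klf6 and Cd47 it was 0.73 (adjusted p = 0.0676) with a rho of 0.17. This relation rested on replicate 2 of the PE-treated MRL mice, without which r was -0.14, and r was -0.16 without the 2 farthest libraries. Libraries with 2 of the 8 second index sequences had few reads of milk protein genes, with Csn3 at 0.439 CPM or less against at least 36.6 CPM in the other libraries. Within the libraries of the other 6 indexes, r of Gata3 and Cdh1 was 0.87 in 10 B6 libraries and 0.21 in 8 MRL libraries (permutation p = 0.638), which are too few to show that the relation is absent. For Arg1 and Retnla it was 0.87 in B6 mice and 0.48 in MRL mice, and for Klf6 and Cd47 it was 0.94 and 0.82. The libraries with the other 2 indexes were too few for a value of their own. Deviations from the group means, across the 12 libraries of a strain, were a measure added after the values were seen. In B6 mice their r was 0.73 for Arg1 and Retnla, 0.93 for Gata3 and Cdh1 and 0.71 for Klf6 and Cd47. In MRL mice it was 0.002, 0.83 and 0.80 for the same pairs.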

Tissue‐level gene expression of the M2 macrophage markers *Arg1* and *Gata3* strongly correlated with the expression of *Retnla* and *Cdh1*, respectively, suggesting potential co‐expression or co‐regulation (Figure S11, Supporting Information). These data suggest either a preferential M1 macrophage recruitment or proliferation of tissue‐resident macrophage population in MRL/MpJ mice after VML and material implantation. Additionally, the lipid‐associated macrophage gene signature, including *Ctsb*, *Fabp4*, *Lpl*, and *Plin2*, was enriched in PE in both MRL and B6 mice (Figure S12, Supporting Information).

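Of the 12 lipid-associated macrophage genes in the matrix, 11 were higher with PE than after the control injury in B6 mice, with a median log2 fold change of 2.51 (camera adjusted p = 5.7e-08, fry adjusted p = 0.00153). Over all genes 9 were called, and 10 when adjusted over the list alone. In MRL mice 11 of the 12 were also higher, with a median of 1.43 (camera adjusted p = 4.3e-04, fry adjusted p = 0.0640), 0 called over all genes and 5 adjusted over the list alone. The median in MRL mice fell to 0.56 without replicate 2 of the PE-treated MRL mice and to 0.55 with library weights, where the list was no longer past the threshold. Between the strains the responses differed by a median of -1.02, and 0 of the genes were called in that test, also when adjusted over the list alone. Ctsb (chromosome 14, 63358384 to 63383372) rose by 2.53 in B6 mice (standard error 0.48, adjusted p = 0.0172) and 1.47 in MRL mice (adjusted p = 0.118, or 0.0411 with library weights). Plin2 (chromosome 4, 86565912 to 86588459) rose by 2.48 in B6 mice (adjusted p = 0.0172) and 2.14 in MRL mice (adjusted p = 0.0850). Ctsb was called in 2 and Plin2 in 3 of the 6 fits that left out a B6 library. In MRL mice Plin2 was called with library weights (adjusted p = 0.00363), without replicate 3 of the PE-treated mice (0.0486) and without replicate 1 of the saline-treated mice (0.0375). Lpl rose by 1.38 in B6 mice (adjusted p = 0.167, or 0.0306 with library weights) and 0.77 in MRL mice. Fabp4 changed by -0.48 in B6 mice (adjusted p = 0.761), which turned to 0.12 with a term for the second sequencing index, and rose by 1.45 in MRL mice (adjusted p = 0.296, or 0.0113 with library weights).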

**Figure 4:**
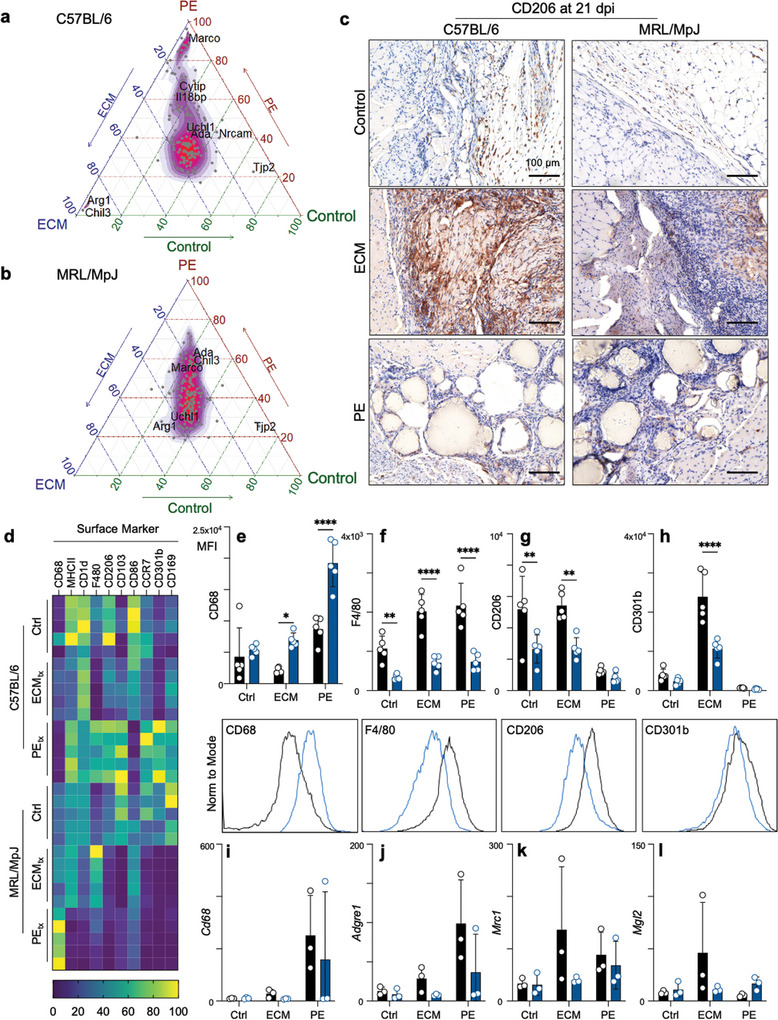
MRL/MpJ mice display decreased M2‐macrophage polarization in response to ECM implants. a) Ternary plot displaying a normalized expression of genes in the gene set Coates‐Macrophage M1 versus M2 up in C57BL/6 mice and b) in MRL/MpJ mice. c) Immunohistochemical staining of CD206 (DAB) counterstained with hematoxylin (purple) at 21 days post‐injury (dpi). d) Surface marker expression on macrophages by flow cytometry (mean fluorescence intensity, MFI) at 21 dpi. (e – h) MFI of e) CD68, f) F4/80, g) CD206, and h) CD301b with representative histograms beneath each plot. i – j) Transcript counts for the genes encoding i) CD68, j) F4/80, k) CD206, l) CD301b. Data are means ± SEM, *n =* 5 (FACS, IHC) or 3 (RNAseq). (e‐h) display ANOVA with Tukey post‐hoc correction for multiple comparisons; * = *p <* 0.05, ** = *p <* 0.01, **** = *p <* 0.0001.

Correlated with CD11b, CD206 expressing cells were found in the fat pad against the injury site, with increased staining apparent in the B6 mice compared to the MRL mice (Figure 4c). This was even more apparent in the ECM mice, where robust CD206 staining was detected around the biomaterial in B6 mice, and while still present in MRL mice, it was much less apparent. There was minimal CD206 staining in PE mice, with a few CD206+ cells lying in the fibrous spaces between particles. There were large differences in surface marker expression by flow cytometry within the macrophages recruited to materials (Figure 4d). As previously mentioned, higher levels of CD68 were detected on macrophages in MRL mice with decreases in F4/80 expression (Figure 4e,f). When evaluating M2 macrophage markers, we repeated our finding that CD206 was significantly decreased in MRL mice compared to B6 mice (Figure 4g). Investigating further, we looked at CD301b expression (another M2 marker), wherein we found a significantly lower expression on macrophages in ECM MRL mice (Figure 4h). 

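In PE-treated mice, Cd68 (chromosome 11, 69555037 to 69557067) was at 5.08 ± 3.26 (SD, n = 3) in MRL mice and 7.79 ± 0.87 (SD, n = 3) in B6 mice, a log2 fold change of -2.71 (standard error 0.95, adjusted p = 0.124). The spread in MRL mice came from replicate 2, without which the log2 fold change was -4.58 (adjusted p = 1.7e-06). Library weights gave -4.25 (adjusted p = 1.5e-07). In ECM-treated mice Cd68 changed by -1.62 (adjusted p = 0.488, or 0.0191 with library weights). Mrc1 (chromosome 2, 14234151 to 14336926) changed by -1.37 between strains with ECM (standard error 0.58, adjusted p = 0.301) and by -0.46 with PE. It was called lower in ECM-treated MRL mice with library weights (adjusted p = 0.0300). Mgl2 (chromosome 11, 70020954 to 70028376), which has a near-identical copy, Clec10a, changed by -1.53 with ECM (standard error 0.55, adjusted p = 0.206) and was called with library weights (adjusted p = 0.0353) and without replicate 2 of the ECM-treated B6 mice (-2.20, adjusted p = 0.0341). Retnla changed by -4.62 with ECM (adjusted p = 0.451), with an SD of 4.32 in MRL libraries. Cd163 changed by -0.39 with ECM, and this turned to 0.40 without replicate 1 of the ECM-treated B6 mice and 0.15 without replicate 3 of the ECM-treated MRL mice.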

Comparing to RNA sequencing data (Figure 4i–l), we found that all of these patterns were recapitulated in the gene expression level, except for CD68 (Figure 4i). Interestingly, in PE mice, some markers of M2‐like macrophage polarization were increased in MRL mice, such as *Retlna* (3.32‐fold higher in MRL, p‐adj = 0.006), *Pparg* (5.95, p‐adj = 0.0006), *Cd163* (3.3, p‐adj = 0.00003), and *Mgl2* (2.8‐fold higher in MRL, p‐adj = 0.005) (Figure 4i, Data S1, Supporting Information). 

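Retnla (chromosome 16, 48662895 to 48664824) was at -1.58 ± 3.23 (SD, n = 3) in PE-treated MRL mice and -0.60 ± 3.93 (SD, n = 3) in PE-treated B6 mice. The log2 fold change was -0.98 (standard error 2.52, adjusted p = 0.877), and the ratio of the mean CPM in MRL to that in B6 mice was 0.299. The direction turned to 1.26 without replicate 2 of the PE-treated B6 mice (CPM ratio 18.9) and 0.06 without replicate 1 of the PE-treated MRL mice. Pparg (chromosome 6, 115337675 to 115468268) had a log2 fold change of 1.67 (standard error 0.74, adjusted p = 0.226) and a CPM ratio of 3.43. Cd163 (chromosome 6, 124281606 to 124307560) was at 4.64 ± 0.41 (SD, n = 3) in MRL mice and 3.03 ± 0.37 (SD, n = 3) in B6 mice, a log2 fold change of 1.61 (standard error 0.58, adjusted p = 0.133) and a CPM ratio of 3.09. Mgl2 was at 3.98 ± 0.61 (SD, n = 3) in MRL mice and 2.43 ± 0.37 (SD, n = 3) in B6 mice, a log2 fold change of 1.56 (adjusted p = 0.128) and a CPM ratio of 3.07. With library weights Pparg (adjusted p = 0.00575), Cd163 (0.00138) and Mgl2 (0.00181) were called. Mgl2 was also called without replicate 2 of the PE-treated MRL mice (1.89, adjusted p = 0.0287). The strain difference in the response to PE over the control injury was 1.53 for Pparg, 1.27 for Cd163 and 1.32 for Mgl2, each with an adjusted p of 0.988.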

Overall, M2‐associated genes were significantly higher in ECM in comparison to PE (B6: *Retnla* 25‐fold higher in ECM, p‐adj = 2 × 10^−17^; *Cd163* 4.65‐fold, p‐adj = 0.001; *Mgl2* 8.77‐fold, p‐adj = 2 × 10^−6^).

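In B6 mice, Retnla was at 6.28 ± 2.16 (SD, n = 3) with ECM, a log2 fold change over PE of 6.88 (standard error 2.52, adjusted p = 0.150) and a ratio of mean CPM of 30.8. The 3 ECM libraries lay above the 3 PE libraries (exact permutation test, 2-sided, p = 0.10). The log2 fold change of Cd163 was 1.45 (standard error 0.58, adjusted p = 0.174) with a CPM ratio of 3.78. That of Mgl2 was 2.55 (standard error 0.55, adjusted p = 0.0601) with a CPM ratio of 8.52. Without replicate 1 of the ECM-treated B6 mice the CPM ratios fell to 9.14 for Retnla, 1.60 for Cd163 and 3.42 for Mgl2, and without replicate 2 of the PE-treated B6 mice that of Retnla was 1946. Library weights called Retnla (adjusted p = 0.00162), Cd163 (0.00509) and Mgl2 (2.0e-04). Mgl2 was also called on a log2(CPM + 1) scale (adjusted p = 0.0368), after quantile normalization (0.0356) and without replicate 2 of the ECM-treated B6 mice (3.22, adjusted p = 0.0340). Arg1 was called in this comparison (4.07, adjusted p = 0.0481) but in none of the fits that left out a library. Chil3 was called (5.08, adjusted p = 0.0382), and also in 1 of the 6 fits that left out a library. In MRL mice, Retnla changed by 3.24 between ECM and PE (adjusted p = 0.396), Cd163 by -0.55 (0.537) and Mgl2 by -0.53 (0.535).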

### 2.6 Regional Alterations in Cell Phenotype and Activation in MRL/MpJ Mice

In addition to the local tissue microenvironment, we detected differences in the draining lymph node through phenotyping adaptive immune cell presence and activation. In all three treatment groups, there was a higher proportion of αβ T cells than B cells in the inguinal lymph nodes in MRL mice (**Figure** **5**a). There were minimal alterations in the more minor cell types, with a trending but insignificant decrease in γδ T cells in MRL mice (Figure 5b). Overall, there was a bias toward more CD4+ T cells in all treatment groups in MRL mice (Figure 5c). Due to the differences in the T and B cell populations in the draining lymph node, we evaluated the spleen to determine if there were differences in follicles and follicle structure. We found a decrease in white pulp and an increase in red pulp in MRL/MpJ mice with more defined follicles (T Cell/B Cell zones) in B6 mice (Figure 5d).

**Figure 5:**
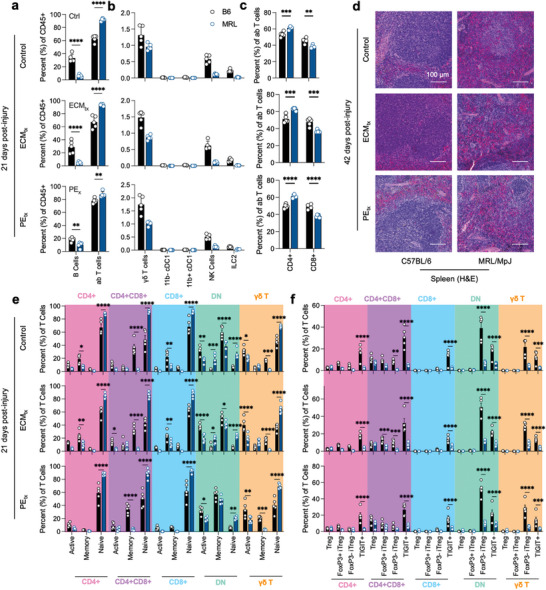
Decreased regional B and T cell responses to trauma in MRL/MpJ mice. a) B cell and αβ T cell proportion in the inguinal lymph node at 21 days post‐injury. b) Proportions of lower prevalence adaptive immune cells at 21 days post‐injury. c) CD4 and CD8 T cell fractions as percent of αβ T cells. d) H&E staining of spleen at 42 days post‐injury. e) T cell activation as determined by CD62L‐CD44+ (active), CD62L+CD44+ (memory), and CD62L+CD44‐ (naïve). f) Tregs in response to injury, Treg = Foxp3+HELIOS‐, FoxP3+ iTreg = FoxP3+HELIOS+, FoxP3‐ iTreg = FoxP3‐HELIOS+, TIGIT+. Data are means ± SEM, *n =* 5. ANOVA with Tukey post‐hoc correction for multiple comparisons; * = *p <* 0.05, ** = *p <* 0.01, *** = *p <* 0.001, **** = *p <* 0.0001.

Due to the strong presence of T cells in MRL mice, we further analyzed the activation profile of these cells through the expression of CD62L and CD44 (Figure 5e). Overall, for all types of T cells tested, we found a lower proportion of Active and Memory T cells with a bias toward more naïve T cells (CD62L+CD44‐) in MRL mice. The populations with the greatest proportion of active T cells (CD62L‐CD44+) were double negative (CD4‐CD8‐) αβ T cells and γδ T cells. We also evaluated the presence of regulatory T cells based on the expression of FoxP3 and HELIOS, designating canonical and induced Tregs (Figure 5f). As with activation, there was a decrease in Tregs across all treatment groups in MRL mice. This was most prevalent with TIGIT+ Tregs (a marker of Tregs and immune exhaustion) and HELIOS+FoxP3‐ iTregs.

### 2.7 Functional Differences in Foreign Body Giant Cell Formation

A major sign of the canonical foreign body response is the presence of multinucleate foreign body giant cells (FBGCs). We quantified FBGC response by calculating the number of giant cells (including Langhan cells with horseshoe nuclei) in H&E‐stained sections of PE VML (**Figure** **6**a). In both B6 and MRL mice, minimal FBGCs were present 7 days post‐injury. This increased in B6 mice by 21 days post‐injury and was highest at 42 days post‐injury. In contrast, MRL mice had significantly fewer FBGCs in response to PE, which peaked at 21 days and remained at this level –less than half of B6– at 42 days post‐injury (Figure 6b). As mechanical cues can alter the immune response, especially in biomaterials, we evaluated the pre‐injury mechanical properties of skeletal muscle in B6 and MRL mice through rheologic testing (Figure 6c). We found that MRL mice had a lower storage and loss modulus when compared to B6 mice, suggesting softer starting tissue mechanics. 

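Piezo1 (chromosome 8, 123208437 to 123278072) was higher in MRL than in B6 mice, below the calling threshold, in uninjured, ECM-treated and PE-treated mice. After the control injury the strains differed by 0.01 (adjusted p = 0.995). In uninjured mice it was at 6.49 ± 0.62 (SD, n = 3) in MRL mice and 5.57 ± 0.53 (SD, n = 3) in B6 mice, a log2 fold change of 0.92 (standard error 0.33, adjusted p = 0.223). In PE-treated mice it was at 7.27 ± 0.29 (SD, n = 3) in MRL mice and 6.64 ± 0.43 (SD, n = 3) in B6 mice, a log2 fold change of 0.63 (adjusted p = 0.312). In ECM-treated mice the log2 fold change was 0.72 (adjusted p = 0.351). With library weights, Piezo1 was called in uninjured mice (adjusted p = 0.0197) and in PE-treated mice (adjusted p = 0.00508).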

Interestingly, when evaluating mechano‐sensing genes, we found a significantly higher gene count of *Piezo1*, a stiffness‐sensitive ion channel, in MRL mice (Figure 6d). 

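Of the 45 immune genes of Figure 6e, 35 were in the matrix, and in PE-treated mice 18 were higher and 17 lower in MRL than in B6 mice. Over all genes 10 were called, 5 higher and 5 lower, and 29 when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. Klra8 was not in the matrix and was not analysed. Cd1d1 (chromosome 3, 86903132 to 86906770) was at 5.20 ± 1.77 (SD, n = 3) in MRL mice and 2.45 ± 0.45 (SD, n = 3) in B6 mice, a log2 fold change of 2.75 (standard error 1.04, adjusted p = 0.150). It was 3.74 and called without replicate 2 of the PE-treated MRL mice (adjusted p = 0.0148). H2-D1 was at 6.20 ± 0.89 (SD, n = 3) in MRL mice and 9.73 ± 0.63 (SD, n = 3) in B6 mice, a log2 fold change of -3.53 (adjusted p = 1.3e-05, or 0.0604 in a fit of the PE libraries alone). Its sum with the near-identical copy H2-K1 changed by -2.53, which cannot tell lower expression from a strain variant. H2-Ea-ps had no counts in PE-treated B6 mice and was at least 248-fold higher in MRL mice (adjusted p = 7.5e-08). H2-Q10 (chromosome 17, 35780959 to 35785460), which has a near-identical copy, H2-Q7, changed by 3.76 (adjusted p = 0.111), and without replicate 2 of the PE-treated MRL mice by 5.03 (adjusted p = 0.00840). The class II genes H2-Ab1 and H2-Eb1 changed by -1.90 (adjusted p = 0.0606) and -3.01 (adjusted p = 0.0643). Both were called without replicate 2 of the PE-treated MRL mice, at -2.46 (adjusted p = 0.00311) and -3.60 (adjusted p = 0.00937). H2-Ab1 was also called after quantile normalization (adjusted p = 0.0375) and H2-Eb1 on a log2(CPM + 1) scale (adjusted p = 0.0461).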

There were significant immune differences in the response to PE treatment in MRL mice, including decreased *Klra8* (and activating receptor for NK‐mediated cell killing), higher *Cd1d* (associated with lipid antigen presentation), along changes in antigen presentation machinery (H2‐associated genes) (Figure 6e).

**Figure 6:**
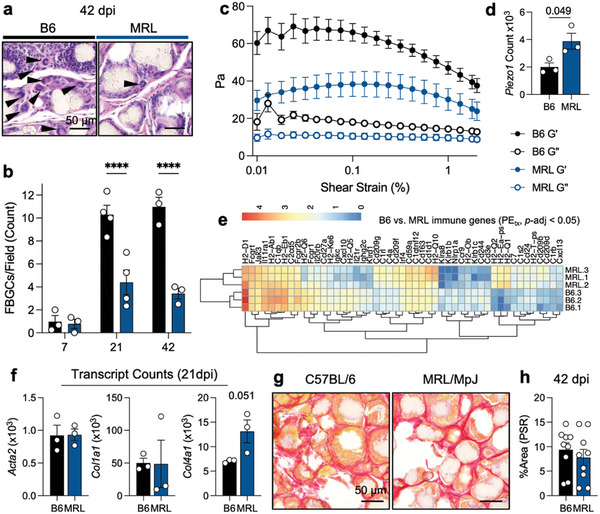
Differential fibrosis and foreign body giant cells correlate with the differences in muscle mechanics and immune response. a) Representative images with foreign body giant cells in C57BL/6 (B6) and MRL/MpJ (MRL) mice at 42 days post‐injury (dpi) by H&E staining. b) Quantification of foreign body giant cells (including Langhans cells) at 42 dpi. ANOVA with Tukey post‐hoc correction for multiple comparisons, *p <* 0.0001. c) Rheological properties of uninjured C57BL/6 (black) and MRL/MpJ (blue) quadriceps muscles. Closed circles = G’ (storage modulus), Open circles = *G*” (loss modulus). d) *Piezo1* gene expression, Student's T‐test. e) Immunologic response to PE muscle injury, significant genes with known protein products. Log‐transformed counts. f) *Acta2*, *Col1a1*, and *Col4a1* count at 21 dpi, Student's T‐test g) PSR staining at 42 dpi. h) Quantification of thresholded PSR positive area per 200× field, *n =* 9 fields over 3 mice in each background. Data are means ± SEM.

When evaluating collagen deposition and fibrosis in response to PE particle implantation, we saw that canonical genes associated with fibrosis, such as *Acta2* (encoding aSMA) and *Col1a1* (encoding a collagen I subunit) did not significantly change between B6 and MRL mice (Figure 6f). 

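In PE-treated mice, Acta2 was at 4.96 ± 0.24 (SD, n = 3) in MRL mice and 4.99 ± 0.38 (SD, n = 3) in B6 mice, a log2 fold change of -0.03 (standard error 0.35, adjusted p = 0.977). Its direction turned with library weights (0.06) and without replicate 3 of the PE-treated B6 mice (0.17) or replicate 3 of the PE-treated MRL mice (0.09). Col1a1 (chromosome 11, 94827050 to 94843868) was at 9.88 ± 1.95 (SD, n = 3) in MRL mice and 10.81 ± 0.34 (SD, n = 3) in B6 mice, a log2 fold change of -0.93 (standard error 0.73, adjusted p = 0.524). Without replicate 2 of the PE-treated MRL mice, Col1a1 was called lower in MRL mice, with a log2 fold change of -2.04 (adjusted p = 0.0184). It was also called lower with library weights (-1.77, adjusted p = 6.4e-04).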

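Col4a1 (chromosome 8, 11248423 to 11362826), which encodes a basement membrane collagen, was at 8.85 ± 0.47 (SD, n = 3) in PE-treated MRL mice and 8.02 ± 0.06 (SD, n = 3) in PE-treated B6 mice. The log2 fold change was 0.83 (standard error 0.32, adjusted p = 0.160). It was called without replicate 2 of the PE-treated MRL mice (1.09, adjusted p = 0.0228) and with library weights (adjusted p = 4.96e-04).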

*Col4a1*, a gene encoding non‐fibrotic collagen, was higher in all MRL mice than B6 mice but was not significantly due to variability in MRL mice (*p* = 0.051). Through staining for collagen I with PSR, we found that both B6 and MRL mice exhibited dense collagen deposition between PE particles 42 days post‐injury (Figure 6g). When quantified, there was no significant difference in fibrotic collagen deposition in B6 versus MRL mice, agreeing with the RNA sequencing data showing no difference in *Col1a1* gene expression (Figure 6h). We also saw no significant differences between B6 and MRL mice's normalized grip strength within the timeframe tested (Figure S13, Supporting Information).

## 3 Discussion

Wound healing and tissue regeneration in higher mammals have been restricted to specific tissues – such as the liver. In contrast, the capacity for complex tissue regeneration is retained in amphibians who can regenerate full limbs. The MRL mouse model was developed for its size (from the LG strain). Still, a spontaneous mutation arose that resulted in lymphoproliferative disorder and autoimmune phenotypes (MRL/lpr). This was traced to a mutation in *Fas*. However, when bred out, the MRL/+ (“MRL/MpJ”) strain still exhibited autoimmunity. It exhibited a strong ability to regenerate ear punches used in mouse identification, as seen in both parent MRL/lpr and LG strains. This variability of mouse strains in regeneration capacity can be leveraged for tissue engineering studies to identify therapeutic targets.^[^ ^21^ ^]^ There have been reports of variability in the regenerative capacity of the MRL mouse, with differences in skin wound healing depending upon where the skin is injured and conflicting reports on the recovery from myocardial infarction.^[^ ^22^ ^]^ This perhaps links to the autoimmune‐prone nature of MRL/MpJ mice. Severe injury‐induced tissue damage can provoke profound inflammatory responses, potentially triggering autoimmune development in these mice. MRL/MpJ mice can develop autoimmune symptoms much later in life (>70 weeks of age), whereas MRL/lpr mice, characterized by the lymphoproliferative mutation, develop autoimmune disease between 17–22 weeks.^[^ ^23^ ^]^ However, after a full‐thickness cutaneous injury, autoimmune disease symptoms (e.g., systemic lupus erythematosus) in MRL/MpJ mice emerge 4–15 weeks post‐injury similar to the conditions in humans, including skin lesions, splenomegaly, lymphadenopathy, hypergammaglobulinemia, elevated autoantibodies and renal pathologies (e.g., proteinuria, glomerulonephritis and immune complex deposition).^[^ ^23^, ^24^ ^]^ Notably, MRL/MpJ mice exposed to traumatic injury strongly reject skin isografts, while age‐matched naive littermates exhibit long‐term survival of transplanted skin isografts.^[^ ^23^ ^]^ Although having a regenerative ability, injury‐induced tissue damage in MRL/Mpj can exacerbate aberrant inflammatory responses, inducing autoimmune symptoms and subsequently affecting wound healing.

Large‐scale volumetric injuries are less studied in this model, and we found differences in the responses to a traumatic skeletal muscle injury in MRL/MpJ and C57BL/6 strain. Surprisingly, as CD206+ macrophages have previously been associated with a pro‐regenerative phenotype, while we hypothesized a more robust M2‐like macrophage polarization, we found a decrease in M2‐related genes as detected by RNA sequencing and confirmed via flow cytometry. This agrees with literature reports where the persistence of CD206+ macrophages is associated with pathologic outcomes in tissue regeneration and wound healing.^[^ ^25^ ^]^ As type‐1 immune signals are needed for myoblast proliferation, this type‐2 switch, if occurring too early, may stunt regeneration by signaling the transition to myotube fusion before sufficient precursor cell development.^[^ ^26^ ^]^ When evaluating outcomes in response to materials that elicit a more canonical foreign body response, we found a decrease in the number of foreign body giant cells (FBGCs) in MRL mice with no changes in fibrosis as determined by PSR staining and gene expression patterns. FBGCs, multinucleate fused macrophages, can be stimulated to fuse through type‐2 immune signals but are associated with more type‐1 inducing materials like polyethylene used in our studies.^[^ ^27^ ^]^ This may relate to the difference in the inflammatory and metabolic microenvironment of the two mouse strains. In general, the acidic environment in inflammatory conditions can accelerate the degradation of ECM.^[^ ^28^ ^]^ Researchers also have discovered that mild acidic conditions triggered significant IL‐1β release from human macrophages; meanwhile, mouse macrophages exhibited IL‐1β suppression when exposed to both inflammasome instigators and low pH.^[^ ^29^ ^]^ We have previously reported the effect of fragmented ECM in stimulating NK cells that produced XCL1 to recruit a unique type‐1 conventional dendritic cell population associated with cross‐presentation and self‐tolerance, possibly in communication with non‐canonical regulatory CD8+ T cells in the wound microenvironment.^[^ ^24^ ^]^ From a metabolic perspective on macrophage activation, using bone‐marrow‐derived macrophages (BMDM) that lack a key enzyme in peroxisomal β‐oxidation, researchers found that impaired peroxisomal β‐oxidation BMDM exhibited decreased inflammatory activation, as evidenced by impaired production of inflammatory cytokines and chemokines.^[^ ^30^ ^]^ As this work here associates decreased M2‐like polarization with biologically derived ECM scaffolds in muscle injury of MRL/MpJ mice, there is a precedent or the future to conduct a more in‐depth in vitro study elucidating the precise pathways of how the injury environment affects immune activation and stem cell development. Additionally, application of in vivo studies applying these findings to other tissues or models beyond muscle injury, such as in the context of chronic inflammatory diseases, acute pathologies, and tumor microenvironments.

There is a reciprocal relationship between tissue microenvironment and immune responses. Firstly, the immune microenvironment of different tissues can alter the downline response to a challenge such as an infection, injury, or device implantation. Adipose tissue is a known reservoir of immune cells; adipocytes are both energy‐storage and endocrine regulators affecting other cells within and neighboring a fat depot. Adipose tissue communicates the metabolic stage to the immune system via hormones called adipokines (adiponectin, leptin, omentin, etc.), which control immune cell activity.^[^ ^31^ ^]^ The two most studied adipokines, adiponectin, and leptin, have been shown as key regulators of cardiac and skeletal muscle function and growth.^[^ ^32^ ^]^ Adiponectin has been revealed in studies of muscle development, regeneration, and regulation of inflammation.^[^ ^33^ ^]^ In the presented study, *Adipoq* expression was trending lower in pre‐injury but higher in post‐injury MRL mice (in comparison to their corresponding B6 group). In addition, white fat bears many resident immune cells, including M2‐like macrophages, conventional dendritic cells, and regulatory T cells.^[^ ^10^ ^]^ Previous work has shown increased fibrosis in materials implanted subcutaneously, especially near adipose tissue.^[^ ^34^ ^]^ Cellularly, there is a strong MHCII+ B cell recruitment to materials implanted intraperitoneally versus those in the subcutaneous space, where there are differences in fat composition between visceral and subcutaneous fat depots.^[^ ^35^ ^]^ Extending these findings of cell response to various materials, we hope to assess further how different biomaterials, beyond PE and ECM, influence the immune and regenerative responses, examining material‐specific effects in the context of trauma and implantation.

Just as the tissue microenvironment influences the response to a challenge, the immune response to injury can subsequently affect tissue development. As mentioned previously, this has been shown in skeletal muscle where signals like IFNγ promote the proliferation of myoblasts to provide a suitable precursor population for new tissue development, followed by an IL‐10 mediated switch to type‐2 immune activation which, through IL‐4, has specifically been shown to promote fusion into myotubes.^[^ ^36^ ^]^ IL‐33‐mediated accumulation of Tregs has been associated with positive outcomes in muscle regeneration, and IL‐33 is a prominent cytokine enriched in white fat.^[^ ^10^, ^37^ ^]^ After a VML, we find that the inguinal fat pad migrates to the injury space, possibly as a depot of immune signaling. Furthermore, after injury and biomaterial implantation, we see an increase in adipogenesis in the MRL mice compared to the B6 mice, confirmed via RNAseq and histologic analyses. Due to the integrated nature of muscle fibers and white fat, we believe this is due to ectopic adipogenesis within tissue defects as opposed to fat pad migration. As white fat can quickly swell, and skeletal muscle is prone to collapse after trauma, causing further damage, the fat may play an additional space‐filling role to account for the physical void created by the volumetric injury. By comparing the two different mice strains in this study, we hope these findings provide a deeper insight into the dual role of adipose tissue and adipogenesis in wound healing. Further metabolic analysis and the potential for fat to play a multifaceted role in the wound healing process, considering factors such as the stage of wound healing and the type of injury, will be useful for understanding the interplay between adipose tissue, stem cells, and immune responses.

Previous reports through crossing with MRL with B6 mice have shown that the autoimmune phenotype does not significantly correlate with the wound healing phenotype as determined by ear punch closure rate and lymph node cell counts.^[^ ^38^ ^]^ Antigen specificity of wound healing has been implied, especially in the context of canonical CD4+FoxP3+ Tregs that have repeatable, clonally expanded CDR3s across multiple mice tested.^[^ ^39^ ^]^ We see a significantly different level of T cell activation with a decreased proportion of Naïve T cells and an increase in Treg formation in B6 mice in the draining lymph nodes compared to their MRL counterparts. Furthermore, CCR9 expression on dendritic cells has previously been associated with self‐tolerance and regulating autoimmunity.^[^ ^40^ ^]^ We see lower levels of the *Ccr9* transcript in MRL mice treated with PE compared to B6 mice, suggesting some evidence of more autoimmune‐like profiles in MRL response to injury, albeit the outcome is not yet clear. In the future, we plan to evaluate the *Fas* mutation in combination with the autoimmune background by comparing the C57BL/6‐lpr and MRL/lpr autoimmune models’ differences in wound healing. Though a direct link between autoreactivity and post‐trauma tissue development has yet to be established, there are multiple correlations between fat formation and immunologic response to injury. This includes lipid‐associated macrophages in mice and upregulation of the transcript encoding CD1d, which assists in NK‐cell mediated presentation of lipid antigens to adaptive immune cells.^[^ ^41^ ^]^

When evaluating the differences between MRL and B6 mice that lie beyond immunologic responses, we also found differences in the mechanical properties of the muscle tissue, with MRL mice having rheologically “softer” muscles with a lower storage modulus than B6 mice. Previous reports have shown that substrate stiffness can greatly alter the outcome of stem cell polarization; specifically, mesenchymal stem cell differentiation on stiffer substrates promoted a more osteogenic lineage commitment, whereas softer substrates promoted more adipogenesis.^[^ ^42^ ^]^ Not only the mechanics of the tissue but mechanically sensitive genes, such as *Piezo1*, a stiffness‐sensitive ion channel, were different in B6 and MRL mice with response to injury, with MRL mice expressing higher levels of *Piezo1* mRNA. Indeed, potential future avenues of this research can further explore the mechanical and metabolic signaling pathways of adipogenesis and myogenesis involved in muscle tissue regeneration and repair and how those differ in an adipogenesis‐prone mouse model both in terms of immunologic activation and stem cell behavior.

## 4 Conclusions

Previous reports have shown that the MRL/MpJ genetic background predisposes mice to autoimmunity, accelerated cutaneous wound healing,^[^ ^43^ ^]^ and reduced scarring.^[^ ^44^ ^]^ However, in wound healing and tissue regeneration, immune response to traumatic muscle injury and biomaterial implantation in this background, specifically in contrast to the well‐studied C57BL/6 mice, had yet to be delineated. Here, we show that in contrast to C57BL/6 mice, MRL/MpJ mice display ectopic adipogenesis within the muscle injury site after VML and fibrotic material implantation. First, through histology and bulk RNA sequencing, we observed that white fat and an adipogenic gene signature were enriched in MRL/MpJ mice muscles. This further correlated with an M1 macrophage gene set, specifically potentiated in mice that received PE. Using flow cytometry, we confirmed the enrichment of CD68+F4/80‐ M1 macrophages in all MRL/MpJ mice, most notably in PE compared to C57BL/6 mice, which received identical treatments. Further, we showed that MRL/MpJ mice displayed attenuated local B and T cell responses in response to traumatic muscle injury and biomaterial implantation. The unexpected finding of ectopic adipogenesis in MRL/MpJ mice and the underlying differences in immune response in contrast to C57BL/6 mice may yield insight into the dynamics between stem cells and the tissue environment during post‐trauma tissue development. The cell types identified in this study, along with the atypical phenotypic presentation and correlations with gene expression, could serve as a template for understanding tissue development, mechanics, immune response to novel biomaterials, and identifying potential targets for therapeutic development.

## 5 Experimental Section

### Extracellular Matrix Decellularization

Small intestine (SI) was isolated from Yorkshire Pigs (Wagner Meats). Fecal matter was removed with tap water, and the mesentery and muscular layers were removed before portioning into 12‐inch sections. SI was then opened using a razor blade, and the inner mucosal layer was removed via manual debridement. The resulting submucosa (SIS) was rinsed thoroughly in distilled water and then sterile distilled water with 1% antibiotic antimycotic solution (Gibco). Excess was stored at −80 °C until decellularization. Antibiotic‐treated SIS was rinsed thoroughly in distilled water and then incubated in 4% ethanol and 0.1% peracetic acid (Sigma) for 30 min with vigorous shaking. The resulting decellularized ECM was rinsed in successive washes of sterile distilled water followed by sterile 1x PBS (Fisher) until pH returned to neutral. Samples were washed one final time with sterile distilled water before being drained and frozen overnight at −80 °C. The decellularized ECM was then lyophilized and milled into a fine powder using an SPEX SamplePrep Cryogenic milling device. To ensure the ECM was decellularized successfully, double‐stranded DNA (dsDNA) quantification was conducted for each batch. Hematoxylin and eosin (H&E) staining and picrosirius red (PSR) brightfield and polarized light of the final product were used to evaluate the ECM components. A detailed characterization of the ECM can be found in Lokwani, Josyula, and Ngo et al. 2023.^[^ ^45^ ^]^

### Volumetric Muscle Loss Surgery

Surgery and material implantation occurred as previously described.^[^ ^16^, ^18^, ^45^, ^46^ ^]^ The day before surgery, 6‐ to 8‐week‐old female C57BL/6J (000664) or MRL/MpJ (000486) mice (Jackson Labs) were anesthetized under 2% isoflurane, and hair was removed from their hindlimbs up to the xiphoid process using an electric razor followed by depilatory cream. On the day of surgery, mice were induced under 4% isoflurane diluted with oxygen for 2 min and anesthetized with 2% isoflurane under continuous flow in a nose cone for the duration of the procedure (8–12 min), which commenced after animals were tested for toe‐pinch responses. Before surgery, mice were anesthetized and received 1 mg kg^−1^ buprenorphine SR (ZooPharm) and eye lubrication before sterilizing the surgical site with three rounds of betadine followed by 70% isopropyl alcohol. An incision of 1 cm was made in the skin overlying the quadriceps muscle group, and a 3 mm × 3 mm section of muscle was surgically removed from the mid‐belly of the quadriceps muscle group using scissors. The resulting tissue gap was treated with either vehicle control (saline), 50 µL ECM (hydrated with sterile 1x PBS to form a thick suspension as previously described^[^ ^45^ ^]^), or PE powder (UHMW: ≈5000 kg mol^−1^, size: 150 um, Goodfellow Scientific). ECM was prepared as noted above; PE was washed with sterile distilled water followed by 70% ethanol and placed under UV light for 30 min. The resulting suspension was dried overnight in a biosafety cabinet. The NIH Clinical Center Animal Care and Use Committee approved and supervised all procedures under protocols NIBIB20‐01 and NIBIB23‐01. After 7, 21, or 42 days, mice were ethically euthanized by CO2 asphyxiation and subsequent cervical dislocation. Muscle, lymph nodes, and spleen were dissected out and kept on ice until processing or put directly into 10% Neutral Buffered Formalin (Sigma) for histology.

### Histology

Quadriceps muscles (*n =* 3) were removed from the bone and fixed in 10% neutral buffered formalin (Sigma) for 2 days, rinsed in distilled water, and dehydrated in a graded ethanol series before clearing in xylenes and infiltrating with paraffin wax (Leica). The resulting formalin‐fixed paraffin‐embedded (FFPE) samples were mounted on paraffin blocks and sectioned into 5 µm sections, then stained with H&E (Sigma) or PSR (Abcam) using standard protocols as per the manufacturer's instructions. Slides were imaged on an EVOS microscope (ThermoFisher Scientific).

### Immunohistochemistry

FFPE‐sectioned slides underwent rehydration to prepare samples for immunohistochemical staining and were subsequently incubated for 20 min in a citrate antigen retrieval buffer in a vegetable steamer. Following this, a gradual cooling process for 20 min occurred on the benchtop. The activity of endogenous peroxidases was quenched by a 5 min treatment in a solution of 0.3% hydrogen peroxide within 1x PBS. For staining, the VECTASTAIN Elite ABC‐HRP Kit (Vector Laboratories) was employed following the guidelines provided by the manufacturer (Vector Laboratories). Initially, after a wash in 1x PBS, the samples were blocked in 2.5% normal goat serum for one hour. Rabbit monoclonal anti‐CD11b (Abcam) and anti‐CD206 (Cell Signaling) were diluted at a 1:200 ratio in blocking buffer and incubated for one hour at room temperature. After three washes in 1x PBS, biotinylated secondary antibodies were introduced for a 30‐min incubation. Then, a 30‐min incubation with the VECTASTAIN Elite ABC Reagent (Vector Laboratories) was followed by three additional 1x PBS washes. ImmPACT DAB EqV Peroxidase Substrate (Vector Laboratories) was applied for either 1 min (CD206) or 30 s (CD11b). Slides were rinsed in tap water, subjected to a 5‐minute counterstaining with Harris Hematoxylin (Sigma), rinsed again, de‐stained with acid ethanol, dehydrated, and mounted with Permount (Fisher Scientific).

### Flow Cytometry

Quadriceps muscles (*n =* 5) were removed and diced finely using surgical scissors before digestion in 10 ml of 0.25 mg mL^−1^ Liberase TM (Millipore Sigma) with 0.2 mg mL^−1^ DNAse I (Millipore Sigma) for 45 min in serum‐free DMEM (ThermoFisher Scientific), shaking at 37 °C. The resultant material was mechanically pressed through a 70 µm cell strainer that was then washed with 1x PBS and 5 mM EDTA (ThermoFisher Scientific) to a volume of 50 mL. The suspension was centrifuged at 350 × g for 5 min, and the cell pellet was washed once more in 1x PBS and EDTA before soaking in PBS and EDTA on ice for 10 min to dissociate further. The samples were transferred to a 96‐well plate, and cells were counted via a hemocytometer using Trypan Blue (ThermoFisher Scientific) before staining in LIVE/DEAD Blue Fixable viability dye (ThermoFisher Scientific). Cells were stained with a surface antibody cocktail for both myeloid and lymphoid linage panels as previously reported protocols.^[^ ^35^, ^45^ ^]^ As a note, for the lymphoid lineage panel, CD49b‐BV421 (Biolegend) was substituted for CD49b‐V450 antibody compared to the previous protocol, as the latter was discontinued by the manufacturer. Samples were run and spectrally unmixed on a 5‐laser Cytek Aurora Flow cytometer (Cytek Biosciences) through the SpectroFlo software, and data was analyzed on FlowJo (BD Biosciences) and GraphPad Prism (for Gating Strategy and example plots see Figures S2 and S3, Supporting Information).

### Bulk RNA Sequencing Data Analysis

Whole quadriceps muscles (*n =* 3) were flash‐frozen on dry ice for bulk RNA isolation and sequencing through Azenta GeneWiz (Table S1, Supporting Information). Bulk RNAseq analysis was performed on the paired‐end reads from 24 independent samples. FastQC was used to determine basecall accuracy, and the quality score was verified to be > 30 for each sample. Pseudoaligment was performed using Kallisto to map reads to a publicly available reference transcriptome (Ensemble GRCm39). Transcript abundance files were created across all 24 samples, and data was imported into R (Version 4.2.1, Funny‐Looking Kid) for downstream analyses. The Ensemble Mus musculus v79 annotation database mapped transcripts to gene IDs. EdgeR package was used to determine counts per million and subsequently filtered by counts per million > 1 for at least 3 samples (smallest group of comparison method). Counts were then log2 transformed. Data was normalized using the Trimmed Mean of M‐values method. Differential expression was visualized using standard functions to generate heatmaps and volcano plots for each pairwise comparison. Differentially expressed genes were confirmed with an independent analysis through Azenta Genewiz. Gene Ontology enrichment was performed using the gprofiler2 package on select differentially expressed genes. The C2 subcollection of genes was read into R from the molecular signatures database. Gene Set Enrichment Analysis was carried out using the clusterprofiler package and visualized through bubble plots and running enrichment score profiles using the GSVA package (Figure S4, Supporting Information). The code used for analyzing bulk RNA sequencing data is available in Supporting Information.

### Ternary Plots and Protein‐protein Interaction

To display ternary plots, a list of genes was compiled that comprised the “Coates – Macrophage M1 versus M2 up” gene set. The code used is available in Supporting Information. The average log_2_(CPM) data (0‐100) was then rescaled using the ggtern package, such that for each gene, the highest count across the three treatment groups was set to a score of 100. Combining interaction scores for leading‐edge genes obtained from enriched gene sets in GSEA were text mined from the String database to map protein‐protein interactions. The circlize package was then used to create chord diagrams with links and sector sizes representing individual interactions and the extent of interaction, respectively.

### Rheological Measurements

Strain sweep experiments were conducted using a Kinexus Pro+ Rheometer (NETZSCH) with a temperature control system. Tissue samples were carefully examined at a temperature of 25 °C, positioned on a lower plate with a diameter of 60 mm with an outer ring for aqueous solution trap and an upper plate with a diameter of 20 mm. The quadriceps muscle samples were collected from healthy animals and cut into a longitudinal section of ≈5 mm in length, 4 mm in height, and 4 mm in width. The tissue was gently positioned between the fixed bottom part of the rheometer and an oscillating top plate, ensuring that the muscle fibers were aligned in parallel with the plates. An initial normal load force of 0.25 N was applied to the sample. The strain sweep tests were performed within a shear strain range of 0.01 – 2%, maintaining an oscillation frequency of 1 rad per second. For data acquisition, 8 data points per decade were collected per sample as previously described.^[^ ^47^ ^]^ Under the described strain sweep test setting, the measurement of B6 muscle samples was taken with a gap of 2.139 – 2.641 mm, and the MRL muscle samples were compressed with a gap of 2.611 – 3.536 mm (*n =* 5).

### Statistical Analysis

For analysis of RNAseq data please refer to the RNAseq section and supplemental materials for code. For Figure S1 (Supporting Information), genome similarities were compared and visualized using the Mouse Phylogeny Viewer platform.^[^ ^48^ ^]^ Animals were randomly assigned to treatment groups upon receipt at the animal facility and the sample size was based on prior power analyses of previous research data utilizing G*Power and operating at alpha = 0.05. Flow cytometry studies were analyzed using two‐way ANOVA with Tukey post‐hoc correction for multiple comparisons, significance was displayed as asterisks corresponding with *p*‐values as stated in the figure legends. Data were analyzed in GraphPad Prism v10.

## Conflict of Interest

The authors declare no conflict of interest.

## Supporting information

Supporting Information

Supporting Information

## Data Availability

Data are available in supplement and raw sequencing data has been made available in a publicly accessible database (GEO) under accession number GSE252436.

# Supplementary material for: Intersection of Immunity, Metabolism, and Muscle Regeneration in an Autoimmune‐Prone MRL Mouse Model
**Source:** Adv Sci (Weinh). 2024 Jan 8;11(11):2306961. doi: 10.1002/advs.202306961

## Supporting Information

for *Adv. Sci.*, DOI 10.1002/adv.202306961

Intersection of Immunity, Metabolism, and Muscle Regeneration in an Autoimmune-Prone MRL Mouse Model

*Tran B. Ngo, Aditya Josyula, Sabrina DeStefano, Daphna Fertil, Mondreakest Faust, Ravi Lokwani and Kaitlyn Sadtler\**

## Supporting Information

### **Intersection of Immunity, Metabolism, and Muscle Regeneration in an Autoimmune-Prone MRL Mouse Model**

*Tran B. Ngo, Aditya Josyula, Sabrina DeStefano, Daphna Fertil, Mondreake Faust, Ravi Lokwani, Kaitlyn Sadtler*

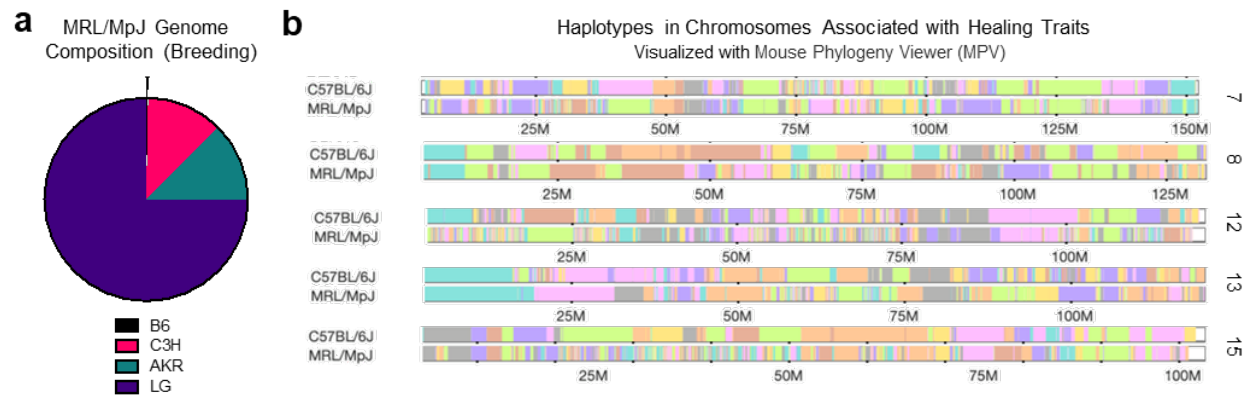

**Supplementary Figure 1 | (a)** Genomic composition of MRL/MpJ mouse from parent strains **(b)** Haplotype display on chromosomes 7, 8, 12, 13, and 15 from Mouse Phylogeny Viewer JR Wang, F Pardo-Manuel de Villena, and L McMillan. *Comparative analysis and visualization of multiple collinear genomes*. BMC Bioinformatics, 2012.

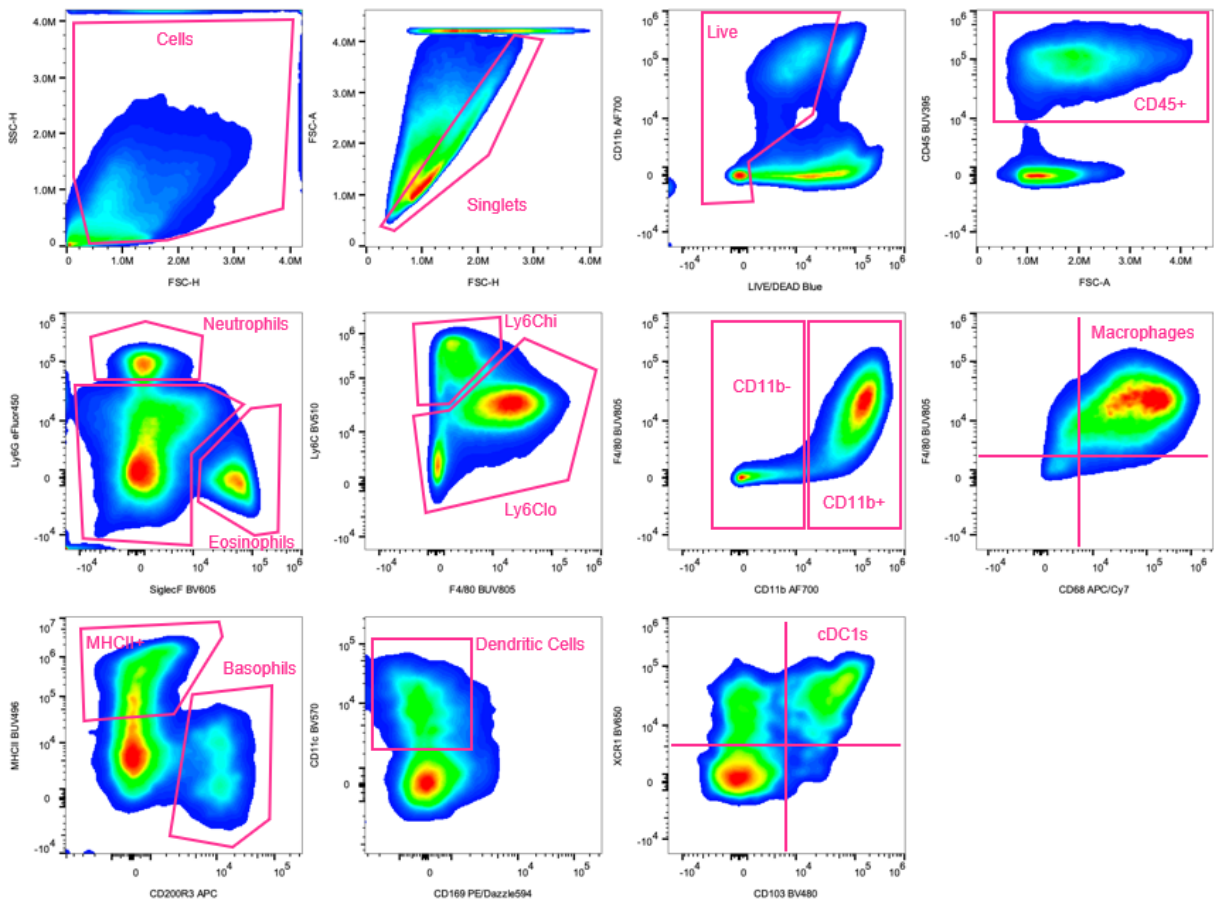

**Supplementary Figure 2 | Gating Strategy for myeloid flow cytometry panel.** Top row = control injury at 21 days post-op. The bottom two rows = Control, ECM<sub>tx</sub>, and PE<sub>tx</sub> concatenated (21 days post-injury). C57BL/6 mouse.

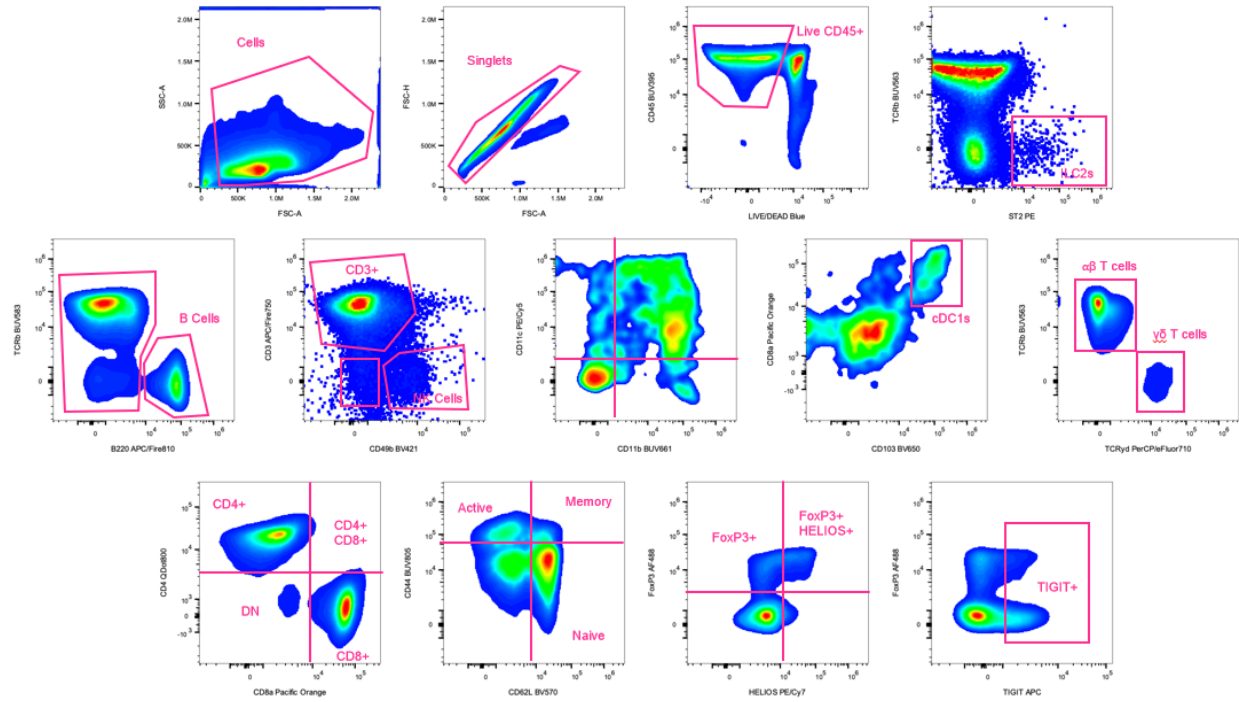

**Supplementary Figure 3 | Gating Strategy for lymphoid flow cytometry panel.** Control injury at 21 days post-injury. Inguinal lymph node from C57BL/6 mouse.

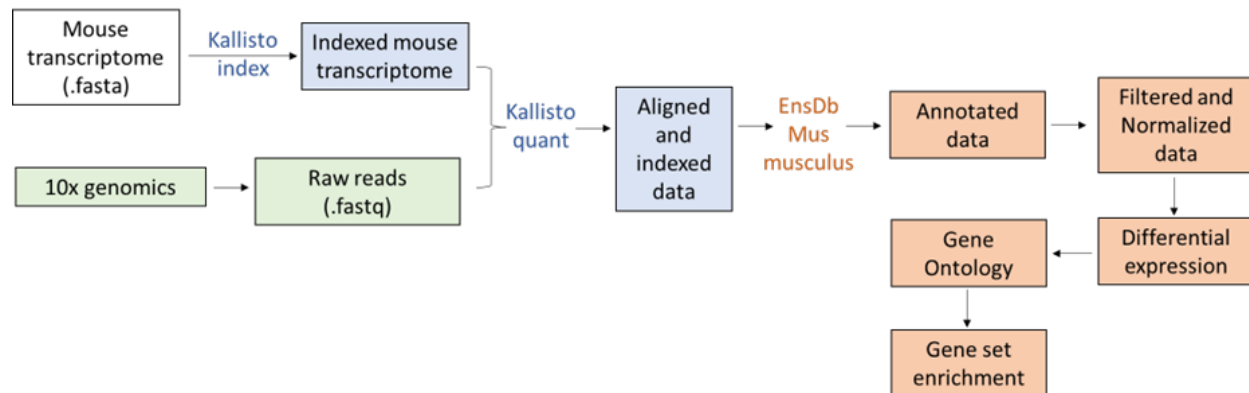

**Supplementary Figure 4** | Schematic of bulk RNA sequencing data analysis workflow. Panels in green represent data obtained directly from Azenta Genewiz. Panels in blue represent data analyzed using the command line program Kallisto. Panels in red represent data analyzed using R (version 4.2.1 'Funny-looking kid').

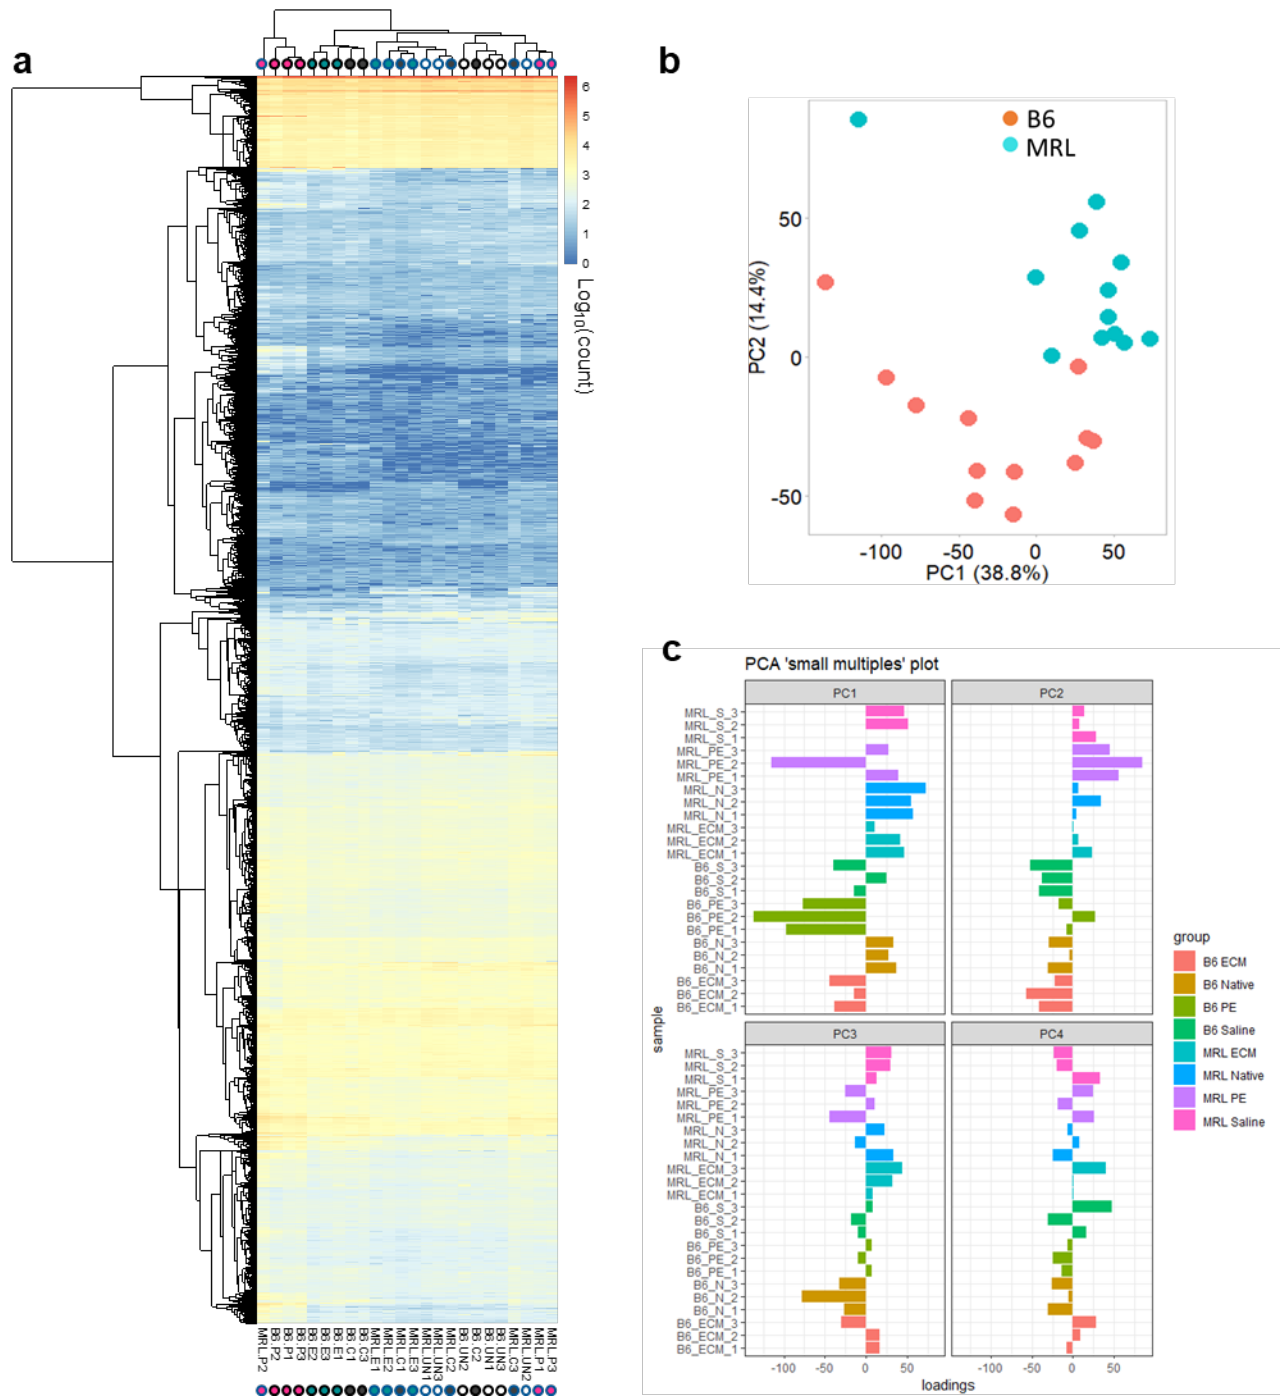

**Supplementary Figure 5** | (a) Heatmap of differentially expressed genes across all samples with dendrograms representing clustering performed by row (**left**) and column (**top**). (b) Principal component analysis of all samples with dot plot showing variation represented by PC1 and PC2 (top) and (c) small multiples plot of principal components 1-4. The color gradient scale bar in (a) represents  $\text{Log}_{10}(\text{CPM})$ .

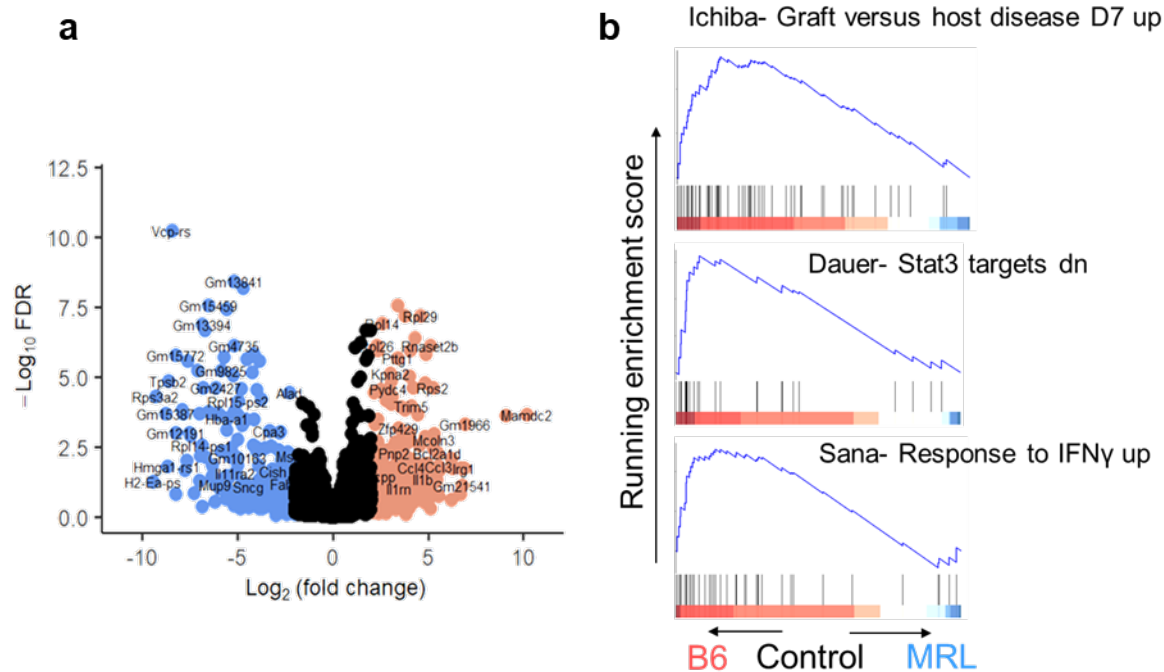

**Supplementary Figure 6 | (a)** Volcano plot of differentially expressed genes in the control injured group in B6 versus MRL mice. **(b)** GSEA of top 250 differentially expressed genes from **(a)** with relevant gene sets displayed.

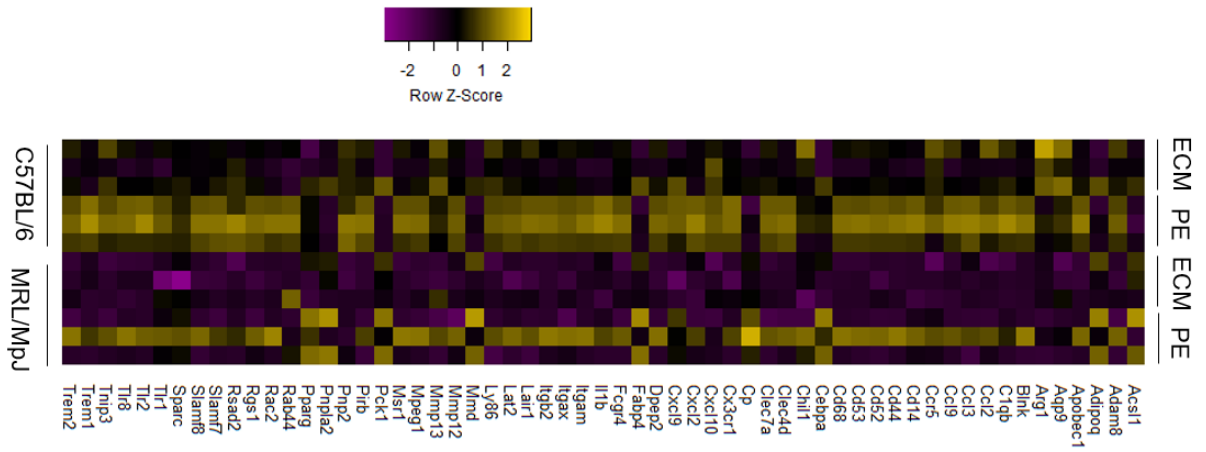

**Supplementary Figure 7** | Heatmap of genes potentiated by PE<sub>tx</sub> compared to ECM<sub>tx</sub> in C57BL/6 and MRL/MpJ mouse strain.

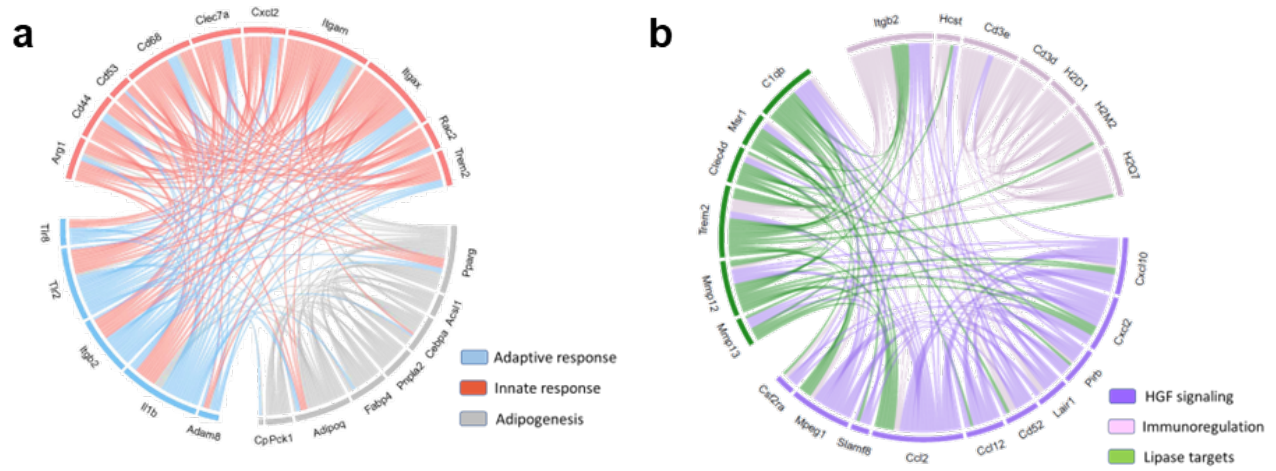

**Supplementary Figure 8** | Chord diagrams of protein-protein interactions sourced from the string protein database. Interactions of leading-edge markers from gene sets enriched in **(a)** PE<sub>tx</sub> and **(b)** ECM<sub>tx</sub> obtained from top 250 differentially expressed genes across B6 and MRL mice.

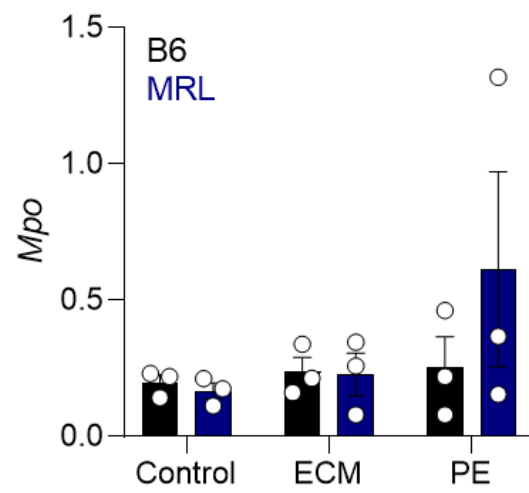

**Supplementary Figure 9** | MPO gene expression of a neutrophil marker in saline control, ECM-treated, and PE-treated groups in C57BL/6 and MRL/MpJ mice.

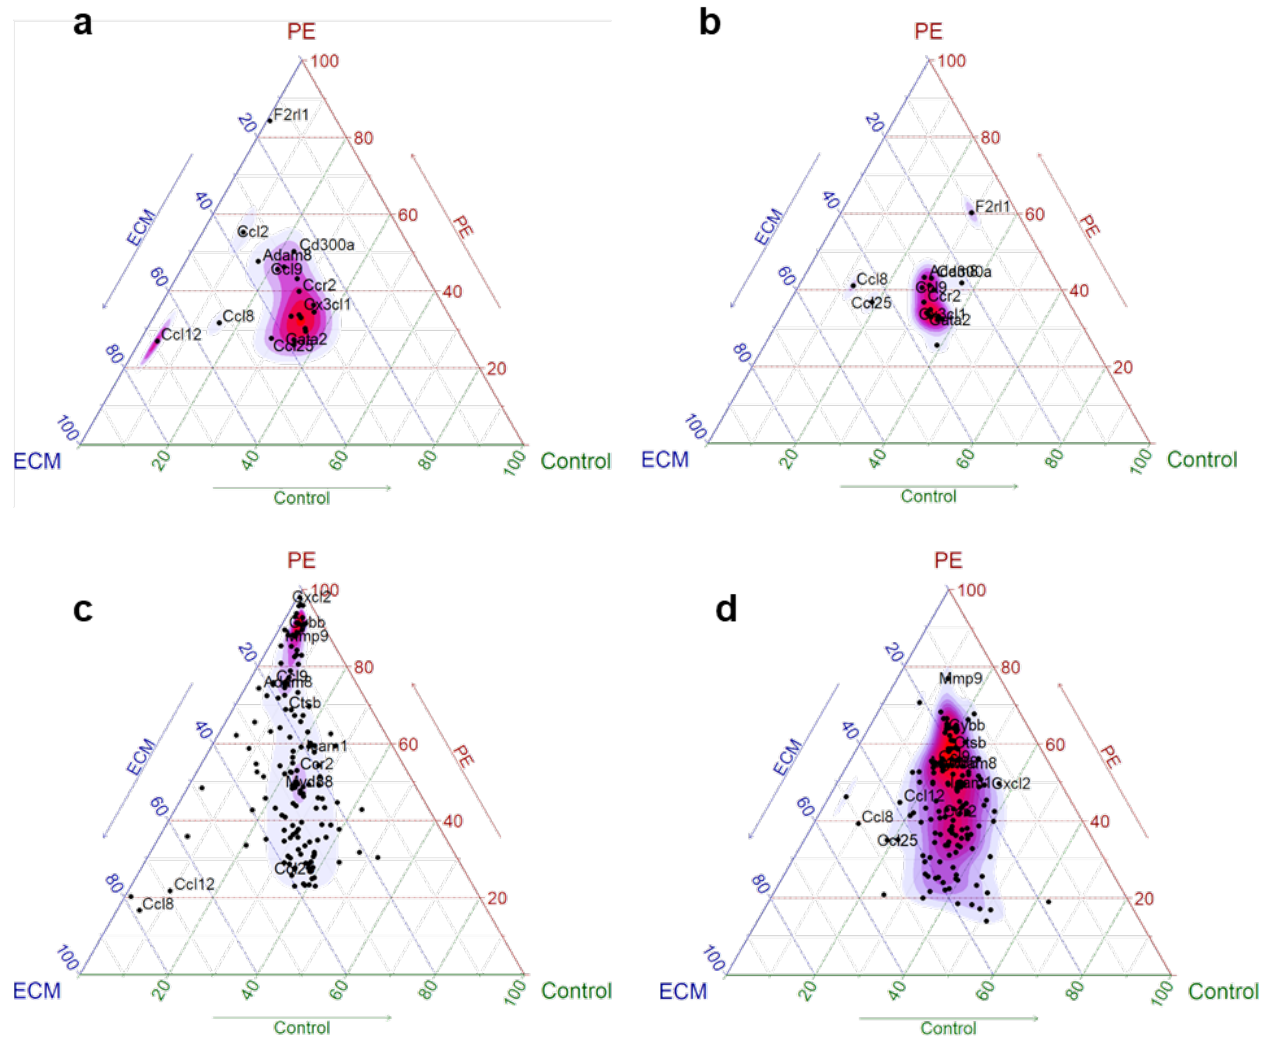

**Supplementary Figure 10** | Ternary plots showing rescaled normalized  $\log_2(\text{CPM})$  gene expression of eosinophil markers in (a) C57BL/6 and (b) MRL/MpJ mice. Similarly, neutrophil markers in (c) C57BL/6 and (d) MRL/MpJ mice. All data points represent individual genes' average  $\log_2(\text{CPM})$  values at 21 days post VML and material implantation. Eosinophil markers were subset from the gene set “GOBP: Eosinophil mediated immunity” and neutrophil markers from “Biocarta: Neutrophil degranulation.”

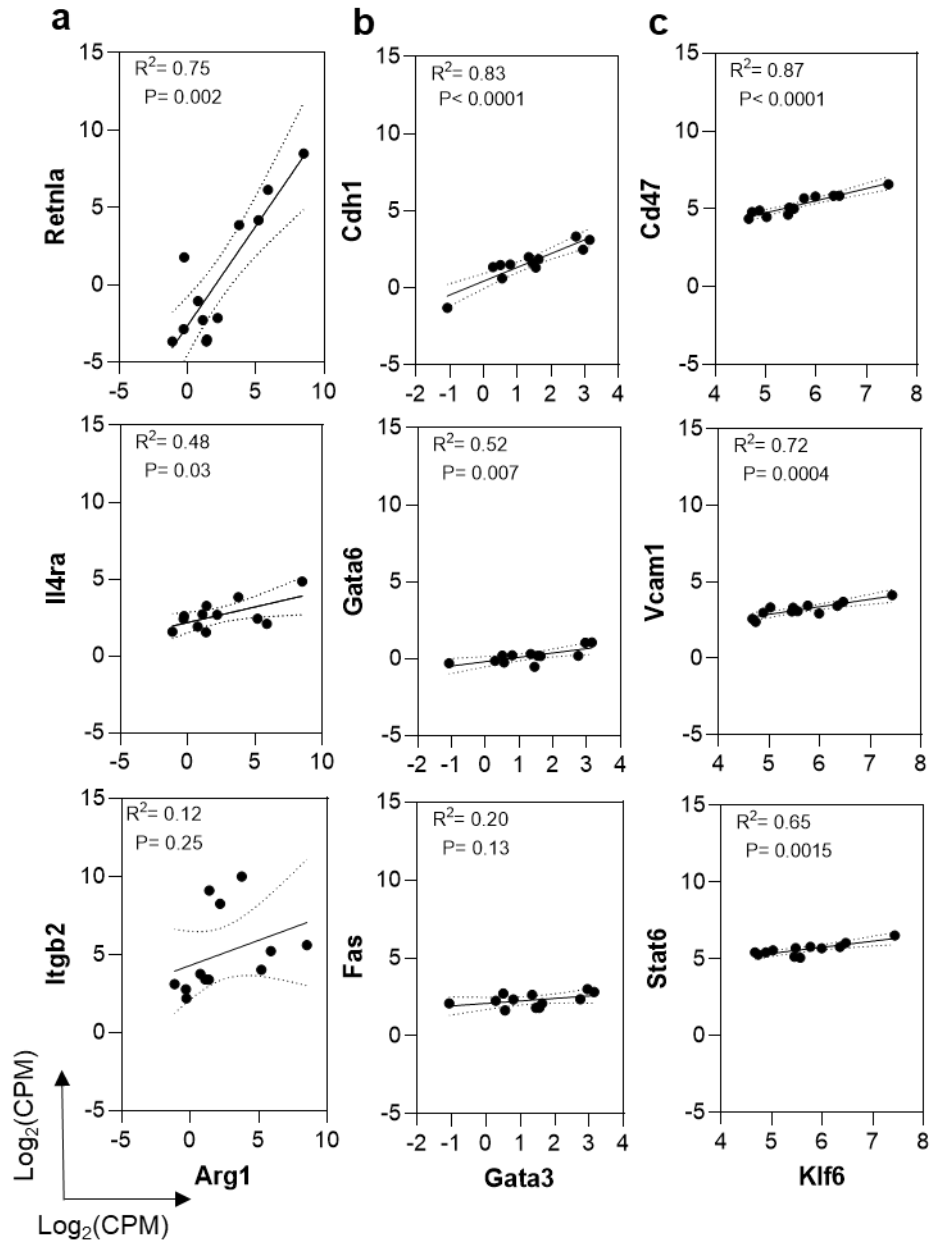

**Supplementary Figure 11** | The M2 macrophage markers (a) *Arg1*, (b) *Gata3*, and (c) *Klf6* were strongly co-expressed ( $R^2 \geq 0.75$ ) with *Retnla*, *Cdh1*, and *Cd47*, respectively, in all B6 mice across all treatments.

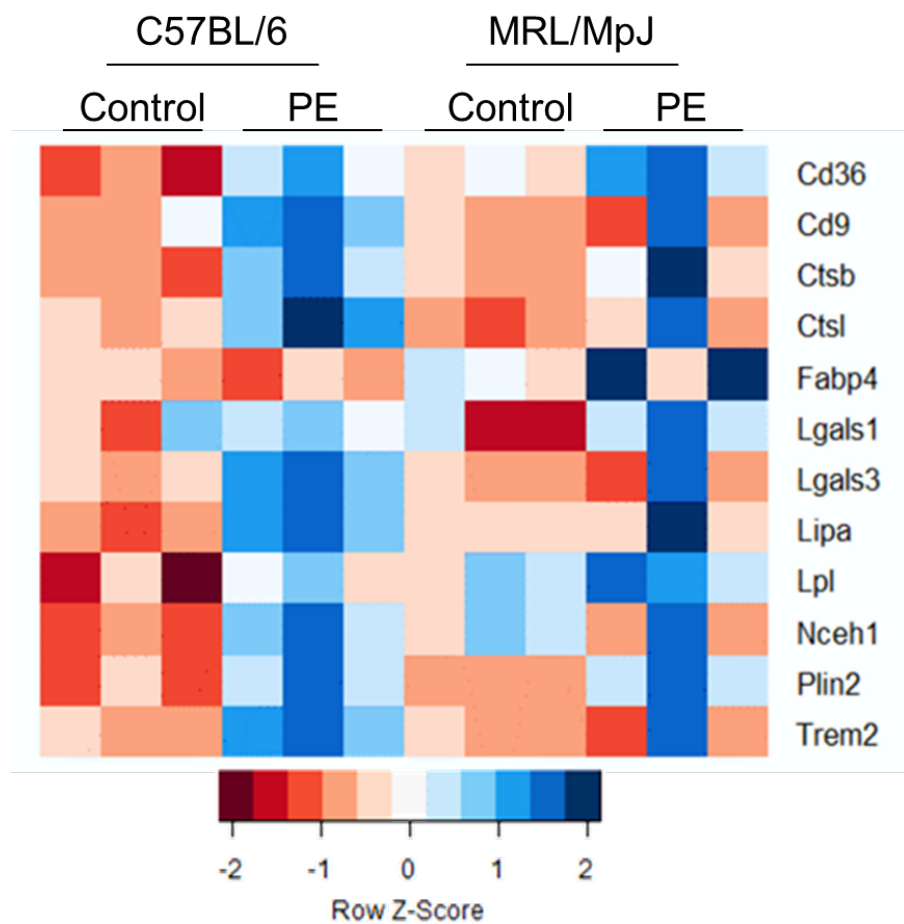

**Supplementary Figure 12** | Heatmap of genes comprising lipid-associated macrophage signature enriched in mice that received PE<sub>tx</sub> compared to saline controls.

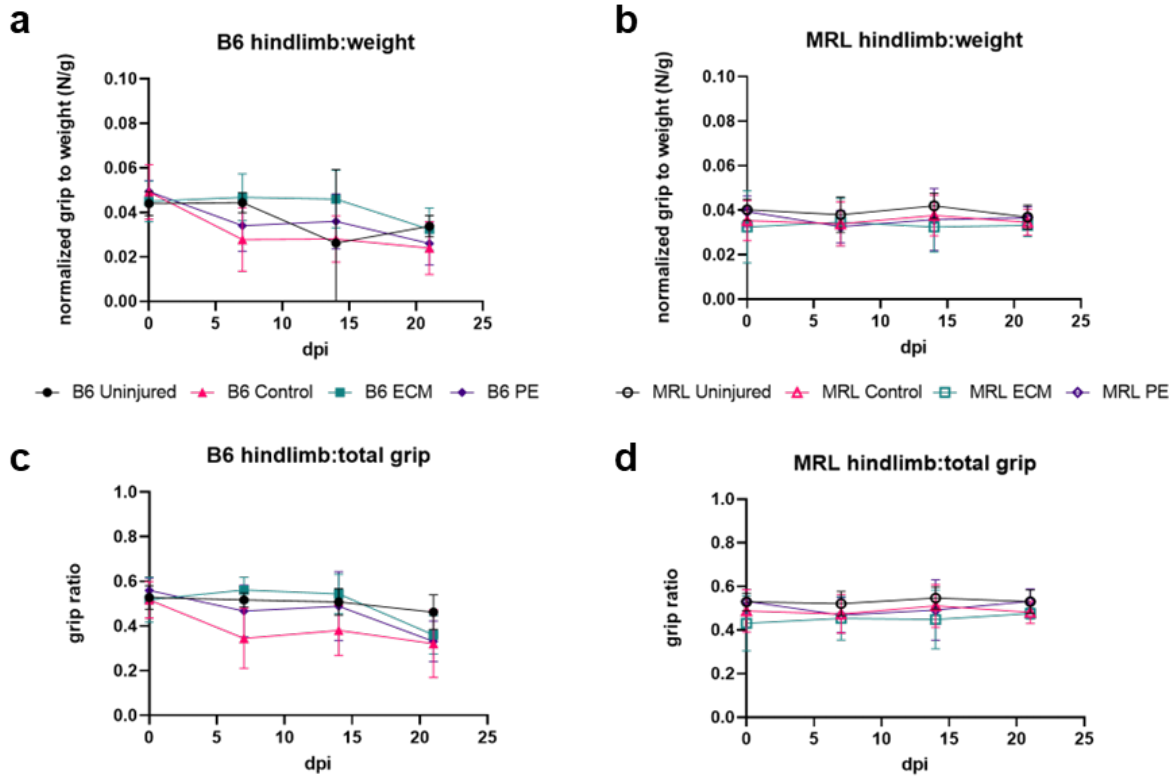

**Supplementary Figure 13 | Normalized grip strength of B6 versus MRL mice pre- and post-injury with different material implantations. (a) and (b)** Hindlimb grip strength measurements normalized to body weight at pre-injury and 7-, 14-, and 21-days post-injury of B6 versus MRL mice, respectively. **(c) and (d)** Hindlimb grip strength measurements normalized to total 4-limbs strength at pre-injury and 7-, 14-, and 21-days post-injury of B6 versus MRL mice, respectively. dpi = days post-injury. Black = uninjured, pink = control injury, teal = ECM<sub>tx</sub>, purple = PE<sub>tx</sub>. Data are means  $\pm$  SEM.

| Sample ID       | Barcode Sequence      | # Reads  | Yield (Mbases) | Mean Quality Score | % Bases >= 30 |
|-----------------|-----------------------|----------|----------------|--------------------|---------------|
| B6-PE-2         | GTAGAGGA+<br>CTTCGCCT | 23341152 | 7002           | 35.55              | 91.8          |
| B6-Uninjured-3  | GCTCATGA+T<br>CAGAGCC | 30067196 | 9020           | 35.58              | 91.93         |
| B6-PE-1         | GTAGAGGA+<br>TCAGAGCC | 32820587 | 9846           | 35.52              | 91.65         |
| B6-Uninjured-1  | GCTCATGA+<br>GCCTCTAT | 30468441 | 9141           | 35.55              | 91.77         |
| B6-Uninjured-2  | GCTCATGA+<br>AGGATAGG | 29612058 | 8884           | 35.59              | 91.99         |
| B6-PE-3         | GTAGAGGA+<br>TAAGATTA | 33383202 | 10015          | 35.6               | 92.06         |
| MRL-ECM-1       | GCTCATGA+<br>CTTCGCCT | 26235642 | 7871           | 35.62              | 92.11         |
| MRL-ECM-2       | GCTCATGA+T<br>AAGATTA | 31055947 | 9317           | 35.67              | 92.4          |
| MRL-PE-1        | GCTCATGA+<br>GTCAGTAC | 30772510 | 9232           | 35.58              | 91.96         |
| MRL-Uninjured-3 | ATCTCAGG+<br>GTCAGTAC | 39984070 | 11995          | 35.53              | 91.68         |
| B6-Saline-2     | GTAGAGGA+<br>GTCAGTAC | 34568555 | 10371          | 35.5               | 91.56         |
| MRL-PE-2        | ATCTCAGG+<br>AGGCTATA | 35226447 | 10568          | 35.47              | 91.42         |
| MRL-Uninjured-2 | ATCTCAGG+<br>ACGTCCTG | 41136587 | 12341          | 35.65              | 92.29         |
| MRL-Uninjured-1 | ATCTCAGG+T<br>AAGATTA | 36836367 | 11051          | 35.62              | 92.11         |
| B6-ECM-2        | GTAGAGGA+<br>GCCTCTAT | 27006422 | 8102           | 35.5               | 91.58         |
| MRL-ECM-3       | GCTCATGA+<br>ACGTCCTG | 25466670 | 7640           | 35.62              | 92.21         |
| B6-Saline-1     | GTAGAGGA+<br>ACGTCCTG | 29484030 | 8845           | 35.61              | 92.11         |
| B6-ECM-3        | GTAGAGGA+<br>AGGATAGG | 31221810 | 9367           | 35.56              | 91.88         |
| MRL-Saline-2    | ATCTCAGG+T<br>CAGAGCC | 34998055 | 10499          | 35.54              | 91.71         |
| B6-Saline-3     | GCTCATGA+<br>AGGCTATA | 25044049 | 7513           | 35.53              | 91.73         |
| MRL-PE-3        | ATCTCAGG+<br>GCCTCTAT | 30143707 | 9043           | 35.52              | 91.61         |

|              |                       |          |       |       |       |
|--------------|-----------------------|----------|-------|-------|-------|
| B6-ECM-1     | GTAGAGGA+<br>AGGCTATA | 28875619 | 8663  | 35.51 | 91.63 |
| MRL-Saline-1 | ATCTCAGG+<br>AGGATAGG | 36356638 | 10907 | 35.51 | 91.59 |
| MRL-Saline-3 | ATCTCAGG+<br>CTTCGCCT | 24880999 | 7464  | 35.6  | 92    |

**Supplementary Table 1** | Bulk RNA sequencing quality control metrics for all 24 samples in this study, including mean quality score and total number of reads per sample.

| Name used in figure      | Full gene set name                                       |
|--------------------------|----------------------------------------------------------|
| Adipogenesis             | Burton Adipogenesis                                      |
| Adaptive Immune Response | Reactome-Adaptive Immune System                          |
| Innate Immune Response   | Reactome- Innate Immune System                           |
| HGF Signaling            | Rutella-Response to HGF Up                               |
| Lipase targets           | Lian Lipa Targets 3M                                     |
| IL4 singlaing            | GOBP: Interleukin 4 mediated signaling pathway           |
| Neutrophils              | Reactome- Neutrophil Degranulation                       |
| TNF-p38                  | Phong- TNF response via p38 complete                     |
| Lipase targets           | Lian Lipa Targets 3M                                     |
| Ribosome                 | KEGG- Ribosome                                           |
| Fibrosis                 | WP-Overview of proinflammatory and profibrotic mediators |
| Steroid                  | Reactome- Metabolism of Steroids                         |
| Lipids                   | Reactome- Metabolism of Lipids                           |
| Energy                   | Reactome- Integration of energy metabolism               |
| Mitochondria             | Mootha Mitochondria                                      |
| Pyruvate                 | Reactome- Pyruvate Metabolism                            |
| Cytokine receptor        | KEGG- Cytokine-Cytokine Receptor Interaction             |
| M2 Macrophage            | Coates- Macrophage M1 vs M2                              |

**Supplementary Table 2** | Full Gene set names displayed in GSEA plots. Gene set names in figures were abridged for brevity.

**Supplementary Data 1** | Excel spreadsheet with the differential gene expression (DEG) statistics for all genes and all comparisons made.

**Supplementary Methods** | PDF document with code used to analyze bulk RNA sequencing data.  
See subsequent pages of this document.

# Ectopic adipogenesis in response to injury and material implantation in an autoimmune mouse model

Tran Ngo, Aditya Josyula, Sabrina DeStefano, Daphna Fertil,  
Mondreakest Faust, Ravi Lokwani, Kaitlyn Sadtler

produced on 2023-09-20

## Contents

|          |                                                                               |          |
|----------|-------------------------------------------------------------------------------|----------|
| <b>1</b> | <b>Background</b>                                                             | <b>2</b> |
| <b>2</b> | <b>Read mapping from raw fastq files using kallisto</b>                       | <b>2</b> |
| <b>3</b> | <b>R packages used for analysis</b>                                           | <b>4</b> |
| <b>4</b> | <b>Gene Annotation</b>                                                        | <b>4</b> |
| <b>5</b> | <b>Data filtering and normalization</b>                                       | <b>5</b> |
| <b>6</b> | <b>Data Analysis</b>                                                          | <b>7</b> |
| 6.1      | PCA plot . . . . .                                                            | 7        |
| 6.2      | Volcano plot- Differential expression analysis: B6 vs MRL Saline . . . . .    | 8        |
| 6.3      | Heatmap: Top 50 differentially expressed genes- B6 vs MRL Uninjured . . . . . | 11       |
| 6.4      | Gene Ontology and Pathway Assignment: Saline . . . . .                        | 11       |
| 6.5      | Gene Set Enrichment Analysis- B6 vs MRL: Saline . . . . .                     | 12       |
| 6.6      | Gene Set Enrichment Analysis- B6 vs MRL: PE . . . . .                         | 13       |
| 6.7      | ImmQuant scores and gene signatures correlation plot: PE . . . . .            | 14       |
| 6.8      | Heatmap of differentially expressed genes: ECM vs PE . . . . .                | 15       |
| 6.9      | Gene Set Enrichment Analysis- B6 vs MRL: ECM . . . . .                        | 16       |
| 6.10     | ImmQuant scores and gene signatures correlation plot: ECM . . . . .           | 17       |
| 6.11     | Interaction plot- PE: Immune Cell Targets and Adipogenesis . . . . .          | 18       |
| 6.12     | Interaction plot- ECM:HGF response and Eosinophil gene set . . . . .          | 19       |
| 6.13     | Ternary plot: M1 vs M2 : Coates macrophage gene set . . . . .                 | 21       |
| 6.14     | Ternary plot: Neutrophil gene set . . . . .                                   | 24       |
| 6.15     | Ternary plot: Eosinophils gene set . . . . .                                  | 27       |

## 1 Background

Murphy roths large (MRL/MpJ) mice are known to regenerate skin and skeletal muscle wounds without scar formation but are also susceptible to metabolic dysregulation and obesity. How biomaterials influence immune cell recruitment and immune-adipocyte interaction after muscle injury in MRL/MpJ mice is yet to be delineated. To investigate this, we performed volumetric muscle loss surgeries (VML) in C57BL/6 (B6) and MRL/MpJ mice and evaluated immune responses to injury, regenerative (decellularized extracellular matrix, ECM) and fibrotic (polyethylene, PE) material implants using multiparametric flow cytometry, RNA sequencing, and histopathology. In MRL/MpJ but not B6 mice, there was white fat deposition at the site of VML. This was correlated with enrichment of the adipogenesis gene sets including *Adipoq*, *Cebpa*, *Pparg* and *Fabp4*. In addition, we observed that F4/80- CD68+ macrophages were significantly more abundant in MRL/MpJ mice at 3 weeks post-injury in PE and control groups. Furthermore, in MRL/MpJ mice, the lipid associated macrophage gene signature comprising *Trem2*, *Ly6c2*, *Cd9*, *Cd63*, *Lyz2* were highly potentiated by muscle injury as well as PE implantation. In contrast, ECM implantation produced a largely SiglecF+ eosinophilic response (~60% of CD45+ cells) and partially suppressed CD68+ macrophage abundance. Furthermore, ECM potentiated expression of the pro-regenerative *Arg1*, *Chil3*, *Retnla* and *Gata3* in both B6 and MRL/MpJ. In PE groups, Ly6G+ neutrophils were the second most abundant cell type (~ 25% of CD45+ cells) which was corroborated by increased abundance of *Vav1*, *Ccl2*, *Adam8* and *Rac2*. Taken together, our results suggest a potential mechanistic role for CD68+ macrophages in promoting adipogenesis after VML.

---

## 2 Read mapping from raw fastq files using kallisto

```
# Building an index file
kallisto index -i Mus_musculus.GRCm39.cdna.all.index Mus_musculus.GRCm39.cdna.all.fa

# Mapping reads to the index file

kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_ECM_1 -t8 \
rB6-1-E1_R1_001.fastq.gz rB6-1-E1_R2_001.fastq.gz &> B6_ECM_1.log

kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_ECM_2 -t8 \
rB6-2-E2_R1_001.fastq.gz rB6-2-E2_R2_001.fastq.gz &> B6_ECM_2.log

kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_ECM_3 -t8 \
rB6-3-E3_R1_001.fastq.gz rB6-3-E3_R2_001.fastq.gz &> B6_ECM_3.log

kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_PE_1 -t8 \
rB6-4-P1_R1_001.fastq.gz rB6-4-P1_R2_001.fastq.gz &> B6_PE_1.log

kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_PE_2 -t8 \
rB6-5-P2_R1_001.fastq.gz rB6-5-P2_R2_001.fastq.gz &> B6_PE_2.log

kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_PE_3 -t8 \
rB6-6-P3_R1_001.fastq.gz rB6-6-P3_R2_001.fastq.gz &> B6_PE_3.log

kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_S_1 -t8 \
rB6-7-S1_R1_001.fastq.gz rB6-7-S1_R2_001.fastq.gz &> B6_S_1.log
```

```
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_S_2 -t8 \  
rB6-8-S2_R1_001.fastq.gz rB6-8-S2_R2_001.fastq.gz &> B6_S_2.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_S_3 -t8 \  
rB6-9-S3_R1_001.fastq.gz rB6-9-S3_R2_001.fastq.gz &> B6_S_3.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_N_1 -t8 \  
rB6-10-N1_R1_001.fastq.gz rB6-10-N1_R2_001.fastq.gz &> B6_N_1.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_N_2 -t8 \  
rB6-11-N2_R1_001.fastq.gz rB6-11-N2_R2_001.fastq.gz &> B6_N_2.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o B6_N_3 -t8 \  
rB6-12-N3_R1_001.fastq.gz rB6-12-N3_R2_001.fastq.gz &> B6_N_3.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_ECM_1 -t8 \  
rMRL-1-E1_R1_001.fastq.gz rMRL-1-E1_R2_001.fastq.gz &> MRL_ECM_1.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_ECM_2 -t8 \  
rMRL-2-E2_R1_001.fastq.gz rMRL-2-E2_R2_001.fastq.gz &> MRL_ECM_2.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_ECM_3 -t8 \  
rMRL-3-E3_R1_001.fastq.gz rMRL-3-E3_R2_001.fastq.gz &> MRL_ECM_3.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_PE_1 -t8 \  
rMRL-1-P1_R1_001.fastq.gz rMRL-1-P1_R2_001.fastq.gz &> MRL_PE_1.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_PE_2 -t8 \  
rMRL-2-P2_R1_001.fastq.gz rMRL-2-P2_R2_001.fastq.gz &> MRL_PE_2.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_PE_3 -t8 \  
rMRL-3-P3_R1_001.fastq.gz rMRL-3-P3_R2_001.fastq.gz &> MRL_PE_3.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_S_1 -t8 \  
rMRL-1-S1_R1_001.fastq.gz rMRL-1-S1_R2_001.fastq.gz &> MRL_S_1.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_S_2 -t8 \  
rMRL-2-S2_R1_001.fastq.gz rMRL-2-S2_R2_001.fastq.gz &> MRL_S_2.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_S_3 -t8 \  
rMRL-3-S3_R1_001.fastq.gz rMRL-3-S3_R2_001.fastq.gz &> MRL_S_3.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_N_1 -t8 \  
rMRL-10-N1_R1_001.fastq.gz rMRL-10-N1_R2_001.fastq.gz &> MRL_N_1.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_N_2 -t8 \  
rMRL-11-N2_R1_001.fastq.gz rMRL-11-N2_R2_001.fastq.gz &> MRL_N_2.log  
  
kallisto quant -i Mus_musculus.GRCm39.cdna.all.index -o MRL_N_3 -t8 \  
rMRL-12-N3_R1_001.fastq.gz rMRL-12-N3_R2_001.fastq.gz &> MRL_N_3.log
```

### 3 R packages used for analysis

```
library(tidyverse)
library(tximport)
library(ensembladb)
library(EnsDb.Mmusculus.v79)
library(edgeR)
library(matrixStats)
library(cowplot)
library(ggplot2)
library(DT)
library(gt)
library(limma)
library(EnhancedVolcano)
library(gplots)
library(GSEABase)
library(Biobase)
library(GSVA)
library(gprofiler2)
library(clusterProfiler)
library(msigdb)
library(enrichplot)
library(corrplot)
library(RColorBrewer)
library(circlize)
library(dplyr)
library(pheatmap)
```

---

### 4 Gene Annotation

```
targets <- read_tsv("studydesign.txt")
path <- file.path(targets$sample, "abundance.tsv")
Tx <- transcripts(EnsDb.Mmusculus.v79, columns=c("tx_id", "gene_name"))
Tx <- as_tibble(Tx)
Tx <- dplyr::rename(Tx, target_id = tx_id)
Tx <- dplyr::select(Tx, "target_id", "gene_name")
Tx_i_gene <- tximport(path,
                      type = "kallisto",
                      tx2gene = Tx,
                      txOut = FALSE,
                      countsFromAbundance = "lengthScaledTPM",
                      ignoreTxVersion = TRUE)
```

---

## 5 Data filtering and normalization

```

sampleLabels <- targets$sample
myDGEList <- DGEList(Txi_gene$counts)
log2.cpm <- cpm(myDGEList, log=TRUE)

log2.cpm.df <- as_tibble(log2.cpm, rownames = "geneID")
colnames(log2.cpm.df) <- c("geneID", sampleLabels)
log2.cpm.df.pivot <- pivot_longer(log2.cpm.df,
                                   cols = B6_ECM_1:MRL_S_3,
                                   names_to = "samples",
                                   values_to = "expression")

p1 <- ggplot(log2.cpm.df.pivot) +
  aes(x=samples, y=expression, fill=samples) +
  geom_violin(trim = FALSE, show.legend = FALSE) +
  stat_summary(fun = "median",
              geom = "point",
              shape = 95,
              size = 10,
              color = "black",
              show.legend = FALSE) +
  labs(y="log2 expression", x = "sample",
       title="Log2 Counts per Million (CPM)",
       subtitle="unfiltered, non-normalized",
       caption=paste0("produced on ", Sys.time())) +
  theme_bw()+
  theme(axis.text.x=element_text(angle=90))

cpm <- cpm(myDGEList)
keepers <- rowSums(cpm>1)>=3
myDGEList.filtered <- myDGEList[keepers,]

log2.cpm.filtered <- cpm(myDGEList.filtered, log=TRUE)
log2.cpm.filtered.df <- as_tibble(log2.cpm.filtered, rownames = "geneID")
colnames(log2.cpm.filtered.df) <- c("geneID", sampleLabels)
log2.cpm.filtered.df.pivot <- pivot_longer(log2.cpm.filtered.df,
                                           cols = B6_ECM_1:MRL_S_3,
                                           names_to = "samples",
                                           values_to = "expression")

p2 <- ggplot(log2.cpm.filtered.df.pivot) +
  aes(x=samples, y=expression, fill=samples) +
  geom_violin(trim = FALSE, show.legend = FALSE) +
  stat_summary(fun = "median",
              geom = "point",
              shape = 95,
              size = 10,
              color = "black",
              show.legend = FALSE) +
  labs(y="log2 expression", x = "sample",
       title="Log2 Counts per Million (CPM)",
       subtitle="filtered, non-normalized",

```

```

      caption=paste0("produced on ", Sys.time()))+
    theme_bw()+
    theme(axis.text.x=element_text(angle=90))

myDGEList.filtered.norm <- calcNormFactors(myDGEList.filtered, method = "TMM")
log2.cpm.filtered.norm <- cpm(myDGEList.filtered.norm, log=TRUE)
log2.cpm.filtered.norm.df <- as_tibble(log2.cpm.filtered.norm, rownames = "geneID")
colnames(log2.cpm.filtered.norm.df) <- c("geneID", sampleLabels)
log2.cpm.filtered.norm.df.pivot <- pivot_longer(log2.cpm.filtered.norm.df,
                                                cols = B6_ECM_1:MRL_S_3,
                                                names_to = "samples",
                                                values_to = "expression")

p3 <- ggplot(log2.cpm.filtered.norm.df.pivot) +
  aes(x=samples, y=expression, fill=samples) +
  geom_violin(trim = FALSE, show.legend = FALSE) +
  stat_summary(fun = "median",
              geom = "point",
              shape = 95,
              size = 10,
              color = "black",
              show.legend = FALSE) +
  labs(y="log2 expression", x = "sample",
       title="Log2 Counts per Million (CPM)",
       subtitle="filtered, TMM normalized",
       caption=paste0("produced on ", Sys.time()))+
  theme_bw()+
  theme(axis.text.x=element_text(angle=90))

plot_grid(p1, p2, p3, labels = c('A', 'B', 'C'), label_size = 12)

```

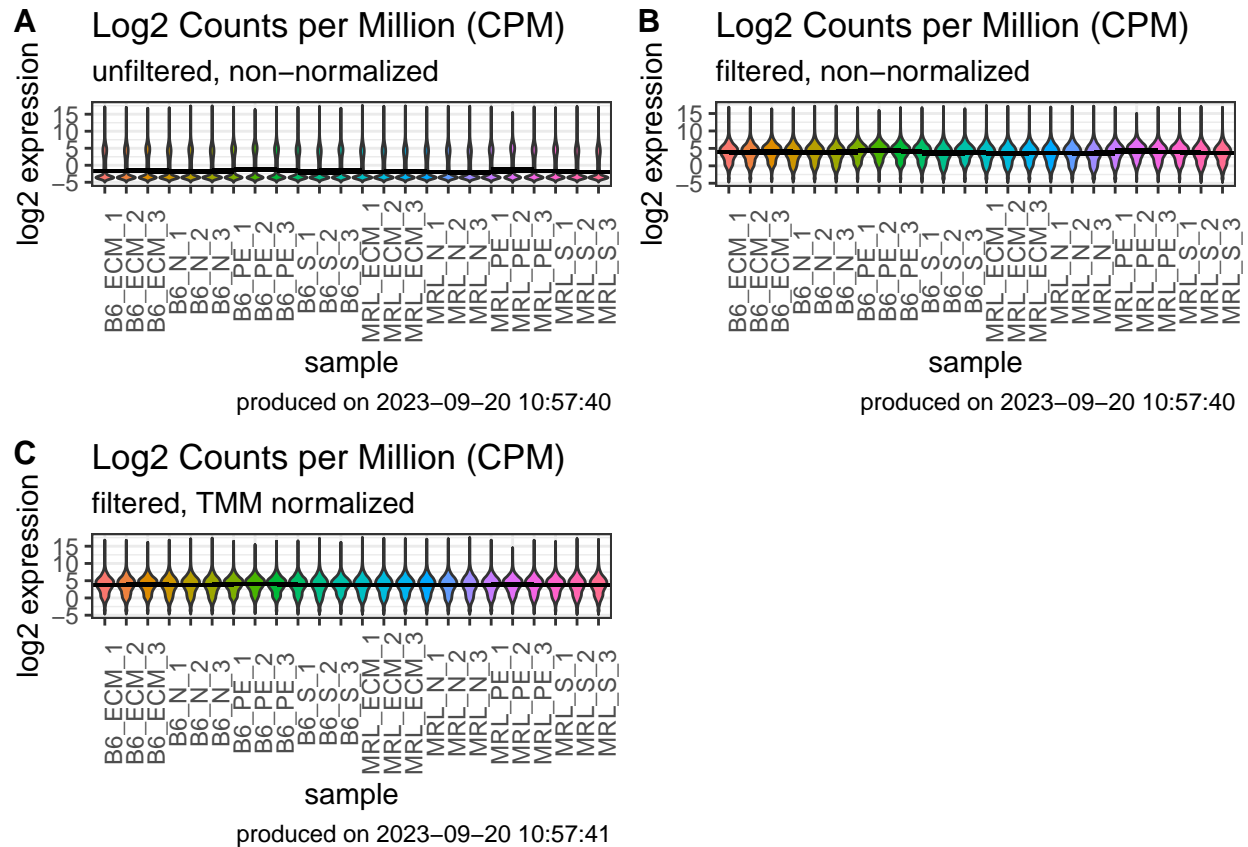

## 6 Data Analysis

### 6.1 PCA plot

```
group <- targets$group
group <- factor(group)

pca.res <- prcomp(t(log2.cpm.filtered.norm), scale.=F, retx=T)
pc.var <- pca.res$sdev^2
pc.per <- round(pc.var/sum(pc.var)*100, 1)
pca.res.df <- as_tibble(pca.res$x)
pca.plot <- ggplot(pca.res.df) +
  aes(x=PC1, y=PC2, label=sampleLabels, color = group) +
  geom_point(size=4) +
  stat_ellipse() +
  xlab(paste0("PC1 (", pc.per[1], "%", ")")) +
  ylab(paste0("PC2 (", pc.per[2], "%", ")")) +
  labs(title="PCA plot",
       caption=paste0("produced on ", Sys.time())) +
  coord_fixed() +
```

```
theme_bw()
pca.plot
```

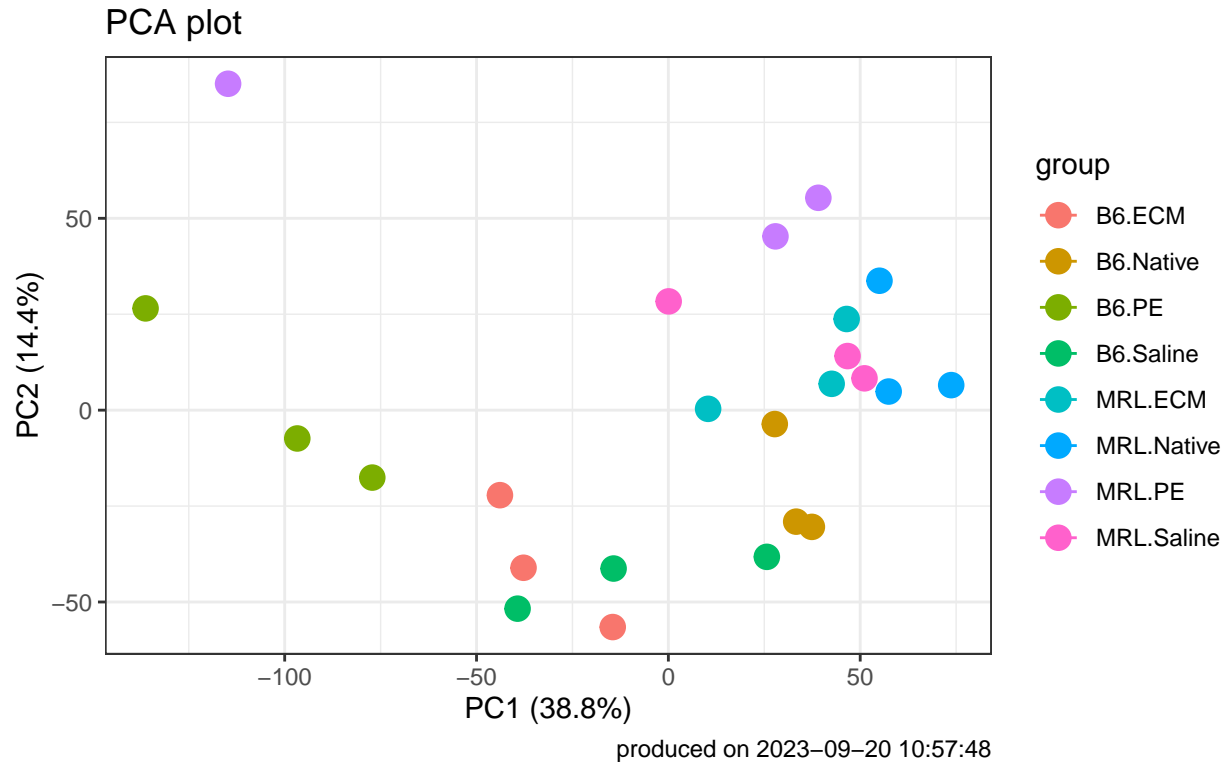

## 6.2 Volcano plot- Differential expression analysis: B6 vs MRL Saline

```
group <- factor(targets$group)
design <- model.matrix(~0 + group)
colnames(design) <- levels(group)

v.DEGList.filtered.norm <- voom(myDGEList.filtered.norm, design, plot = TRUE)
```

**voom: Mean–variance trend**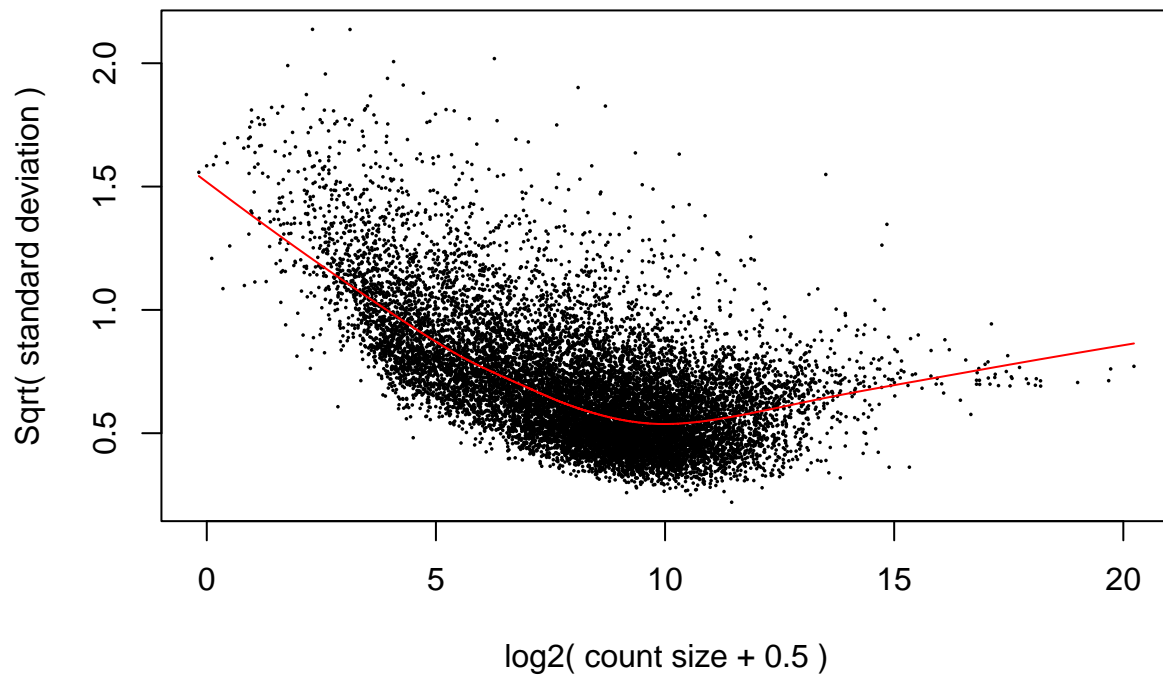

```
fit <- lmFit(v.DEGList.filtered.norm, design)
contrast.matrix <- makeContrasts(genotype1 = B6.Native - MRL.Native,
                                genotype2 = B6.Saline - MRL.Saline,
                                genotype3 = B6.PE - MRL.PE,
                                genotype4 = B6.ECM - MRL.ECM,
                                levels=design)
fits <- contrasts.fit(fit, contrast.matrix)
ebFit <- eBayes(fits)

myTopHits <- topTable(ebFit, adjust = "BH", coef=2, number=40000, sort.by="logFC")
myTopHits.df <- myTopHits %>%
  as_tibble(rownames = "geneID")

keyvals <- ifelse(
  myTopHits$logFC < -2, 'cornflowerblue',
  ifelse(myTopHits$logFC > 2, 'salmon',
    'black'))
keyvals[is.na(keyvals)] <- 'black'
names(keyvals)[keyvals == 'salmon'] <- 'high'
names(keyvals)[keyvals == 'black'] <- 'mid'
names(keyvals)[keyvals == 'cornflowerblue'] <- 'low'

EnhancedVolcano(myTopHits.df,
  lab = rownames(myTopHits),
  x = 'logFC',
  y = 'adj.P.Val',
```

```

title = NULL,
subtitle= NULL,
caption = NULL,
xlim = c(-11,11),
ylim = c(0,12),
xlab = bquote(~Log[2]~ 'fold change'),
ylab = bquote(~-Log[10]~ 'FDR'),
pCutoff = 0.01,
FCcutoff = 2.0,
pointSize = 5.0,
labSize = 4.0,
colAlpha = 1,
colCustom = keyvals,
cutoffLineType = 'blank',
legendPosition = 'none',
#legendLabSize = 14,
#legendIconSize = 4.0,
#colGradient = c('red3', 'royalblue'),
drawConnectors = FALSE,
#widthConnectors = 0.75,
gridlines.major = FALSE,
gridlines.minor = FALSE)

```

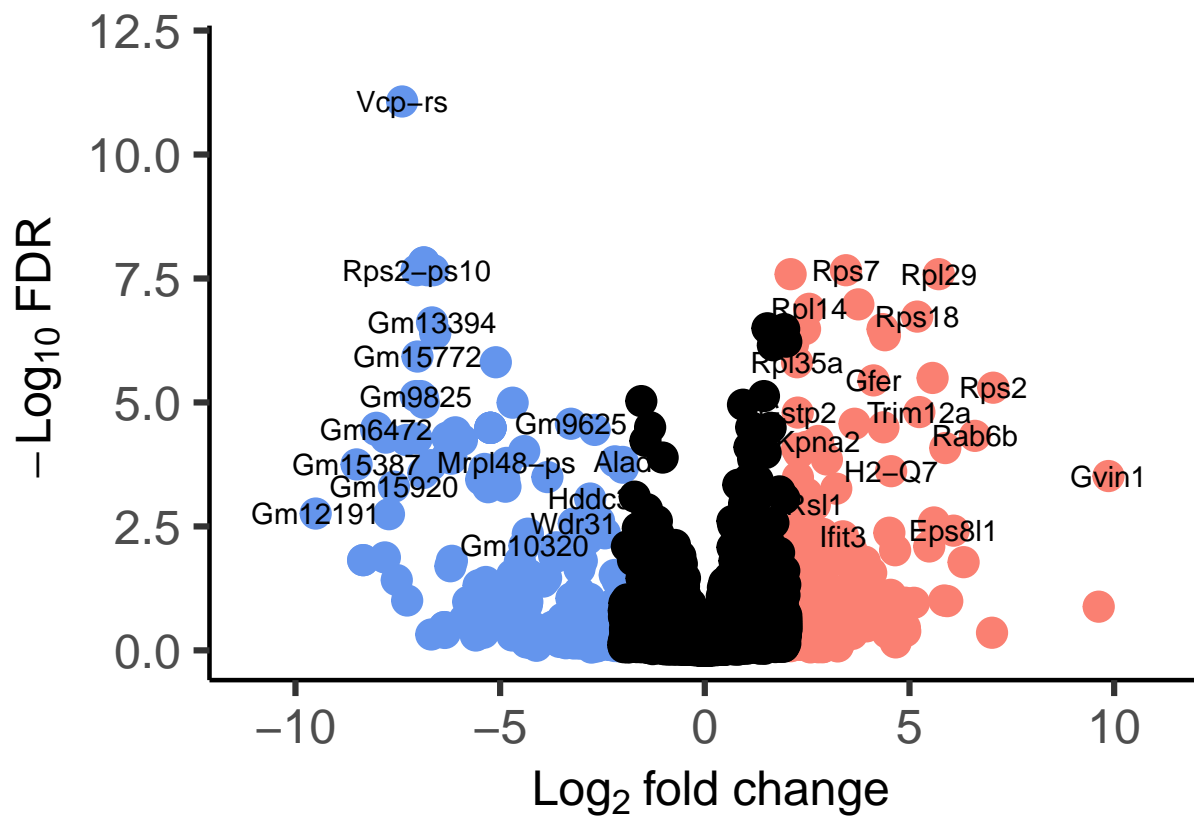

### 6.3 Heatmap: Top 50 differentially expressed genes- B6 vs MRL Uninjured

```
myheatcolors3 <- brewer.pal(name="RdYlBu", n=10)
results <- decideTests(ebFit, method="separate", adjust.method="BH", p.value=0.05, lfc=1)
colnames(v.DEGList.filtered.norm$E) <- sampleLabels
diffGenes <- v.DEGList.filtered.norm$E[results[,3] !=0,]
diffGenes2 <- diffGenes[1:50,c(4,5,6,16,17,18)]
pheatmap(diffGenes2,
  color= myheatcolors3, scale="row", cluster_rows = TRUE, cluster_cols = TRUE,
  clustering_distance_rows = "euclidean", clustering_distance_cols = "euclidean",
  clustering_method = "complete", show_rownames = TRUE, annotation_names_row = TRUE, fontsize_row
```

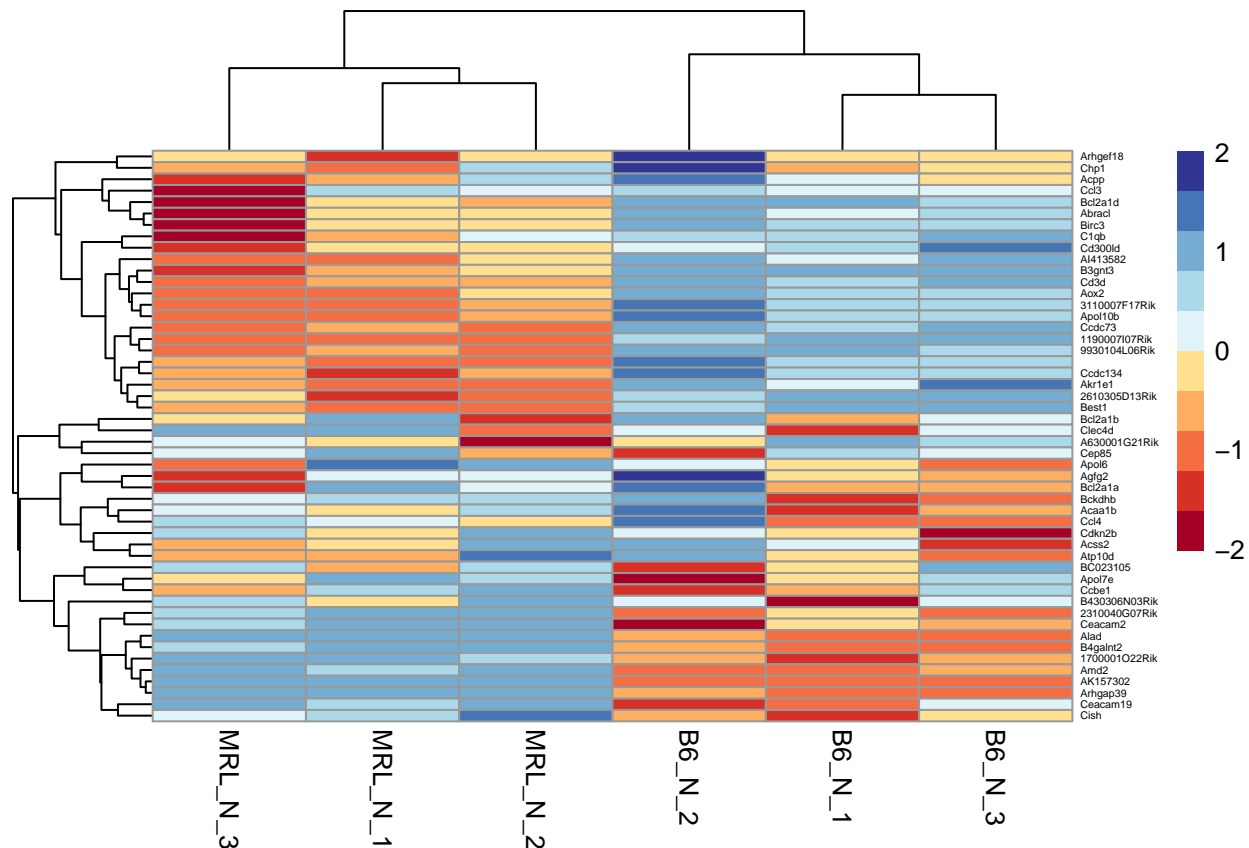

### 6.4 Gene Ontology and Pathway Assignment: Saline

```
myTopHits <- topTable(ebFit, adjust = "BH", coef=2, number=250, sort.by="logFC")
myTopHits.df <- myTopHits %>%
  as_tibble(rownames = "geneID")
gost.res <- gost(rownames(myTopHits), organism = "mmusculus", correction_method = "fdr")
gost1 <- gostplot(gost.res, interactive = F, capped = F)

publish_gostplot(
  gost1,
```

```
#highlight_terms = c("GO:"),
filename = NULL,
width = NA,
height = NA)
```

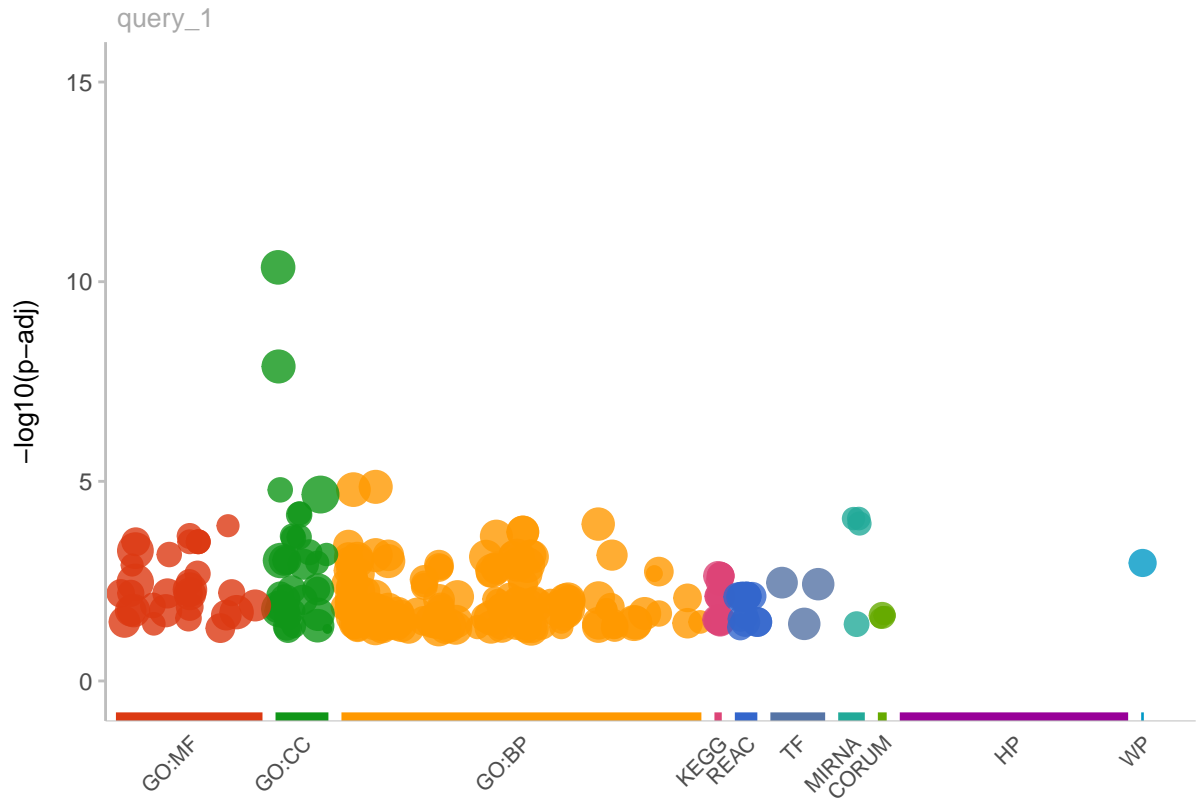

## 6.5 Gene Set Enrichment Analysis- B6 vs MRL: Saline

```
myTopHits.Saline <- topTable(ebFit, adjust = "BH", coef=2, number=5000, sort.by="logFC")
myTopHits.Saline.df <- myTopHits.Saline %>%
  as_tibble(rownames = "geneID")
hs_gsea <- msigdb(species = "Mus musculus")
hs_gsea %>%
  dplyr::distinct(gs_cat, gs_subcat) %>%
  dplyr::arrange(gs_cat, gs_subcat)

hs_gsea_c2 <- msigdb(species = "Mus musculus",
                     category = "C2") %>%
  dplyr::select(gs_name, gene_symbol)

mydata.Saline.df.sub <- dplyr::select(myTopHits.Saline.df, geneID, logFC)

mydata.gsea.Saline <- mydata.Saline.df.sub$logFC
names(mydata.gsea.Saline) <- as.character(mydata.Saline.df.sub$geneID)
```

```
mydata.gsea.Saline <- sort(mydata.gsea.Saline, decreasing = TRUE)

set.seed(1234)
myGSEA.res.Saline <- GSEA(mydata.gsea.Saline, TERM2GENE=hs_gsea_c2, verbose=FALSE, seed= TRUE)
myGSEA.Saline.df <- as_tibble(myGSEA.res.Saline@result)

GSEA1<- gseaplot2(myGSEA.res.Saline,
  geneSetID =14,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

GSEA2 <- gseaplot2(myGSEA.res.Saline,
  geneSetID =24,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

GSEA3 <- gseaplot2(myGSEA.res.Saline,
  geneSetID =34,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

plot_grid(GSEA1, GSEA2, GSEA3, labels = c('Ichiba-GVHD', 'Dauer-Stat3 targets', 'Sana- Response to IFNg'))
```

## 6.6 Gene Set Enrichment Analysis- B6 vs MRL: PE

```
myTopHits.PE <- topTable(ebFit, adjust = "BH", coef=3, number=5000, sort.by="logFC")
myTopHits.PE.df <- myTopHits.PE %>%
  as_tibble(rownames = "geneID")
hs_gsea <- msigdbr(species = "Mus musculus")
hs_gsea %>%
  dplyr::distinct(gs_cat, gs_subcat) %>%
  dplyr::arrange(gs_cat, gs_subcat)

hs_gsea_c2 <- msigdbr(species = "Mus musculus",
  category = "C2") %>%
  dplyr::select(gs_name, gene_symbol)

mydata.PE.df.sub <- dplyr::select(myTopHits.PE.df, geneID, logFC)

mydata.gsea.PE <- mydata.PE.df.sub$logFC
names(mydata.gsea.PE) <- as.character(mydata.PE.df.sub$geneID)
mydata.gsea.PE <- sort(mydata.gsea.PE, decreasing = TRUE)

set.seed(1234)
myGSEA.res.PE <- GSEA(mydata.gsea.PE, TERM2GENE=hs_gsea_c2, verbose=FALSE, seed = TRUE)
myGSEA.PE.df <- as_tibble(myGSEA.res.PE@result)
```

```

myGSEA.res.PE

GSEA4 <- gseaplot2(myGSEA.res.PE,
  geneSetID =48,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

GSEA5 <- gseaplot2(myGSEA.res.PE,
  geneSetID =15,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

GSEA6 <- gseaplot2(myGSEA.res.PE,
  geneSetID =7,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

plot_grid(GSEA4, GSEA5, GSEA6, labels = c('Li-Adipogenesis by activated Pparg', 'Reactome-Neutrophil De

myGSEA.PE.df <- myGSEA.PE.df %>%
  mutate(phenotype = case_when(
    NES > 0 ~ "B6.PE",
    NES <= 0 ~ "MRL.PE"))

ggplot(myGSEA.PE.df[c(8,13,20,23,102,107,124,127,160,282),], aes(x=phenotype, y=ID)) +
  geom_point(aes(size=setSize, color = p.adjust)) +
  scale_color_gradient(low="blue", high="red") +
  #theme_calc() +
  theme(legend.position="right", axis.title = element_text(size = 10),
    panel.background = element_blank(),
    panel.border = element_blank(),
    panel.grid.major = element_blank(),
    panel.grid.minor = element_blank(), legend.text = element_text(size = 10),
    axis.text.x=element_text(size=13, colour = "black"),
    axis.text.y = element_text(size=8, colour = "black"),
    axis.ticks = element_blank())

```

## 6.7 ImmQuant scores and gene signatures correlation plot: PE

```

M <- read_tsv("Correlation plot data PE adipogenesis.txt")

M1 <- as_data_frame(M)
M2 <- cor(M1[sapply(M1, is.numeric)], method="spearman")

corrplot(M2, order = 'AOE', type = 'lower', tl.col= 'black', diag= FALSE)

```

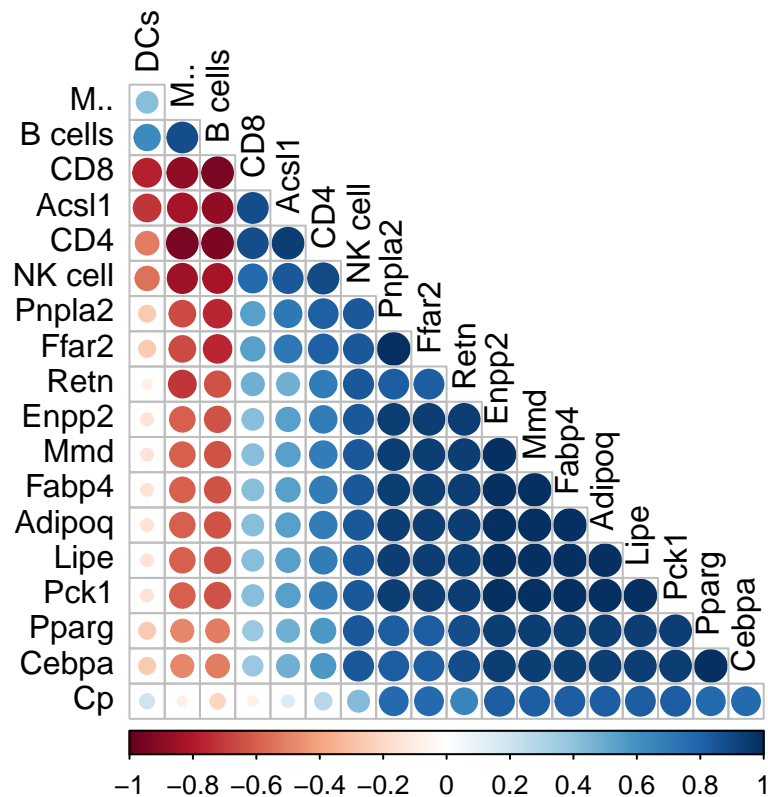

## 6.8 Heatmap of differentially expressed genes: ECM vs PE

```
myheatcolors2 <- colorRampPalette(colors=c("darkmagenta","black","gold"))(100)

mySelectedGenes <- read_tsv("Heatmap_genes_PE_ECM.txt")

HM1 <- mySelectedGenes %>% remove_rownames %>% column_to_rownames(var="geneID")

HM1.matrix <- as.matrix(HM1)
heatmap.2(HM1.matrix,
  Rowv=FALSE, Colv=FALSE,
  col=myheatcolors2,
  scale="row", density.info="none",
  trace="none", labCol=NA,
  cexRow=0.75, cexCol=1, margins=c(8,20), key = T)
```

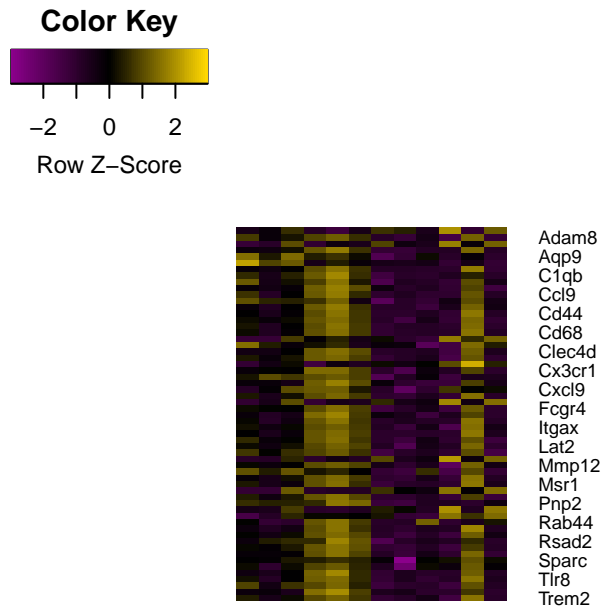

## 6.9 Gene Set Enrichment Analysis- B6 vs MRL: ECM

```
myTopHits.ECM <- topTable(ebFit, adjust = "BH", coef = 4, number = 5000, sort.by = "logFC")
myTopHits.ECM.df <- myTopHits.ECM %>%
  as_tibble(rownames = "geneID")
hs_gsea <- msigdbr(species = "Mus musculus")
hs_gsea %>%
  dplyr::distinct(gs_cat, gs_subcat) %>%
  dplyr::arrange(gs_cat, gs_subcat)

hs_gsea_c2 <- msigdbr(species = "Mus musculus",
                      category = "C2") %>%
  dplyr::select(gs_name, gene_symbol)

mydata.df.ECM.sub <- dplyr::select(myTopHits.ECM.df, geneID, logFC)

mydata.gsea.ECM <- mydata.df.ECM.sub$logFC
names(mydata.gsea.ECM) <- as.character(mydata.df.ECM.sub$geneID)
mydata.gsea.ECM <- sort(mydata.gsea.ECM, decreasing = TRUE)

set.seed(1234)

myGSEA.res.ECM <- GSEA(mydata.gsea.ECM, TERM2GENE = hs_gsea_c2, verbose = FALSE, seed = TRUE)
myGSEA.ECM.df <- as_tibble(myGSEA.res.ECM$result)
```

```

myGSEA.res.ECM

GSEA7 <- gseaplot2(myGSEA.res.ECM,
  geneSetID =44,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

GSEA8 <- gseaplot2(myGSEA.res.ECM,
  geneSetID =86,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

GSEA9 <- gseaplot2(myGSEA.res.ECM,
  geneSetID =90,
  base_size = 7,
  color = "blue",
  pvalue_table = FALSE)

plot_grid(GSEA7, GSEA8, GSEA9, labels = c('Naba-Matrisome', 'KEGG-Asthma', 'Rutella- Response to HGF Up

myGSEA.ECM.df <- myGSEA.ECM.df %>%
  mutate(phenotype = case_when(
    NES > 0 ~ "B6.ECM",
    NES <= 0 ~ "MRL.ECM"))

ggplot(myGSEA.ECM.df[c(22,38,40,60,67,68,76,83,91,102,92),], aes(x=phenotype, y=ID)) +
  geom_point(aes(size=setSize, color = p.adjust)) +
  scale_color_gradient(low="blue", high="red") +
  #theme_calc() +
  theme(legend.position="right", axis.title = element_text(size = 10),
    panel.background = element_blank(),
    panel.border = element_blank(),
    panel.grid.major = element_blank(),
    panel.grid.minor = element_blank(), legend.text = element_text(size = 10),
    axis.text.x=element_text(size=13, colour = "black"),
    axis.text.y = element_text(size=8, colour = "black"),
    axis.ticks = element_blank())

```

## 6.10 ImmQuant scores and gene signatures correlation plot: ECM

```

M <- read_tsv("Correlation plot data ECM HGF.txt")

M1 <- as_data_frame(M)
M2 <- cor(M1[sapply(M1, is.numeric)], method="spearman")

corrplot(M2, order = 'AOE', type = 'lower', tl.col= 'black', diag= FALSE)

```

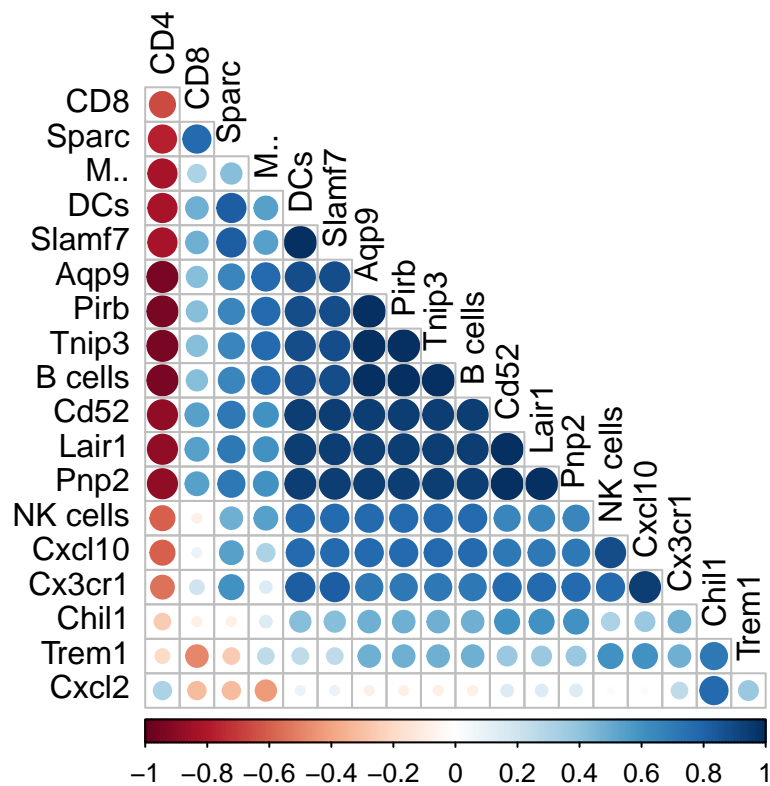

### 6.11 Interaction plot- PE: Immune Cell Targets and Adipogenesis

```
df <- read_tsv("PE interaction plot data.txt")
grid.col = c(Pparg = "grey",
             Acs11 = "grey",
             Cebpa = "grey",
             Cp = "grey",
             Pnpla2 = "grey",
             Mmd = "grey",
             Fabp4 = "grey",
             Adipoq = "grey",
             Pck1 = "grey",
             Adam8 = "skyblue2",
             Arg1 = "lightcoral",
             Bln = "skyblue2",
             Cd44 = "lightcoral",
             Cd53 = "lightcoral",
             Cd68 = "lightcoral",
             Clec7a = "lightcoral",
             Cxcl2 = "lightcoral",
             Il1b = "skyblue2",
             Itgam = "lightcoral",
             Itgax = "lightcoral",
             Itgb2 = "skyblue2",
```

```

Lat2 = "skyblue2",
Rab44 = "skyblue2",
Rac2 = "lightcoral",
Tlr2= "skyblue2",
Tlr8= "skyblue2",
Trem2= "lightcoral")
circos.clear()
par(cex=1)
circos.par(gap.after = c("Pparg"=1, "Acs11"=1, "Cebpa"=1, "Cp"=12, "Pnpla2"=1, "Mmd"=1, "Fabp4"=1, "Adipoq"=1,
                        "Lat2"=1, "Rab44"=1, "Tlr2"=1, "Tlr8"=12, "Arg1"=1, "Cd44"=1, "Cd53"=1, "Cd68"=1))
chordDiagram(df, grid.col = grid.col, annotationTrack = c("name", "grid"),
            order = c("Pparg", "Acs11", "Cebpa", "Pnpla2", "Mmd", "Fabp4", "Adipoq", "Pck1", "Cp", "Adam8", "Il1b", "Il6",
                    "Tlr8", "Tlr2", "Clec7a", "Cxcl2", "Itgam", "Itga2", "Rac2Trem2", "Cd44", "Cd53", "Cd68", "Arg1", "Lat2", "Rab44", "Tlr2", "Tlr8", "Arg1", "Cd44", "Cd53", "Cd68", "Clec7a", "Cxcl2"))

```

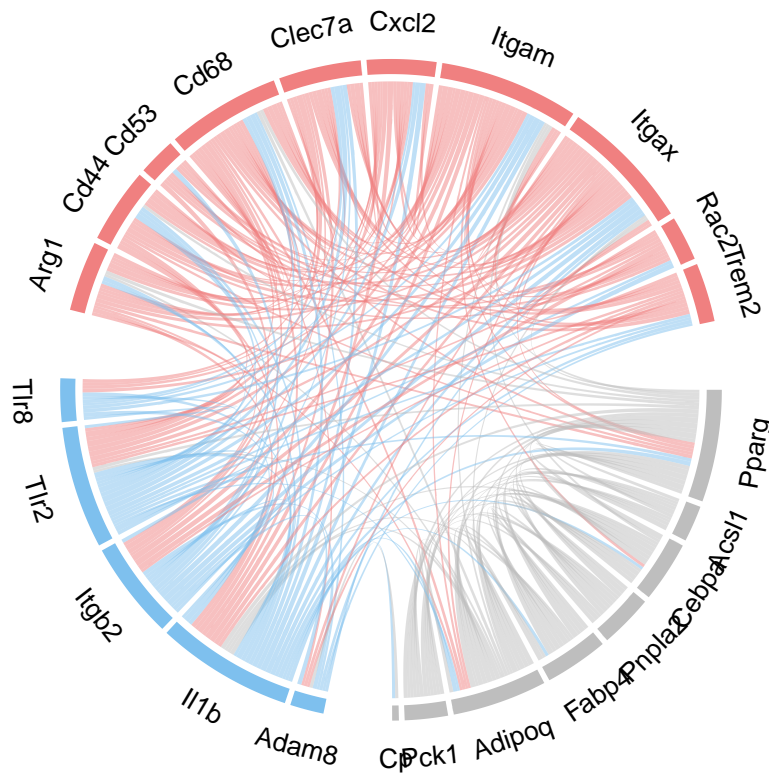

## 6.12 Interaction plot- ECM:HGF response and Eosinophil gene set

```

df2 <- read_tsv("ECM interactions plot4.txt")

grid.col2 = c(Mmp13="mediumpurple2",
Mmp12="mediumpurple2",
Adam8="mediumpurple2",
Cxcl2="mediumpurple2",

```

```
Cxcl10="mediumpurple2",
Col8a2="forestgreen",
Col23a1="forestgreen",
Col16a1="forestgreen",
Col6a5="forestgreen",
Col1a1="forestgreen",
Col4a3="forestgreen",
Col8a1="forestgreen",
Prg4="thistle3",
Cd40="thistle3",
Cd80="thistle3",
Lair1="thistle3",
Chil1="thistle3",
Cd84="thistle3")

circos.clear()
par(cex=1)

circos.par(gap.after = c("Mmp13"=1,
"Mmp12"=1,
"Adam8"=1,
"Cxcl2"=1,
"Cxcl10"=12,
"Col8a2"=1,
"Col23a1"=1,
"Col16a1"=1,
"Col6a5"=1,
"Col1a1"=1,
"Col4a3"=1,
"Col8a1"=12,
"Prg4"=1,
"Cd40"=1,
"Cd80"=1,
"Lair1"=1,
"Chil1"=1,
"Cd84"=12))

chordDiagram(df2, grid.col = grid.col2, annotationTrack = c("name", "grid"),
             order = c("Mmp13",
"Mmp12",
"Adam8",
"Cxcl2",
"Cxcl10",
"Col8a2",
"Col23a1",
"Col16a1",
"Col6a5",
"Col1a1",
"Col4a3",
"Col8a1",
"Prg4",
"Cd40",
"Cd80",
```

```
"Lair1",
"Chil1",
"Cd84"))
```

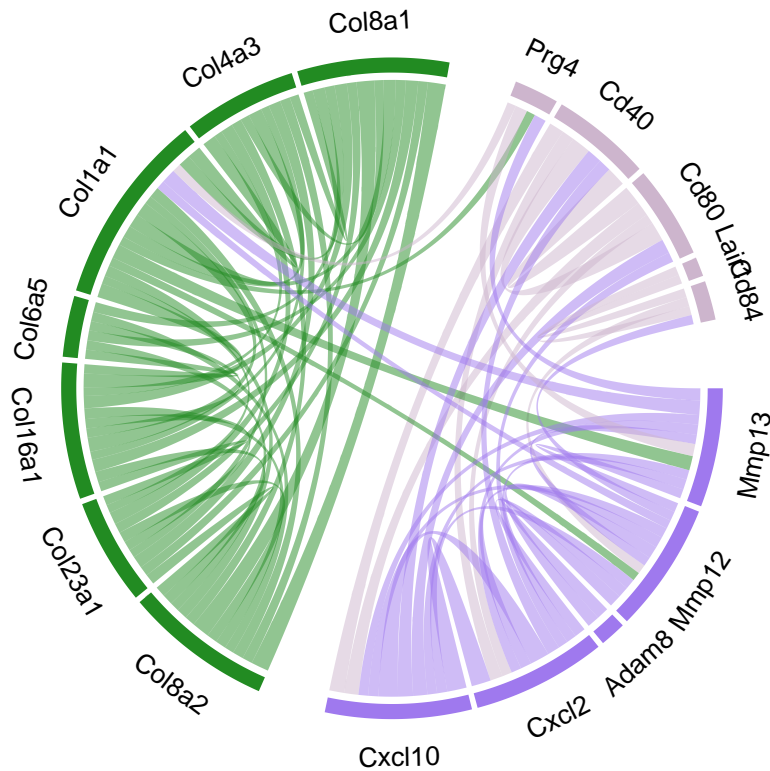

### 6.13 Ternary plot: M1 vs M2 : Coates macrophage gene set

```
library(ggtern)

Data.M1M2.MRL <- read_tsv("M1M2_MRL_ternary.txt")

Data.M1M2.MRL <- subset(Data.M1M2.MRL, !rowSums(Data.M1M2.MRL < 0))

plot11 <- ggtern(data = Data.M1M2.MRL,
  aes(ECM, PE, Control))+
  stat_density_tern(geom = 'polygon',
    n = 205,
    bdl = 0.020,
    contour = TRUE,
    aes(fill = ..level..,
      alpha = ..level..)) +
  geom_point(size=2, alpha= 0.5) +

  theme_rgbw(base_size = 14) +
```

```

scale_fill_gradient(low = "blue",high = "red") +
guides(color = "none", fill = "none", alpha= "none")

plot11_tern <- plot11 + geom_text(data=~subset(.,geneID %in% c("Arg1","Tjp2","Uchl1", "Chil3", "Ada","M
aes(label=geneID),hjust=-0.2 , vjust=0.2 ,size=5)+

theme_nomask()

Data.M1M2.B6 <- read_tsv("M1M2_B6_ternary.txt")

Data.M1M2.B6 <- subset(Data.M1M2.B6, !rowSums(Data.M1M2.B6 < 0))

plot12 <- ggtern(data = Data.M1M2.B6,
aes(ECM, PE, Control))+
stat_density_tern(geom = 'polygon',
n = 205,
bdl = 0.020,
contour = TRUE,
aes(fill = ..level..,
alpha = ..level..)) +
geom_point(size=2, alpha=0.5) +

theme_rgbw(base_size = 14) +
scale_fill_gradient(low = "blue",high = "red") +
guides(color = "none", fill = "none", alpha= "none")

plot12_tern <- plot12 + geom_text(data=~subset(.,geneID %in% c("Arg1","Tjp2","Uchl1", "Chil3", "Ada","M
aes(label=geneID),hjust=-0.2 , vjust=0.2 ,size=5)+

theme_nomask()

plot11_tern

```

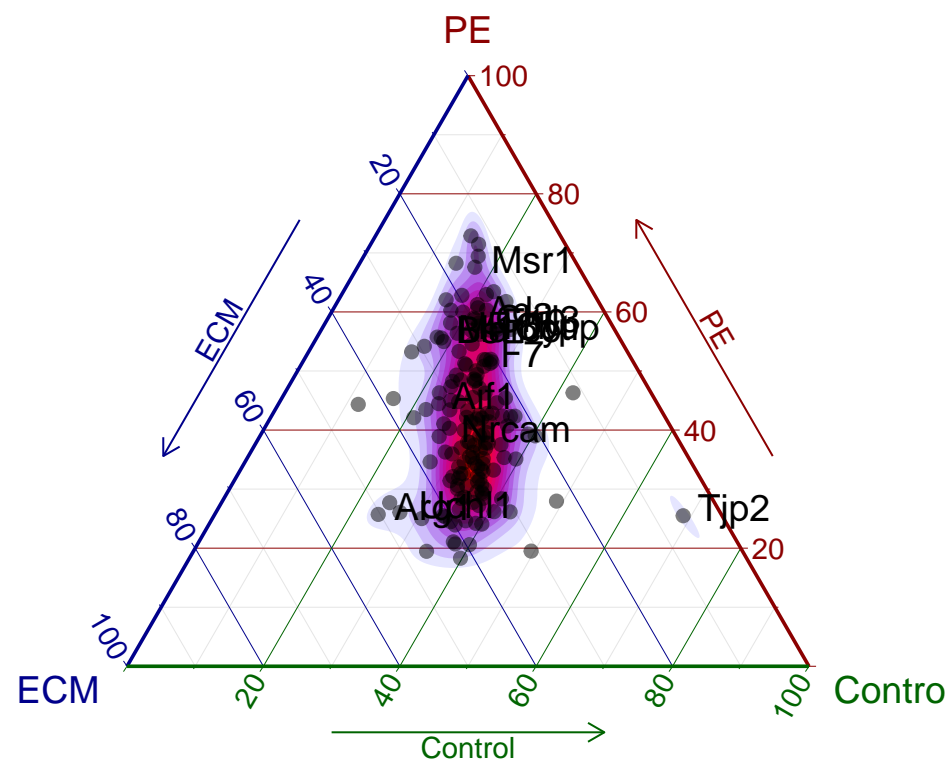

plot12\_tern

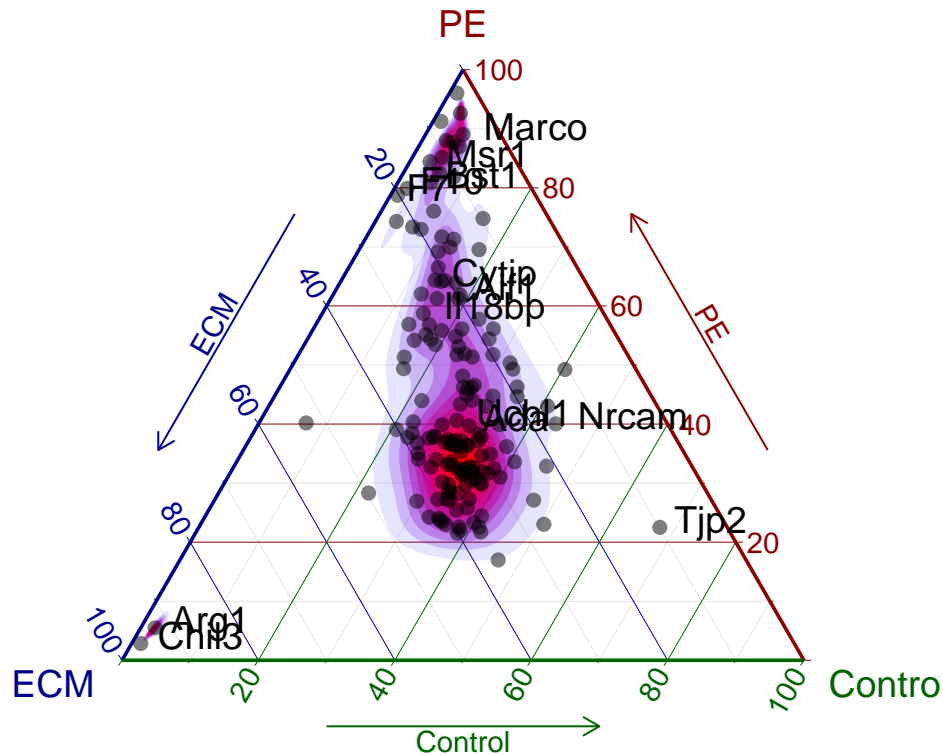

#### 6.14 Ternary plot: Neutrophil gene set

```
Data.Neuts.B6 <- read_tsv("Neuts_B6_ternary2.txt")
plot13 <- ggtern(data = Data.Neuts.B6,
  aes(ECM, PE, Control))+
  stat_density_tern(geom = 'polygon',
    n = 205,
    bdl = 0.020,
    contour = TRUE,
    aes(fill = ..level..,
      alpha = ..level..)) +
  geom_point(size=2, alpha=0.5) +

  theme_rbw(base_size = 14) +
  scale_fill_gradient(low = "blue",high = "red") +
  guides(color = "none", fill = "none", alpha = "none")

plot13_tern <- plot13 +
  geom_text(data = ~subset(., geneID %in% c("Ccl19", "Ccr2", "Ccl18", "Ccl12", "Ctsb", "Adam8")), size = 5,
    aes(label = geneID, hjust = -0.1, vjust = -0.1)) +
  geom_text(data = ~subset(., geneID %in% c("Cxcl12", "Cybb", "Icam1", "Mmp9", "Myd88")), size = 5,
    aes(label = geneID, hjust = 0.2, vjust = 0.4)) +
  geom_text(data = ~subset(., geneID %in% c("Ccl25")), size = 5,
    aes(label = geneID, hjust = 0.5, vjust = 0.5)) +
```

```
theme_nomask()

Data.Neuts.MRL <- read_tsv("Neuts_MRL_ternary2.txt")
plot14 <- ggtern(data = Data.Neuts.MRL,
  aes(ECM, PE, Control))+
  stat_density_tern(geom = 'polygon',
    n = 205,
    bdl = 0.020,
    contour = TRUE,
    aes(fill = ..level..,
      alpha = ..level..)) +
  geom_point(size=2, alpha=0.5) +

  theme_rgbw(base_size = 14) +
  scale_fill_gradient(low = "blue",high = "red") +
  guides(color = "none", fill = "none", alpha = "none")

plot14_tern <- plot14 +
  geom_text(data = ~subset(., geneID %in% c("Ccl19", "Ccr2", "Ccl18", "Ccl12", "Ctsb", "Adam8")), size = 5,
    aes(label = geneID, hjust = -0.1, vjust = -0.1)) +
  geom_text(data = ~subset(., geneID %in% c("Cxcl2", "Cybb", "Icam1", "Mmp9", "Myd88")), size = 5,
    aes(label = geneID, hjust = 0.2, vjust = 0.4)) +
  geom_text(data = ~subset(., geneID %in% c("Ccl25")), size = 5,
    aes(label = geneID, hjust = 0.5, vjust = 0.5)) +
  theme_nomask()

plot13_tern
```

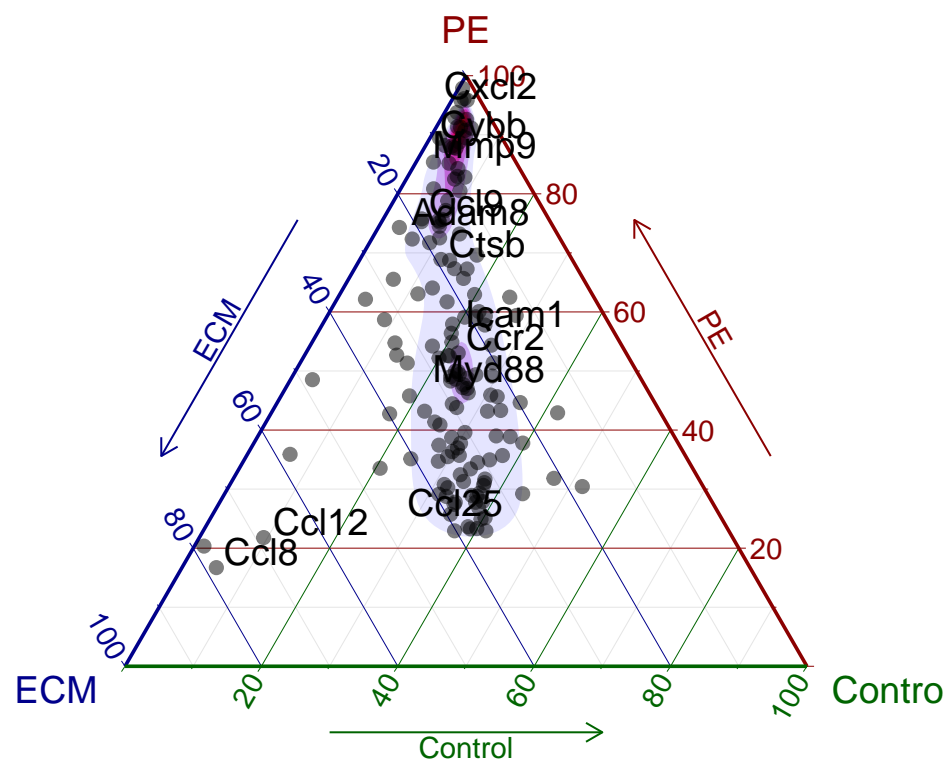

plot14\_tern

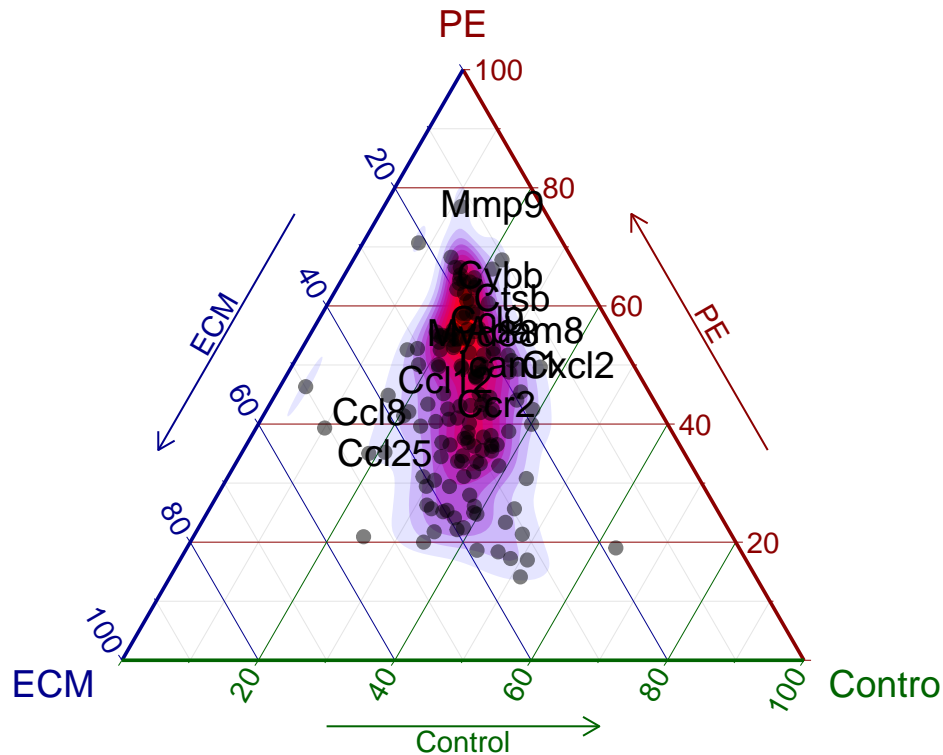

### 6.15 Ternary plot: Eosinophils gene set

```
Data.Eos.B6 <- read_tsv("Eos_B6_ternary.txt")
plot15 <- ggtern(data = Data.Eos.B6,
  aes(ECM, PE, Control)) +
  stat_density_tern(geom = 'polygon',
    n = 205,
    bdl = 0.020,
    contour = TRUE,
    aes(fill = ..level..,
      alpha = ..level..)) +
  geom_point(size=2, alpha=0.5) +

  theme_rbw(base_size = 14) +
  scale_fill_gradient(low = "blue", high = "red") +
  guides(color = "none", fill = "none", alpha = "none")

plot15_tern <- plot15 +
  geom_text(data = ~subset(., geneID %in% c("Ccl12", "Ccl8", "Ccr2", "F2r11", "Cd300a", "Adam8")), size = 5,
    aes(label = geneID, hjust = -0.1, vjust = -0.1)) +
  geom_text(data = ~subset(., geneID %in% c("Gata2", "Ccl19", "Ptger2", "Ccl2", "Cx3cl1")), size = 5,
    aes(label = geneID, hjust = 0.2, vjust = 0.4)) +
  geom_text(data = ~subset(., geneID %in% c("Ccl25")), size = 5,
    aes(label = geneID, hjust = 0.5, vjust = 0.5)) +
```

```
theme_nomask()

Data.Eos.MRL <- read_tsv("Eos_MRL_ternary.txt")
plot16 <- ggtern(data = Data.Eos.MRL,
  aes(ECM, PE, Control))+
  stat_density_tern(geom = 'polygon',
    n = 205,
    bdl = 0.020,
    contour = TRUE,
    aes(fill = ..level..,
      alpha = ..level..)) +
  geom_point(size=2, alpha=0.5) +

  theme_rgbw(base_size = 14) +
  scale_fill_gradient(low = "blue",high = "red") +
  guides(color = "none", fill = "none", alpha = "none")

plot16_tern <- plot16 +
  geom_text(data = ~subset(., geneID %in% c("Ccl12", "Ccl8", "Ccr2", "F2r11", "Cd300a", "Adam8")), size
    aes(label = geneID, hjust = -0.1, vjust = -0.1)) +
  geom_text(data = ~subset(., geneID %in% c("Gata2", "Ccl9", "Ptger2", "Ccl2", "Cx3cl1")), size =5,
    aes(label = geneID, hjust = 0.2, vjust = 0.4)) +
  geom_text(data = ~subset(., geneID %in% c("Ccl25")), size =5,
    aes(label = geneID,hjust = 0.5, vjust =0.5)) +
  theme_nomask()

plot15_tern
```

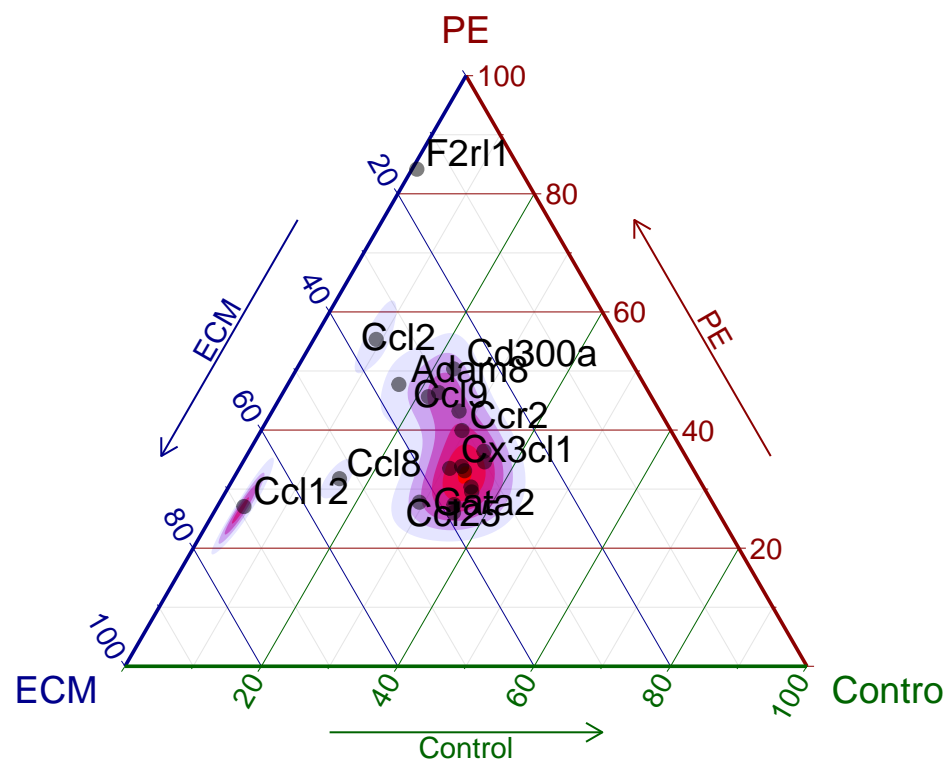

plot16\_tern

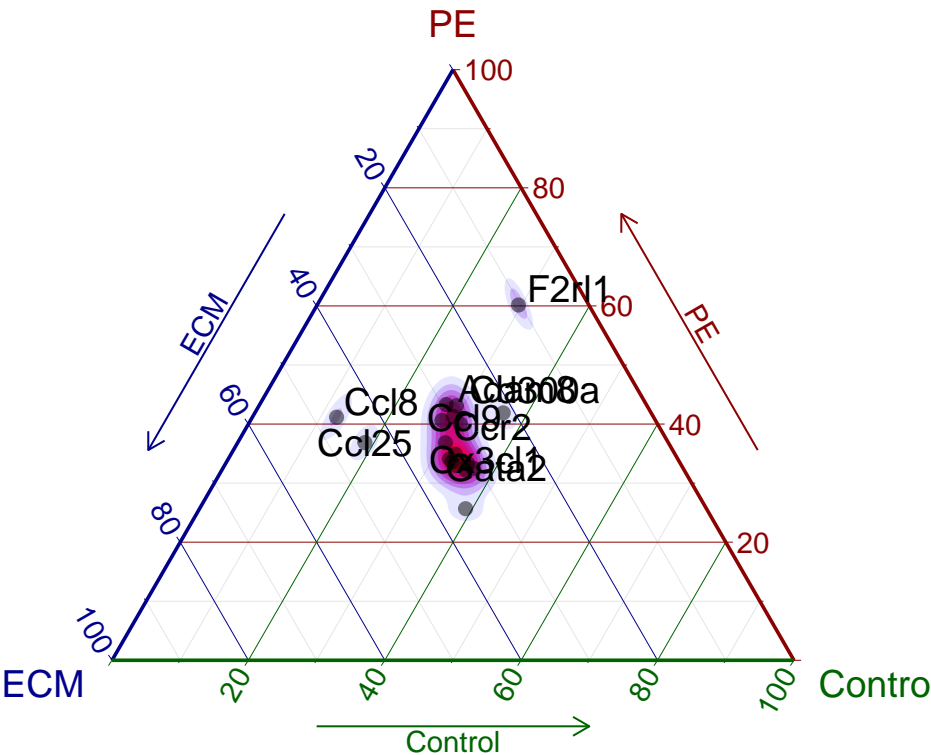

**Supplement:** Supplementary file 1 — Supporting Information

How the deposited data were processed for this re-analysis (not part of the article)

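Quadriceps muscle of 2 mouse strains, C57BL/6 (B6) and MRL/MpJ (MRL), was sequenced as bulk RNA in 24 libraries. Each strain had 4 treatments (uninjured, a saline-treated control injury, ECM and PE), with 3 libraries per group, and injured muscle was collected 21 days post-injury. The authors quantified transcripts with kallisto against the Ensembl mouse cDNA and summed them to genes with tximport on the lengthScaledTPM scale. The authors kept genes with more than 1 CPM in at least 3 libraries, normalized the libraries with edgeR's TMM method and deposited log2 CPM values that carry edgeR's prior count of 2. The values are normalized and on the log2 scale, so no count model was fitted to them.

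The deposited matrix holds 14160 rows, of which 14159 carry a gene symbol and were analysed. The row without a symbol was left out. The lowest value, -3.65, marks a count of 0. From it and the CPM of the prior, 0.0795, the mean effective library size is 25149678 reads, and 3 counts correspond to 0.119 CPM. Linear CPM was recovered by removing the prior. The paper's Table S1 gives the reads per library. The smallest, median and largest numbers were 29612058, 30067196 and 30468441 in uninjured B6 mice, 25044049, 29484030 and 34568555 in saline-treated B6 mice, 27006422, 28875619 and 31221810 in ECM-treated B6 mice, and 23341152, 32820587 and 33383202 in PE-treated B6 mice. They were 36836367, 39984070 and 41136587 in uninjured MRL mice, 24880999, 34998055 and 36356638 in saline-treated MRL mice, 25466670, 26235642 and 31055947 in ECM-treated MRL mice, and 30143707, 30772510 and 35226447 in PE-treated MRL mice. The number of reads limits the precision of low levels, and 3 libraries per group limit the precision of every comparison. Symbols were matched to the GENCODE annotation of GRCm39, 13126 by their current symbol and 662 by an older one, and 371 had no match.

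Groups were compared in R 4.3.3 with limma 3.58.1 on the deposited log2 CPM, with 1 coefficient per group over all 24 libraries, empirical Bayes variances with a trend, 2-sided tests and Benjamini-Hochberg adjustment within each comparison. A gene was called at an adjusted p under 0.05. Gene lists were tested with camera at a preset correlation of 0.01 and with fry, adjusted over 22 tests. For lists that the study chose on these samples, the camera and fry p-values are not independent evidence. Single values were also compared with exact permutation tests, and correlations across libraries with 100000 permutations. The procedure was tested on simulated data with the design of the study. Of 14159 simulated genes, 200 were changed, and 86% of those changed by 3 on the log2 scale and 59% of those changed by 1.5 were called, with 6 false calls. Without changes 0 genes were called. The simulated noise was independent between genes and had no libraries lying apart from their group, so it does not give the error rate of the real libraries. Among other splits of the real libraries, the most calls were 663 after the control injury and 3518 with PE.

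Single genes were chosen among those that the study names in its text or labels in a figure panel for the comparison at hand. In addition, for each comparison of 2 groups, they were chosen among up to 5 genes higher and 5 lower with the largest absolute log2 fold change among called genes whose groups do not overlap, leaving out symbols of predicted genes, clones and pseudogenes. Genes named outside this rule, which are those of the milk proteins, the marker genes of cell types and the copies of other genes, were chosen after their values were seen. Not every gene under this rule is named in the text. Among those left out there, Ccr9 changed by -0.53 between PE-treated MRL and B6 mice (adjusted p = 0.619) and Adipoq by -1.48 between uninjured mice (adjusted p = 0.743). Genes that the study names and the matrix does not hold, such as Klra8 and Mpo, were not analysed. Gene lists came from the figures of the study (myogenesis, fibrosis, osteogenesis, adipogenic, HGF, immune, lipid-associated macrophage and M1/M2 genes, and the lists of Figures 1d, 6e and S10) or were compiled here (ribosomal proteins and their pseudogenes, MHC, oxidative phosphorylation, steroid and pyruvate metabolism, and markers of neutrophils, eosinophils, macrophages, adipocytes and muscle fibres). Of the 20 M1/M2 genes of Figures 4a and 4b, 9 were called between PE and the control injury in B6 mice, or 11 adjusted over the list alone, and 0 in MRL mice.

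Near-identical copies were found with BLAST 2.17.0 among the transcripts of the genes in the matrix, as matches of at least 90% identity over at least 50% of the shorter transcript. Figures and summaries used Python 3.11.15, Biopython 1.88, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Replicate numbers were checked for pairing through the correlation, across genes, of the residuals of libraries with the same number. Only in the PE comparison between strains were all 3 correlations above 0.1 (0.105, 0.532 and 0.439), so replicate number was fitted as a block only as an alternative, which called 409 genes there.

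The alternatives were a log2(CPM + 1) scale, a filter on genes with a mean log2 CPM of at least 1, libraries scaled to equal totals, quantile normalization, a constant variance prior, library weights, a replicate block, a fit of the compared groups alone, an added threshold of 1 on the absolute log2 fold change, linear CPM for the shares of treatments, Spearman's correlation, correlations without the 2 libraries farthest from the median, and each library left out in turn. Library weights came from limma's arrayWeights with its gene-by-gene method, because its default method did not converge. A term for the second sequencing index and correlations within 6 of the 8 second indexes were added after the values were seen. Flow cytometry and histology were left out because the matrix holds sequencing values alone. The tables behind the fold changes in the text of the paper were left out because the copy at hand was incomplete.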

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

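The tests of the milk protein genes, of a strain variant at Chil3 and Arg1 and of implant-site cells were chosen only after the results were seen. The tests of Chil3 and Arg1 against the second index and against macrophage markers, and of the neutrophil markers without Ltf and Lcn2, were set before those results were known.

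Milk protein genes, which the paper does not discuss, gave a signal in 18 of the 24 libraries. Csn3 (chromosome 5, 88073438 to 88080524) had a median of 66.9 CPM in these 18 libraries, from 36.6 to 151, and 0.0782 to 0.439 CPM in the other 6. The 6 libraries are replicates 1 and 2 of saline-treated B6 mice, replicate 3 of ECM-treated MRL mice, replicates 2 and 3 of uninjured MRL mice and replicate 1 of PE-treated MRL mice. They are all the libraries of 2 of the 8 second index sequences, each of which 3 libraries carry. A term for these indexes called 40 genes, all 40 lower in the 6 libraries, and 901 genes had an unadjusted p under 0.05. The CPM of the 40 genes summed to a median of 194 in the 18 libraries and 12.8 in the 6. Strain or treatment is argued against, because 4 groups hold libraries of both kinds and Csn3 differed between them by at least 6.89 on the log2 scale. Read depth is argued against, because the median reads of the 6 libraries were 1.08 times those of the 18. Milk gland tissue taken along in the dissection is argued against, because 6 random libraries would be all the libraries of 2 second indexes with a probability of 0.000208. Within the 18 libraries, second indexes held 89.6% of the variance of Csn2, Csn1s1 and Wap, against a median of 27.4% when libraries were permuted (permutation p = 0.0001, the smallest that 10000 permutations can give). These values are consistent with reads carried over with the second index, which remains a hypothesis since it was found and tested on the same libraries. The origin of the reads was not tested. Among genes that the paper names, Cdh1 was called for the index term and had a median of 2.93 CPM in the 18 libraries. Spp1 and Gata3 were not called for it, though Spp1 had at least 18.0 CPM in the 18 libraries and 0.579 to 8.33 in the 6, and Gata3 had a median of 2.68 CPM in the 18 and 0.396 to 1.39 in the 6. Of the neutrophil markers, Lcn2 (median of 23.0 CPM in the 18) and Ltf (3.79) were called for it.

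Chil3 and Arg1 rose with ECM in B6 mice (6.17 and 5.45) and were called there, and changed by -0.21 and 1.07 in MRL mice without being called. The difference in the ECM response was -6.38 for Chil3 (standard error 1.29, unadjusted p = 8.5e-05) and -4.39 for Arg1 (standard error 1.18, unadjusted p = 0.00145). Over all genes both had an adjusted p of 1, and adjusted over the list alone they had 0.00170 and 0.0145. With library weights the adjusted p of Chil3 over all genes was 0.0441, the smallest of a range from 0.0441 to 1.00 over the alternatives. All 3 ECM-treated MRL libraries lay below all 3 ECM-treated B6 libraries for both genes. With each library left out in turn, the difference of Chil3 stayed between -7.40 and -5.13. The second index is argued against, because the difference of Chil3 was -6.43 (standard error 1.49) with the index term, while that of Arg1 was -3.35 (standard error 1.27). Fewer macrophages in the ECM-treated MRL libraries are argued against as the whole cause, because 14 macrophage markers had a median difference of -0.63. Of these, 12 were lower, in a range from -2.47 to 0.79, so fewer macrophages stay open as a part of it. The mean of the markers was 3.35 to 3.85 in the ECM-treated MRL libraries and 3.88 to 5.46 in those of B6 mice. For Arg1, a strain variant that loses a fixed share of its reads is argued against, because the strain difference was -0.80 after the control injury and -5.19 with ECM, and its level in these MRL libraries was at least 0.771 CPM. For Chil3 the strain difference was -2.77 after the control injury and -9.15 with ECM. These values alone decide nothing, because the MRL means lay at -2.54 and -2.75, under the level that a count of 0 allows. With PE the difference was -2.52. Of the linear CPM of saline, ECM and PE, ECM held 97.8% (SD 8.11) and PE 1.59% (SD 1.34) in B6 mice. In MRL mice ECM held 13.4% (SD 14.9) and PE 70.3% (SD 23.6). A fixed share lost would leave these percentages alike in both strains, so the PE values argue against such a variant for Chil3, though its MRL levels are low. The matrix holds 0 near-identical copies of Chil3. A difference between the strains in the response to ECM stays open.

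Neutrophil markers rose with PE in B6 mice more than in MRL mice, and the difference itself was tested. Its median was -3.10 over 9 markers, all 9 lower in MRL mice (camera unadjusted p = 7.3e-11, fry unadjusted p = 0.00271). Over all genes 0 were called and 5 adjusted over the list alone. The median was -4.05 without replicate 2 of the PE-treated MRL mice, -2.49 without replicate 2 of the PE-treated B6 mice and -1.86 with the index term. The milk gene reads are argued against as the whole cause, because without Ltf and Lcn2 the median of the other 7 markers was -2.85, all 7 lower (fry unadjusted p = 0.00776), and -1.91 with the index term. Fewer cells of the implant site in replicates 1 and 3 of the PE-treated MRL mice cannot be told apart from a weaker neutrophil response, since macrophage markers in these libraries also lay lower than in PE-treated B6 mice (median difference -2.37). A difference between the strains stays open as well. By flow cytometry, the paper reports slightly more neutrophils in MRL than in B6 mice, which goes the other way. It also describes a trend to higher Mpo with PE, above all in MRL mice, and Mpo was not in the matrix. Flow cytometry counts cells, while the values here are transcript levels.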

How the results depend on the processing

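The alternatives were set before the data were examined, except the term for the second index and the correlations within 6 of its sequences. These 2 were chosen only after the results were seen. Where a value changed, the cause was not tested, unless a sentence names it.

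Of 2246 values under alternatives other than single libraries left out, 326 values of comparisons, lists and correlations stayed the same. A further 40 moved, 8 became weaker, 4 stronger and 4 reversed. For single genes 1712 values stayed, 73 became weaker, 54 stronger, 14 moved and 11 reversed. Of 206 single-gene results, 97 changed under none of the alternatives and 109 under at least 1. Library weights made 45 single-gene results stronger and 0 weaker. The index term made 24 weaker and a fit of the compared groups alone made 21 weaker and 3 stronger. All 14 that moved were shares of treatments on linear CPM. Scaling to equal totals shifted the median of all genes by -0.25 in the ECM comparison between strains, -0.11 in the PE comparison and -0.11 after the control injury. The shift was 0.15 for injury in B6 mice and 0.14 in MRL mice, -0.20 between ECM and PE in B6 mice and -0.34 in MRL mice, 0.26 between PE and the control injury in each strain, and -0.14 for the strain difference in the response to ECM. Quantile normalization shifted it by 0.14 and 0.16 between ECM and PE and by -0.18 and -0.12 between PE and the control injury, in B6 and MRL mice.

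Testing only genes with a mean log2 CPM of at least 1, which leaves fewer genes to test, gave 223 calls between strains in uninjured mice, 216 after the control injury, 235 with ECM and 242 with PE. It gave 0 calls between ECM and PE in B6 mice and 237 in MRL mice, and 1 and 0 between ECM and the control injury in B6 and MRL mice.

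Library weights gave more calls in each of these comparisons. Between strains there were 878 in uninjured mice, 2303 after the control injury, 2164 with ECM and 6477 with PE. There were 1076 for injury in B6 mice, 3720 between ECM and PE in B6 mice and 2074 in MRL mice, 3501 between PE and the control injury in B6 mice and 2818 in MRL mice, and 81 and 11 between ECM and the control injury in B6 and MRL mice. The tests of a strain difference in the response called 20 genes for injury, 1909 for PE and 4 for ECM. Weights reversed Fasn between strains to 0.73 in uninjured mice and -0.15 after the control injury, Acta2 between strains with PE to 0.0616, Thbs1 with PE in MRL mice to -0.10 and the neutrophil markers with PE in MRL mice to -0.94. The fibrosis genes in B6 mice passed the threshold at 1.21. The lipid-associated macrophage genes (0.55) and the fibrosis genes (0.22) in MRL mice no longer did.

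A fit of the compared groups alone, which holds fewer libraries, gave 152 calls between strains after the control injury, 113 with PE, 2 for injury in B6 mice and 1 in MRL mice, 166 between ECM and PE in B6 mice and 0 between ECM and the control injury in B6 mice, where 4 genes had been called. The fibrosis genes in B6 mice passed the threshold at 1.14. A constant variance prior gave 3 calls for injury in B6 mice. On a log2(CPM + 1) scale there were 121 calls between ECM and PE in B6 mice and 26 in MRL mice, 0 between ECM and the control injury in MRL mice and 2 for the strain difference in the PE response, and the eosinophil markers in B6 mice passed the threshold at 0.50.

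Equal totals gave 3 calls between ECM and PE in B6 mice and 717 in MRL mice, reversed Fasn after the control injury to -0.00695, left the fibrosis genes in MRL mice short of the threshold (0.85) and brought Klf6 and Cd47 in MRL mice past it (r = 0.83). Quantile normalization gave 8 calls between ECM and PE in MRL mice, reversed Thbs1 with PE in MRL mice to -0.10 and left the pyruvate genes short of the threshold (0.43). A replicate block gave 111 calls between ECM and PE in MRL mice.

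The index term gave 21 calls between ECM and PE in B6 mice, 4 between PE and the control injury in B6 mice and 1 between ECM and the control injury in B6 mice. It reversed Spp1 in saline-treated mice between strains (-0.89), with injury in B6 mice (1.00), with injury in MRL mice (-1.16) and in the difference between them (-2.16). It also reversed Fabp4 with PE in B6 mice (0.12), the adipogenic genes between strains with ECM (-0.10) and the ribosomal proteins in uninjured mice (0.0564), and left the fibrosis genes in MRL mice short of the threshold (0.45). For Spp1, the term removes the low values of the 6 libraries with these indexes.

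Without the 2 libraries farthest from the median, r fell short of the threshold for Arg1 and Retnla in B6 mice (0.68) and for Gata3 and Cdh1 in MRL mice (0.62), and turned to -0.16 for Klf6 and Cd47 in MRL mice. Within the 6 second indexes with more milk gene reads, r of Gata3 and Cdh1 in MRL mice was 0.21.

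With each library left out in turn, the number of calls between strains ran from 224 (without replicate 3 of the MRL mice) to 285 in uninjured mice. It ran from 230 (without replicate 3 of the MRL mice) to 613 (without replicate 2 of the B6 mice) after the control injury, and from 234 (without replicate 1 of the MRL mice) to 3490 (without replicate 2 of the MRL mice) with PE. For injury in B6 mice it ran from 0 to 456 (without saline replicate 2). Between ECM and PE it ran from 1 (without PE replicate 2) to 53 (without PE replicate 3) in B6 mice and from 0 to 1740 (without PE replicate 3) in MRL mice. Between PE and the control injury it ran from 2 (without PE replicate 2) to 1281 (without PE replicate 3) in B6 mice and from 0 to 775 (without saline replicate 1) in MRL mice. Between ECM and the control injury it ran from 1 to 14 (without saline replicate 3) in B6 mice and from 0 to 1 in MRL mice. For the strain differences in the response it ran from 0 to 8 (without B6 saline replicate 3) for injury, 0 to 625 (without MRL PE replicate 2) for PE and 0 to 6 (without B6 saline replicate 3) for ECM. Of the genes called between strains with PE, 471 of the 474 were shared with the fit without MRL PE replicate 2, and 225 with the fit without MRL PE replicate 1.

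Among lists, the range was -0.19 to 0.99 for the adipogenic genes with ECM (lowest without MRL replicate 1, highest without B6 replicate 3) and 0.56 to 1.82 for the lipid-associated macrophage genes in MRL mice (lowest without PE replicate 2). For the fibrosis genes in MRL mice it was 0.0314 to 1.04 (lowest without saline replicate 1), and for the ribosomal proteins in uninjured mice -0.0908 to 0.0232 (highest without MRL replicate 1). With PE it was -0.00280 to 0.60 for the oxidative phosphorylation genes (lowest without MRL replicate 3), 0.19 to 0.97 for the pyruvate genes (lowest without MRL replicate 1) and -1.17 to 1.19 for the neutrophil markers in MRL mice (lowest without PE replicate 2). For the eosinophil markers it was 0.29 to 1.17 in B6 mice (highest without ECM replicate 2) and 0.0698 to 0.83 in MRL mice (highest without saline replicate 1). The correlation of Gata3 and Cdh1 in MRL mice ran from 0.69 (without uninjured replicate 2) to 0.81, and that of Klf6 and Cd47 from -0.14 (without PE replicate 2) to 0.79.

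Among single genes, directions reversed for Fasn between strains in uninjured mice (-1.63 to 0.98) and after the control injury (-0.29 to 0.53), for Cd163 with ECM (-0.98 to 0.40), and for Retnla (-2.84 to 1.26) and Acta2 (-0.20 to 0.17) with PE. In MRL mice they reversed for Col1a1 (-0.11 to 1.15) and Col3a1 (-0.0193 to 1.03) with injury, for Myo1f (-0.0810 to 2.82) and Thbs1 (-0.47 to 0.46) with PE, and for Chil3 (-0.79 to 0.24) and Pink1 (-0.31 to 0.16) with ECM. In B6 mice they reversed for Pink1 with ECM (-0.27 to 0.40). Over all single-gene results, 35 became weaker, 21 stronger and 3 moved when at least 1 library was left out. Levels under 0.119 CPM, such as Chil3 in ECM-treated MRL mice, are at the limit of the depth, and their fold changes rest on the prior count.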

Differences from the paper's values

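For Retnla, the paper's ratio of PE-treated MRL to B6 mice is 3.32, and the ratio of mean CPM here is 0.299, close to the paper's value in the other direction (the inverse is 3.34). With libraries scaled to equal totals it was 0.305, with quantile normalization 0.263 and with log2(CPM + 1) 0.675. Leaving out replicate 2 of the PE-treated B6 mice gave 18.9, with a replicate SD of 40.4. Of the alternatives set before the data were examined, only this one lay within its own replicate SD of the paper's value. An SD that wide does not decide the direction. Without each other PE library the ratio was below 1. For Pparg, the paper's ratio is 5.95 and the ratio here is 3.43. It was 3.05 with equal totals, 3.79 with quantile normalization and 3.00 with log2(CPM + 1). Only without replicate 2 of the PE-treated MRL mice, where it was 4.22, was it within 1.5 times the paper's value.

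The paper states that the differences between uninjured strains were mainly pseudogenes and unknown transcripts. Of the 368 genes called here, 16.8% were annotated pseudogenes, 4.62% had no match in the annotation and 77.4% were protein-coding. The paper states that Prdm16 is higher in uninjured MRL mice. Here it was lower, at -1.42, it was not higher under any of the alternatives tried, and a fit of the compared groups alone called it lower (adjusted p = 0.0126, against a range of 0.0126 to 0.831 over all alternatives). The paper states that Spp1 increases with injury in B6 mice. Here it changed by -1.49, and by 1.00 with a term for the second index, an alternative chosen after the values were seen.

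The paper names genes that change with injury in B6 mice, including Ly86, Ccl8, Cd74, complement genes, Myh8, Col19a1, Itgax, Acsm3, Cnn1 and Plin5. All had the direction that the paper gives, and limma called 0 of them with equal weights for all libraries. The paper's code fits counts with voom weights, and the paper also reports an independent analysis by the sequencing company. The fit here used log2 CPM values without voom weights, so the adjusted p-values come from unlike models. Library weights called Ccl8 (adjusted p = 0.0403), Cd74 (0.00938), Myh8 (0.00540), Col19a1 (0.0119), Acsm3 (0.0266) and Plin5 (0.0282), and the fit without replicate 2 of the saline-treated B6 mice called Myh8 (0.00328) and Col19a1 (0.00884). Over all alternatives, the adjusted p of each of these genes ran from the smallest value given for it to between 0.808 (Acsm3) and 0.898 (Plin5). Ly86, C1qa, C1qb, C3ar1, Itgax and Cnn1 were called under none of the alternatives.

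The paper reports an enrichment of the MHC complex and the ribosome in uninjured MRL mice. Here, genes of both lists were lower in MRL mice by the median (-0.39 and -0.03), and the ribosomal proteins were higher by the median with the index term (0.0564), an alternative chosen after the values were seen, and without replicate 1 of the uninjured MRL mice (0.0232). The pseudogenes of ribosomal proteins were higher in MRL mice, with a median of 3.17. For the MHC genes, a strain variant that changes how reads match the reference transcripts stays open beside lower expression. The paper's code for the saline comparison ranks genes by log2 fold change and does not part higher from lower genes. If it was used here too, the medians do not go against its enrichment. A larger part of the MHC and ribosomal protein genes was called than of all genes (368 of 14159).

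The paper states that ECM favours Pink1 and Maf in B6 mice. Here ECM held 34.4% of Pink1 and 34.5% of Maf, near an even share, with changes over the control injury of 0.04 and 0.29. The paper states that ECM skews eosinophil markers. Of the genes of Figure S10 with a defined share in B6 mice, 3 had the largest share with ECM and 5 with PE. The paper states that PE amplifies the M1 signature in MRL mice compared with B6 mice. Here the increases of Marco (1.66), Myo1f (1.83), C1qb (1.06), Thbs1 (0.02) and H2-D1 (1.37) over the control injury in MRL mice were smaller than those in B6 mice (4.02, 4.23, 1.98, 1.78 and 1.91). The paper used shares of treatments. Of the M1/M2 genes with a defined share on log2 CPM, PE held the largest for 12 of 16 in MRL mice and 9 of 13 in B6 mice. The median PE shares, 48.0% and 39.2%, go with the paper. On linear CPM PE held the largest share for 15 and 13 of the 20 genes, with medians of 56.6% and 63.0%, the other way. Of the lipid-associated macrophage genes that the paper states are enriched with PE in both strains, Fabp4 changed by -0.48 in B6 mice, and by 0.12 with the index term, an alternative chosen after the values were seen.

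For the macrophage markers that the paper calls between PE-treated strains, the adjusted p here was 0.877 for Retnla, 0.226 for Pparg, 0.133 for Cd163 and 0.128 for Mgl2. Library weights called Pparg (0.00575), Cd163 (0.00138) and Mgl2 (0.00181), and the fit without replicate 2 of the PE-treated MRL mice called Mgl2 (0.0287). Over all alternatives the adjusted p was 0.468 to 0.997 for Retnla, 0.00575 to 0.613 for Pparg, 0.00138 to 0.483 for Cd163 and 0.00181 to 0.488 for Mgl2. Between ECM and PE in B6 mice the adjusted p was 0.150 for Retnla, 0.174 for Cd163 and 0.0601 for Mgl2. Library weights called all 3, and Mgl2 was also called with log2(CPM + 1) (0.0368), with quantile normalization (0.0356) and without replicate 2 of the ECM-treated B6 mice (0.0340). The range over all alternatives was 0.00162 to 0.602 for Retnla, 0.00509 to 0.654 for Cd163 and 2.0e-04 to 0.425 for Mgl2. Piezo1, which the paper calls higher in MRL mice, was called with library weights in uninjured (0.0197) and PE-treated (0.00508) mice and was not called with equal weights (0.0197 to 0.735 and 0.00508 to 0.760 over all alternatives). The paper tested Piezo1 by itself with Student's t-test, so the threshold over all genes here is stricter. Cd1d1, which the paper lists among the differences with PE, was called without replicate 2 of the PE-treated MRL mice (0.0148) and with library weights (1.5e-04), with a range of 1.5e-04 to 0.582. The paper states that its lower CD206 and CD301b in MRL mice recur in gene expression. Between ECM-treated strains, their genes Mrc1 and Mgl2 were called only with library weights (0.0300 and 0.0353) and, for Mgl2, without replicate 2 of the ECM-treated B6 mice (0.0341), with ranges of 0.0300 to 0.705 and 0.0341 to 0.633. The paper reports an enrichment of mitochondrial function with PE. For the oxidative phosphorylation genes, PE-treated MRL mice were higher than B6 mice by camera and not by fry (adjusted p = 0.453).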

Other observations

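The tests of copies among the genes called at every treatment and of the position of replicate 2 of the saline-treated B6 mice were set before their results were known. The other tests here, with that of the macrophage markers of this replicate, were chosen only after the result was seen.

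Strain differences were shared between treatments. Of 781 genes called between strains in at least 1 of the 4 treatments, 178 were called in all 4, all with 1 direction, and 421 in 1 alone. Uninjured mice shared 239 calls with ECM-treated mice and 198 with PE-treated mice, and ECM-treated and PE-treated mice shared 241. Of the 166 genes called in all 4 with a transcript in the annotation, 100 had a near-identical copy in the matrix (60.2%), against 493 of 13033 genes called in none (3.78%; Fisher's exact test, 2-sided, p = 5.3e-93). This excess is consistent with reads divided between near-identical copies for some of the genes that have a copy. Of 84 called pairs in uninjured mice, 39 moved in opposite directions and 45 in the same direction, which decides nothing, because several copies of 1 gene would move together. For the 123 genes with a copy that were called in uninjured mice, the median absolute log2 fold change was 3.55 alone and 0.752 for the sum with their copies. This drop decides nothing either, because adding a more abundant copy can shrink a change whether or not reads were divided. For the 66 genes without a copy (39.8%), a division of reads with genes outside the matrix cannot be told apart from a difference in expression, because such genes were not measured. A strain variant and a difference between the strains in expression stay open for all of these genes, with or without a copy.

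Replicate 2 of the PE-treated MRL mice lay apart from replicates 1 and 3. Its correlation across genes was 0.812 and 0.827 with these and 0.894 to 0.934 with PE-treated B6 mice, while replicates 1 and 3 correlated at 0.966. A B6 library under an MRL name is argued against, because 26 genes read only in MRL mice stood at a median of 97.3% of their level in the other MRL libraries. B6 RNA mixed into the library is argued against, because 10 genes read only in B6 mice stood at 6.88%, where Cd68 alone would need 186%. A lower share of muscle is argued against as the whole cause, because adipocyte markers fell as well. As a part of the cause it stays open, since the muscle markers were lower too. The median difference was -3.60 for adipocyte markers (15 of 15 lower), -1.85 for muscle markers (15 of 15 lower) and 2.15 for macrophage markers (13 of 14 higher). Tissue taken with or without the implant site cannot be told apart from a difference between mice, because no library marks the sampled position. Of the macrophage markers, Cd68 and Cd163 are also among the genes that the study names.

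Replicate 2 of the saline-treated B6 mice lay near the uninjured libraries. Over the 456 genes called between the control injury and uninjured muscle without it (303 higher, 153 lower), its median position was 9.66% of the way from the uninjured to the other saline-treated libraries, and the uninjured libraries ranged from -4.04% to 3.55%. Its position was 3.12% for Myog, 11.9% for Myh3, 25.6% for Col3a1 and 73.8% for Cd68. An uninjured library under a saline name is argued against, because the mean of 14 macrophage markers was 4.05 in this library, 3.97 and 4.08 in the other saline-treated B6 libraries and 3.04 to 3.27 in uninjured B6 mice (up to 3.37 in uninjured MRL mice), with 12 of the 14 above every uninjured B6 library. A difference between mice in the injury or its healing stays open and was not tested.

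Fat taken along with the muscle was weighed for the adipogenic genes, whose mean in PE-treated mice was 2.45 higher in MRL than in B6 mice on the log2 scale. In uninjured mice the same mean ranged over 2.41 between the MRL libraries and 1.97 between the B6 libraries. Across all 24 libraries, the mean of 15 adipocyte markers and that of Ucp1 and Cidea had a Pearson's r of 0.84 (permutation p = 1e-05, the smallest that 100000 permutations can give, 2-sided) and a Spearman's rho of 0.80 (permutation p = 3.0e-05). Without the 2 farthest libraries r was 0.80, and for deviations from the group means it was 0.76. Of the adipocyte markers, Adipoq, Retn, Lipe, Fabp4 and Pck1 are also among the adipogenic genes of the study. Fat of the dissection and fat of the wound cannot be told apart, since both raise the same genes.

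The relation of Gata3 and Cdh1 across libraries was tested against the milk gene reads, since Cdh1 was called for the index term. Within the libraries of the 6 second indexes with more of these reads, r was 0.21 in 8 MRL libraries and 0.87 in 10 B6 libraries (0.206 and 0.872). For deviations from the group means it was 0.83 in MRL mice and 0.93 in B6 mice, with libraries of all second indexes included. In B6 mice the split between libraries with few and with more of these reads is argued against as the whole of the relation. In MRL mice it cannot be told apart from a relation between the genes, because 8 libraries are too few.

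Other splits of the same libraries were fitted in the same way. For the comparisons between strains, as many calls came from 1 of the 10 splits of the 6 libraries in uninjured mice, 2 of 10 after the control injury, 1 of 10 with ECM and 3 of 10 with PE, the real split included. After the control injury, the other split set replicates 1 and 3 of the B6 mice and replicate 1 of the MRL mice against the rest and gave 663 calls, and libraries of the 2 second indexes with few milk gene reads lay on both of its sides. With PE, a split of replicates 1 and 2 of the B6 mice and replicate 2 of the MRL mice against the rest gave 3518 calls, and a split of replicate 1 of the B6 mice and replicates 1 and 3 of the MRL mice against the rest gave 1115. Among the 4 splits with PE that part all 3 replicate numbers, the real split gave 474 calls and the others 0. With the PE libraries alone and a replicate block, 83 genes were called, 79 of them shared with the 474. With 10 splits the share cannot go below 0.1.

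Within strains, as many calls came from 1 of the 10 splits between ECM and PE and between PE and the control injury in B6 mice, and from 1 of 10 between ECM and the control injury in each strain. Where the real split called 0 genes, every split has as many, so the count was fixed and tests nothing. These are injury in each strain and both ECM against PE and PE against the control injury in MRL mice (10 of 10 each), and the strain differences in the response to injury, PE and ECM (100 of 100 each). For lists, a median as large came from 7 of 10 splits for the ribosomal proteins, 3 of 10 for the MHC genes in uninjured mice and 1 of 10 after the control injury. With ECM it was 7 of 10 for the adipogenic genes, 1 of 10 for the HGF genes and 1 of 10 for the immune genes. With PE it was 1 of 10 for the adipogenic genes, 3 of 10 for the immune genes, 6 of 10 for oxidative phosphorylation, 1 of 10 for steroid and 5 of 10 for pyruvate metabolism. With injury it was 3 of 10 for myogenesis and 1 of 10 for fibrosis in B6 mice, and 1 of 10 and 5 of 10 in MRL mice. It was 1 of 10 for the immune genes between ECM and PE in B6 mice, 1 of 10 for the lipid-associated macrophage genes in each strain, 1 of 10 for the neutrophil markers in B6 mice and 10 of 10 in MRL mice, and 4 of 10 for the eosinophil markers in each strain.

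The first principal component of log2 CPM held 38.8% of the variance and the second 14.4%. For the genes of Figure 3c, the median strain difference was -3.16 with PE, with 11 of the 13 lower in MRL mice.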
